# Genetic basis of the highly efficient yeast *Kluyveromyces marxianus*: complete genome sequence and transcriptome analyses

**DOI:** 10.1186/s13068-015-0227-x

**Published:** 2015-03-18

**Authors:** Noppon Lertwattanasakul, Tomoyuki Kosaka, Akira Hosoyama, Yutaka Suzuki, Nadchanok Rodrussamee, Minenosuke Matsutani, Masayuki Murata, Naoko Fujimoto, Suprayogi, Keiko Tsuchikane, Savitree Limtong, Nobuyuki Fujita, Mamoru Yamada

**Keywords:** *Kluyveromyces marxianus*, Thermotolerant yeast, Complete genome sequence, Transcriptome analysis, Xylose fermentation

## Abstract

**Background:**

High-temperature fermentation technology with thermotolerant microbes has been expected to reduce the cost of bioconversion of cellulosic biomass to fuels or chemicals. Thermotolerant *Kluyveromyces marxianus* possesses intrinsic abilities to ferment and assimilate a wide variety of substrates including xylose and to efficiently produce proteins. These capabilities have been found to exceed those of the traditional ethanol producer *Saccharomyces cerevisiae* or lignocellulose-bioconvertible ethanologenic *Scheffersomyces stipitis*.

**Results:**

The complete genome sequence of *K. marxianus* DMKU 3-1042 as one of the most thermotolerant strains in the same species has been determined. A comparison of its genomic information with those of other yeasts and transcriptome analysis revealed that the yeast bears beneficial properties of temperature resistance, wide-range bioconversion ability, and production of recombinant proteins. The transcriptome analysis clarified distinctive metabolic pathways under three different growth conditions, static culture, high temperature, and xylose medium, in comparison to the control condition of glucose medium under a shaking condition at 30°C. Interestingly, the yeast appears to overcome the issue of reactive oxygen species, which tend to accumulate under all three conditions.

**Conclusions:**

This study reveals many gene resources for the ability to assimilate various sugars in addition to species-specific genes in *K. marxianus*, and the molecular basis of its attractive traits for industrial applications including high-temperature fermentation. Especially, the thermotolerance trait may be achieved by an integrated mechanism consisting of various strategies. Gene resources and transcriptome data of the yeast are particularly useful for fundamental and applied researches for innovative applications.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-015-0227-x) contains supplementary material, which is available to authorized users.

## Background

Along with rising concern about global warming and the rapid increase in fuel consumption, there is worldwide interest in the production of bioethanol from renewable resources [1]. For economically sustainable production of bioethanol, it is necessary to increase the types of biomass such as lignocellulosic materials that can be used without competing with food supplies. Accordingly, microbes that can efficiently convert various sugars in these kinds of biomass to ethanol must be developed.

A high-temperature fermentation (HTF) technology is expected to help reduce cooling cost, efficiently achieve simultaneous saccharification and fermentation, reduce the risk of contamination, and offer stable fermentation even in tropical countries [2,3]. Thermotolerant yeast *Kluyveromyces marxianus*, which is able to ferment various sugars, may be a suitable microbe for HTF with lignocellulosic hydrolysates [4,5].

*K. marxianus* is a haploid, homothallic, thermotolerant, hemiascomycetous yeast [6,7] and a close relative of *Kluyveromyces lactis*, a model Crabtree-negative yeast [8-11]. Both yeasts share the assimilating capability of lactose, which is absent from *Saccharomyces cerevisiae. K. marxianus* has a number of advantages over *K. lactis* or *S. cerevisiae*, including the intrinsic fermentation capability of various sugars at high temperatures [4,12,13], weak glucose repression that is preferable for mixed sugars such as hemicellulose hydrolysate, and fermentability of inulin [13,14]. However, its fermentation activity from xylose is extremely low compared to that of glucose. Recently, we developed a procedure that improves this disadvantageous trait (unpublished data) and increases the fermentation activity to slightly less than that of *Scheffersomyces stipitis* at around 30°C and a much higher activity at higher temperatures. Many biotechnological applications of *K. marxianus* have so far been achieved: production of various enzymes including heterologous proteins, aroma compounds or bioingredients, reduction of lactose content in food products, production of ethanol or single-cell protein, and bioremediation [13]. In addition, novel methods and genetic tools for genetic engineering have been developed on the basis of its high nonhomologous end-joining activity [15,16]. *K. marxianus* is thus a highly competent yeast for future developments. In order to facilitate such developments, its genomic information is essential. Draft genome sequences of three *K. marxianus* strains have been published [7,17,18], but no detailed analysis is available.

This study provides core information on *K. marxianus* DMKU 3-1042, which is one of the most thermotolerant strains in the same species isolated (3, unpublished data), including its ability to assimilate various sugars and the molecular basis of its thermotolerance and efficient protein productivity, in addition to the complete genome sequence.

## Results

### Genomic information and comparative genomics

The genome sequence of *K. marxianus* DMKU 3-1042 was precisely determined (less than one estimated error per chromosome) by nucleotide sequencing with three different sizes of shotgun libraries. Telomeric regions were further analyzed by transposon-insertion sequencing of corresponding fosmid clones. This strategy allowed us to determine the complete genome sequence of 11.0 Mb including all centromeric regions and boundary regions containing up to one to several sequence repeats (GGTGTACGGATTTGATTAGTTATGT) of telomeres. Optical mapping confirmed the genome organization except for three inverted regions, which were fixed in the final complete sequences (Additional file 1: Figure S1). There are eight chromosomes ranging in size from 0.9 to 1.7 Mb and a mitochondrial genome of 46 kb. The annotation process predicted 4,952 genes (Table 1), of which 98.0% were predicted to consist of a single exon (Additional file 2). The average gene density is 68.0% (Table 2). The average gene and protein lengths are 1.5 kb and 501 amino acids, respectively (Table 1).

**Table 1:** **General information of nuclear and mitochondrial genomes of** ***K. marxianus*** **DMKU 3-1042**

	**Length**	**CDS**	**Intron-containing CDS**	**tRNA**	**rDNA**	**na_length average**	**na_length maximum**	**aa_length average**	**aa_length maximum**
Total	10,966,467	4,952	172	202	8^b^				
Average						1,505		501	
Chromosome									
1	1,745,387	803	25	31	0	1,473	12,174	491	4,058
2	1,711,476	808	29	28	0	1,440	6,168	480	2,056
3	1,588,169	706	21	24	0	1,553	8,004	517	2,668
4	1,421,472	624	26	25	0	1,593	14,742	531	4,914
5	1,353,011^a^	611	20	30	6^b^	1,529	9,018	509	3,006
6	1,197,921	537	18	17	0	1,500	8,709	500	2,903
7	963,005	438	19	10	0	1,454	8,310	484	2,770
8	939,718	414	12	15	0	1,523	9,381	507	3,127
Mitochondrion	46,308	11	2	22	2	978	1,491	326	497

^a^The length does not include that of most of rDNA. ^b^Six rDNA copies in the genome sequence in database, but 140 rDNA copies by optical mapping. CDS, coding DNA sequence.

**Table 2:** **General characteristics of 11 hemiascomycetous yeast genomes**

**Species**	**Genome size (Mb)**	**Average G + C content (%)**	**Total CDS**	**Total tRNA genes**	**Average gene density (%)**	**Average G + C in CDS (%)**	**Source**
*Kluyveromyces marxianus*	10.97	40.12	4,952	202	68.00	41.69	This study
*Kluyveromyces lactis*	10.60	38.70	5,329	162	71.60	40.10	[20]
*Saccharomyces cerevisiae*	12.10	38.30	5,807	274	70.30	39.60	[20]
*Candida glabrata*	12.30	38.80	5,283	207	65.00	41.00	[20]
*Yarrowia lipolytica*	20.50	49.00	6,703	510	46.30	52.90	[20]
*Scheffersomyces stipitis*	15.40	41.10	5,841	-	55.90	42.70	[21]
*Ashbya gossypii*	9.12	51.70	4,776	220	77.10	52.80	[19]
*Ogataea parapolymorpha*	8.87	47.83	5,325	80	84.58	49.13	This study^a^
*Debaryomyces hansenii*	12.18	36.34	6,290	225	74.31	37.45	[20]
*Clavispora lusitaniae*	12.11	44.50	5,936	217	68.07	46.80	[22]
*Schizosaccharomyces pombe*	12.59	36.04	5,133	195	57.17	39.63	[23]

^a^Values were summarized by us using data from Joint Genome Institute (JGI, http://gold.jgi-psf.org). G + C, guanine + cytosine; CDS, coding DNA sequence.

Eukaryotic orthologous groups (KOG) database analysis led to the assignment of protein functions of about 72.4% of predicted genes (Additional file 1: Table S1) and protein domains were predicted in 3,584 gene models*.* UniProt and KAAS assignments led to the assignment of homologous genes of about 86.4% of predicted genes and KEGG Orthology number of 50.5%, respectively. The yeast shares 1,552 genes with *K. lactis*, *Ashbya gossypii*, *Candida glabrata*, *S. cerevisiae*, *Ogataea parapolymorpha*, *Debaryomyces hansenii*, *S. stipitis*, *Clavispora lusitaniae*, *Yarrowia lipolytica*, and *Schizosaccharomyces pombe* as hemiascomycetous yeasts [19-23]. The phylogenetic tree exhibits the closest location of *K. marxianus* to *K. lactis* and closer to *A. gossypii*, *C. glabrata*, and *S. cerevisiae* in the 11 yeasts (Figure 1)*.* Consistent with this, *K. marxianus* shares 4,676; 3,826; 3,672; and 3,853 genes with *K. lactis*, *A. gossypii*, *C. glabrata*, and *S. cerevisiae*, respectively. On the other hand, there are 193 genes specific for *K. marxianus* (Additional file 1: Table S2), which may be responsible for its species-specific characteristics, of which two thirds of the genes could not be assigned by the KOG database (Additional file 1: Table S3). There are 422 genes shared only between *K. marxianus* and *K. lactis* (Additional file 1: Table S4), which may be related to their genus-specific characteristics, such as production of β-galactosidase [24], assimilation of a wide variety of inexpensive substrates [25], efficient productivity of heterologous proteins [26-28], and synthesis of a killer toxin against certain ascomycetous yeasts [29,30].

**Figure 1:**
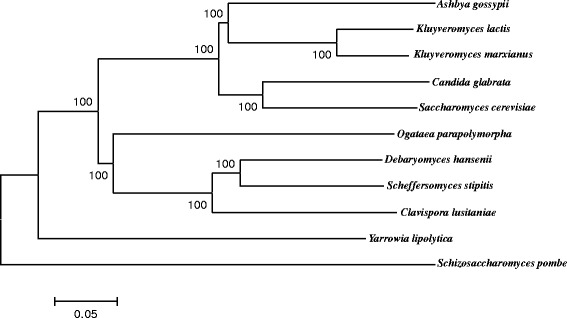
**Phylogenetic tree of 11 hemiascomycetous yeast genomes based on 1,361 concatenated amino acid sequences.** *K. marxianus* shares 1,552 genes with *K. lactis* NRRL Y-1140 (CR382121-CR382126), *Ashbya gossypii* (*Eremothecium gossypii*) ATCC 10895 (AE016814-AE016821), *Candida glabrata* CBS 138 (CR380947-CR380959), *S. cerevisiae* S288c (BK006934-BK006949), *Ogataea parapolymorpha* DL-1 (AEOI00000000), *Debaryomyces hansenii* CBS 767 (CR382133-CR382139), *S. stipitis* CBS 6054 (AAVQ00000000), *Clavispora lusitaniae* ATCC 42720 (AAFT00000000), *Yarrowia lipolytica* CLIB122 (CR382127-CR382132) and *Schizosaccharomyces pombe* 972 h- (CU329670-CU329672) as hemiascomycetous yeasts*,* of which complete or draft genome sequences are available [19-23]. A whole genome-wide phylogenetic tree with amino acid sequences deduced from the conserved 1,361 genes was constructed using the neighbor-joining algorithm of MEGA5.05 as previously reported [31]. The numbers at each branch indicate bootstrap values.

The two most attractive traits of *K. marxianus* for fermentation applications are thermotolerance and pentose assimilation capability, which are also found in *O. parapolymorpha* and *S. stipitis*, respectively. The number of genes that are shared between the two thermotolerant yeasts but absent from *K. lactis* is 30, including genes for three siderophore-iron transporters and three vacuolar proteins (Additional file 1: Table S5). Notably, there are 27 putative sugar transporters in the *K. marxianus* genome (Additional file 1: Table S6). Like *S. stipitis*, the initial xylose catabolism after its uptake in *K. marxianus* is accomplished by three genes, *XYL1*, *XYL2*, and *XKS1*, which are involved in the conversion of xylose to xylulose-5-phosphate as an intermediate in the pentose phosphate pathway (PPP). Genes for utilization of various other sugars and alcohol dehydrogenases are listed (Table 3).

**Table 3:** **Genes for utilization of sugars at their initial catabolism and genes for alcohol dehydrogenases in** ***K. marxianus***

	**Product**	**UniProt gene**	**Sugar**
KMLA_60412	Hexokinase	HXK2 (RAG5)	Glucose, fructose, mannose
KLMA_10763	Glucose-6-phosphate dehydrogenase	RAG2	
KLMA_50384	Mannose 6-phosphate isomerase	PMI40	Mannose
KLMA_20333	Galactokinase	GAL1	Galactose
KLMA_20331	Galactose-1-phosphate uridylyltransferase	GAL7	
KLMA_30099	Phosphoglucomutase	GAL5 (PGM2)	
KLMA_10683	Xylose reductase	XYL1	Xylose
KLMA_70044	Xylitol dehydrogenase	XYL2	
KLMA_80066	Xylulokinase	XKS1	
KLMA_30577	Arabinose dehydrogenase [NADP^+^ dependent]	ARA1	Arabinose
KLMA_40310	Arabinose dehydrogenase [NAD dependent]	ARA2	
KLMA_80176	Xylose/arabinose reductase	YJR096W	
KLMA_10558	D-Arabitol-2-dehydrogenase	ARD2	
KLMA_10157	Probable ribokinase	RBK1	D-Ribose
KLMA_10176	Ribose-phosphate pyrophosphokinase 5	PRS5	
KLMA_10783	Sorbose reductase	SOU1	Mannitol, glucitol, L-sorbose
KLMA_10649	D-Lactate dehydrogenase [cytochrome], mitochondrial	DLD1	Lactate
KLMA_40583	D-Lactate dehydrogenase [cytochrome] 1, mitochondrial	DLD1	
KLMA_50301	D-Lactate dehydrogenase [cytochrome], mitochondrial	DLD1	
KLMA_60482	D-Lactate dehydrogenase [cytochrome] 2, mitochondrial	DLD2	
KLMA_10179	Glycerol-3-phosphate dehydrogenase [NAD(+)] 1	GPD1	Glycerol
KLMA_30722	Glycerol-3-phosphate dehydrogenase, mitochondrial	GUT2	
KLMA_60361	Glycerol uptake protein 1	GUP1	
KLMA_80411	Glycerol uptake/efflux facilitator protein	FPS1	
KLMA_80412	Glycerol kinase	GUT1	
KLMA_10427	Galactose/lactose metabolism regulatory protein GAL80	GAL80	Lactose
KLMA_20830	Lactose permease	LAC12	
KLMA_30010	Lactose permease	LAC12	
KLMA_30728	Lactose permease	LAC12	
KLMA_30011	Beta-glucosidase	-	Cellobiose
KLMA_20184	Endo-1,3(4)-beta-glucanase 1	DSE4	1,3-β-D-Glucan
KLMA_50517	Endo-1,3(4)-beta-glucanase 2	ACF2	
KLMA_10518	Inulinase	INU1	Sucrose, raffinose, inulin
KLMA_40102	Alcohol dehydrogenase 1	ADH1	
KLMA_40220	Alcohol dehydrogenase 2	ADH2	
KLMA_80306	Alcohol dehydrogenase 3	ADH3	
KLMA_20005	Alcohol dehydrogenase 4a	ADH4a	
KLMA_20158	Alcohol dehydrogenase 4b	ADH4b	
KLMA_40624	Alcohol dehydrogenase	ADH	
KLMA_80339	Alcohol dehydrogenase 6	ADH6	

NAD, nicotinamide adenine dinucleotide; NADP, nicotinamide adenine dinucleotide phosphate.

Chromosomal segments including 4,277 genes, which retain the ancestral gene groupings, were found between *K. marxianus* and *K. lactis* (Additional file 1: Figure S2). The average of mapped segments to the chromosome is 57.9%, and the *K. marxianus* chromosome best covered by *K. lactis* chromosomal segments is chromosome 6, with 60.8% coverage.

### Ribosomal DNA (rDNA) copy number and thermotolerance

Optical mapping allowed us to estimate at least 140 copies of the rDNA gene as a cluster on chromosome 5 (Additional file 1: Figure S1), which occupies 67.5% (0.9 Mb) of the chromosome. To examine the relationship between the rDNA copy number and its thermotolerance among *K. marxianus* strains, strains exhibiting different growth at different temperatures (Additional file 1: Figures S3, S4) were subjected to a test to determine the copy number of rDNA (Additional file 1: Table S7). As a result, the rDNA copy number is not correlated to the thermotolerance of the yeast, and at least 31 copies of rDNA are sufficient to support its thermotolerance.

### Genes regulated under a static condition

The alteration of genome-wide gene expression was analyzed by transcription start site sequencing (TSS Seq) under four different conditions (Additional file 3): shaking condition in yeast extract peptone dextrose (YPD) medium at 30°C (30D) or 45°C (45D), static condition in YPD medium at 30°C (30DS), and shaking condition in yeast extract peptone xylose (YPX) medium at 30°C (30X) and was expressed as the ratio of 30DS/30D, 45D/30D, and 30X/30D using 30D as a control condition, which was evaluated by a statistical test (FDR < 0.05) (Additional file 1: Table S8) and summarized (Additional file 1: Figure S5).

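Transcript levels were measured by TSS Seq, in which the capped 5′ ends of transcripts are sequenced. The number of tags of a gene measures the level of its capped transcripts. Cells of the sequenced strain from an 18-h preculture were grown for 6 h with 20 g/l glucose at 30°C (30D) or 45°C (45D) with shaking at 160 rpm, at 30°C without shaking (30DS), or with 20 g/l xylose at 30°C with shaking (30X). Each condition has 3 libraries, 12 in all. The paper states that the cultures of each condition and their TSS Seq were done in triplicate. Replicate 1 of 30D, 30DS and 45D was sequenced in April and the others in June. Among the libraries of June, those of 30D were sequenced on another day than all others, so values from the June libraries alone do not part the run from the condition in comparisons with 30D. The libraries of 30X share no run with those of 30D, so run and condition cannot be told apart between them in any fit. By the run labels, the June libraries of 30D and 45D carry 1 instrument code and those of 30DS and 30X another. The authors mapped tags uniquely and perfectly to their genome sequence of this strain, counted them per gene, and gave each count also as ppm of all such tags of the library. The counts of 5012 genes were analysed, with 4909246 tags (30DS replicate 2) to 21800187 tags (30D replicate 1) per library. A single tag is worth 0.0430 to 0.193 ppm. KLMA_10040, annotated as an uncharacterized protein, alone took 36.4 to 65.9% of the tags in the libraries of 30D, 31.9 to 34.6% in 30DS, 21.6 to 27.7% in 45D and 47.8 to 55.6% in 30X. Of the tags mapped by the authors, 93.7 to 97.8% fell on these genes in 30D, 93.6 to 95.6% in 30DS, 80.9 to 89.2% in 45D and 97.5 to 97.8% in 30X. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test (Benjamini-Hochberg adjustment) in 1 fit of all 12 libraries, over the 4603 genes that passed filterByExpr. Levels are given as mean ppm, and fold changes after TMM, so the fold change can differ from the ratio of the ppm values. The median log2 fold change of all genes tested was 0.13 in 30DS, -0.25 in 45D and 0.02 in 30X. Scaled by library totals only, as in ppm, it was 1.14, 1.39 and -0.12, a shift of 1.00, 1.64 and -0.14. Upper-quartile scaling shifted 45D by 0.25. The mean ppm was higher than in 30D for 74.0% of the genes with tags in 30DS, 72.5% in 45D and 47.3% in 30X. The ranges of the 3 libraries of a condition and the 3 of 30D did not overlap for 44.2% of the genes tested in 30DS, 39.8% in 45D and 39.5% in 30X, where chance gives 10%. A fold change against a condition with 0 tags in all 3 libraries is given as a lower bound, with a floor of 3 tags over the 3 libraries, and such bounds cover counting error only. A neighbour on the same strand that changed more than 2-fold the other way, named beside some genes, is found for 21.1%, 23.3% and 20.7% of all genes tested and 17.6%, 21.3% and 22.2% of those called in 30DS, 45D and 30X. Positions are those of the authors' table. Fold changes in the paper's tables had been seen when the rule for the genes named here was written.

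**Figure D1:**
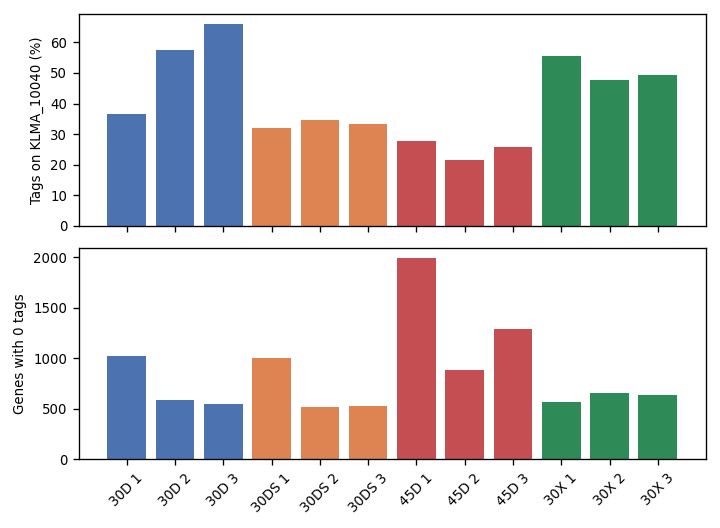
Share of the tags of each library that fell on KLMA_10040 (percent, upper panel) and number of genes with 0 tags (lower panel) for the 12 libraries, 1 bar per library. The 3 libraries of 45D have the lowest shares, from 21.6 to 27.7%, and replicate 1 of 45D has the most genes with 0 tags, 1994.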

The growth of *K. marxianus* under the static condition is much slower than that under the shaking condition [4,12]. Under the 30DS condition, there were 159 significantly upregulated genes (Additional file 1: Table S8), and the top-five significantly enriched GO terms were ribosome biogenesis, ribonucleoprotein complex biogenesis, rRNA processing, rRNA metabolic process, and noncoding RNA processing (Additional file 1: Table S9); their individual gene details are shown in Additional file 1: Table S10. 

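Transcripts of genes that make ribosomes were higher in 30DS than in 30D. 269 of the 4603 genes tested were higher in 30DS than in 30D by edgeR's quasi-likelihood test. Library totals as the only scaling gave 564 higher and 109 lower. The count was 152 without 30D replicate 2, 152 without 30D replicate 3, 177 without 30DS replicate 2, 165 without 30DS replicate 3 and 429 without 45D replicate 1. Of 135 genes for ribosome biogenesis tested, 60 were higher and 0 lower in 30DS than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 77 and 0 when adjusted over the list alone. 83 of the 135 had an unadjusted p under 0.05, and DESeq2 called 84 higher and 1 lower. Ribosome biogenesis had a median log2 fold change of 3.10, or 2.96 relative to all genes tested. In 30DS, 45D and 30X, 130, 114 and 120 of its genes had a positive log2 fold change, and 5, 21 and 15 a negative one. These comparisons share 30D, so for the part they have in common a rise with static culture is not told apart from a low level in 30D. Camera ranked ribosome biogenesis higher than the other genes (adjusted p = 3.19e-29, and adjusted p = 0.00931 with an estimated correlation). The paper found this class enriched in the same libraries, so the test is not independent of its result. DBP3 (KLMA_30511), CGR1 (KLMA_20051), RRP8 (KLMA_60204) and ALB1 (KLMA_60025, 6.18) had the largest log2 fold changes among those that passed and had tags in 2 or more libraries of each group. ALB1 lost its call without 30D replicates 1 (0.116), 2 (0.138) or 3 (0.149), 30DS replicates 1 (0.0585), 2 (0.0934) or 3 (0.0928), 45D replicate 3 (0.0626) or 30X replicates 1 (0.0713), 2 (0.0722) or 3 (0.0730), with the adjusted p from the same test in parentheses. ALB1 (adjusted p = 0.0933) lost its call in the same test with the replicate number as a block. Ribosome biogenesis had 1 lower gene with the replicate number as a block. Over all genes with a gene symbol, ranges that did not overlap and tags in 2 or more libraries of each condition, the 5 largest rises (log2 fold change) were those of SPT6 (KLMA_70304, 7.64), DBP3 (KLMA_30511, 7.35), RBA50 (KLMA_10038, 6.64), CGR1 (KLMA_20051, 6.57) and RRP8 (KLMA_60204, 6.19). SPT6, RBA50 and RRP8 have a neighbour on the same strand with a fold change of the other sign. DBP3 lost its call without 30D replicates 1 (0.0949), 2 (0.0599) or 3 (0.101), 30DS replicates 2 (0.0737) or 3 (0.0759) or 30X replicates 1 (0.0539), 2 (0.0525) or 3 (0.0537), and RBA50 without 30D replicates 1 (0.0923), 2 (0.120) or 3 (0.160), 30DS replicates 1 (0.104), 2 (0.0958) or 3 (0.0889) or 30X replicates 1 (0.0903) or 2 (0.0799), with the adjusted p from edgeR's quasi-likelihood test in parentheses. DBP3 (adjusted p = 0.0645) and RBA50 (adjusted p = 0.110) lost their calls in the same test with the replicate number as a block.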

Interestingly, 55% of upregulated gene products are located in the nucleus (Additional file 1: Figure S6), some of which are factors for ribosome biogenesis, ATP-dependent RNA helicases, RNA polymerases subunits, nucleolar complex proteins, components of exosome complex, DNA polymerase subunits, and chromatin assembly factor 1 subunits. Conversely, there were 154 significantly downregulated genes (Additional file 1: Table S8), and their most significantly enriched GO terms were ascospore formation, sexual sporulation, sexual sporulation resulting in the formation of a cellular spore, cell development, and reproductive process in single-celled organisms (Additional file 1: Tables S11, S12). 

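Nuclear complexes that make and process RNA were tested as lists. Among the 27 tested genes for RNA polymerases I and III, edgeR's quasi-likelihood test called 6 higher and 0 lower in 30DS than in 30D, and 7 and 0 when adjusted over the list alone. 10 of the 27 had an unadjusted p under 0.05, and DESeq2 called 11 higher and 0 lower. RNA polymerases I and III had a median log2 fold change of 1.71, or 1.58 relative to all genes tested. Camera ranked RNA polymerases I and III higher than the other genes (adjusted p = 0.000164, and adjusted p = 0.0606 with an estimated correlation). RPA34 (KLMA_10361, 3.58) and RPC37 (KLMA_20138, 2.93) had the largest log2 fold changes among those that passed and had tags in 2 or more libraries of each group. For the RNA exosome, 6 of 13 genes were higher and 1 lower in 30DS by edgeR's quasi-likelihood test, and 8 and 1 when adjusted over the list alone. Calls for the RNA exosome numbered 7 higher and 0 lower on library totals. The RNA exosome had a median log2 fold change of 1.75, or 1.62 relative to all genes tested. Camera ranked the RNA exosome higher than the other genes (adjusted p = 0.000867, and adjusted p = 0.0651 with an estimated correlation). LRP1 (KLMA_60106, log2 fold change -2.05) was lower. RRP45 (KLMA_30400, 3.57) and SKI6 (KLMA_20688, 3.31) had the largest log2 fold changes among the others. LRP1 was chosen after its values were seen. LRP1 has a neighbour on the same strand with a fold change of the other sign. LRP1 lost its call without 30DS replicates 2 (0.0598) or 3 (0.0610), with the adjusted p from the same test in parentheses. In 30DS, 8 of the 46 genes for DNA replication and DNA polymerases were higher and 3 lower than in 30D by edgeR's quasi-likelihood test, and 9 and 4 when adjusted over the list alone. Calls for DNA replication and DNA polymerases numbered 11 higher and 1 lower on library totals. DNA replication and DNA polymerases had a median log2 fold change of 1.10, or 0.96 relative to all genes tested. Camera ranked DNA replication and DNA polymerases higher than the other genes (adjusted p = 0.0266, and adjusted p = 0.104 with an estimated correlation). DPB11 (KLMA_30165, log2 fold change -3.32), DPB2 (KLMA_20503, log2 fold change -2.77) and MCM5 (KLMA_20703, log2 fold change -1.91) were lower. POL1 (KLMA_80234, 4.66) and FEN1 (KLMA_30565, 4.38) had the largest log2 fold changes among the others. DPB2 and MCM5 were chosen after their values were seen. DPB2 lost its call without 30D replicate 1 (0.0651) or 30DS replicates 2 (0.0802) or 3 (0.0928), and POL1 without 30D replicates 1 (0.0515), 2 (0.104) or 3 (0.0994), 30DS replicates 1 (0.0700), 2 (0.0799) or 3 (0.0748) or 30X replicates 1 (0.0647), 2 (0.0641) or 3 (0.0650), with the adjusted p from the same test in parentheses. POL1 (adjusted p = 0.0710) lost its call in the same test with the replicate number as a block. DNA replication and DNA polymerases had 5 lower genes without 45D replicate 1. Of 3 genes for chromatin assembly factor 1 tested, 2 were higher and 0 lower in 30DS than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. 2 of the 3 had an unadjusted p under 0.05, and DESeq2 called 2 higher and 0 lower. Chromatin assembly factor 1 had a median log2 fold change of 4.03, or 3.90 relative to all genes tested. Camera ranked chromatin assembly factor 1 higher than the other genes (adjusted p = 0.0121, and adjusted p = 0.0897 with an estimated correlation). RLF2 (KLMA_10597, log2 fold change 4.03) and CAC2 (KLMA_20067, log2 fold change 2.91) were higher.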

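Spore formation and meiosis draw on a set of genes of their own. In 30DS, 292 genes were lower than in 30D by edgeR's quasi-likelihood test. Without TMM, on library totals, there were 109 lower and 564 higher. The count was 192 without 30D replicate 2, 192 without 30DS replicate 2, 172 without 30DS replicate 3 and 439 without 45D replicate 1. Among the 48 tested genes for sporulation and meiosis, edgeR's quasi-likelihood test called 0 higher and 9 lower in 30DS than in 30D, and 0 and 11 when adjusted over the list alone. Calls for sporulation and meiosis numbered 3 higher and 5 lower on library totals. 14 of the 48 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 14 lower. Sporulation and meiosis had a median log2 fold change of -1.35, or -1.48 relative to all genes tested. Camera ranked sporulation and meiosis lower than the other genes (adjusted p = 0.000243, and adjusted p = 0.113 with an estimated correlation). REC8 (KLMA_30619, -5.02) and DIT1 (KLMA_10299, -4.51) had the largest log2 fold changes among those that passed and had tags in 2 or more libraries of each group. DIT1 lost its call without 30D replicates 1 (0.124) or 3 (0.0793), 30DS replicates 1 (0.105) or 3 (0.102), 45D replicate 3 (0.0572) or 30X replicates 1 (0.0759), 2 (0.0753) or 3 (0.0767), with the adjusted p from the same test in parentheses. DIT1 (adjusted p = 0.110) lost its call in the same test with the replicate number as a block. The 5 largest falls by the same rule as for the rises were those of LAC12 (KLMA_20830, -7.68), GLC7 (KLMA_30142, -7.06), BIO4 (KLMA_20832, -6.05), INU1 (KLMA_10518, -5.76) and LAC12 (KLMA_30728, -5.73) on the log2 scale. INU1 has a neighbour on the same strand with a fold change of the other sign.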

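Membrane transporters bring amino acids, carboxylic acids and sugars into the cell. For amino acid and peptide transport, 0 of 33 genes were higher and 5 lower in 30DS by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for amino acid and peptide transport numbered 2 higher and 2 lower on library totals. 8 of the 33 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 7 lower. Amino acid and peptide transport had a median log2 fold change of -0.65, or -0.78 relative to all genes tested, but of 0.32 (-0.82 relative to all genes) scaled by library totals only. OPT1 (KLMA_20004, log2 fold change -3.88), DAL5 (KLMA_60414, log2 fold change -3.17), DUR3 (KLMA_20006, log2 fold change -2.58), AGP2 (KLMA_70214, log2 fold change -1.66) and UGA4 (KLMA_80006, log2 fold change -1.47) were lower. UGA4 was chosen after its values were seen. DUR3 (KLMA_20006) lost its call without 30DS replicate 3 (0.0532), and AGP2 without 30DS replicates 2 (0.0528) or 3 (0.0583), with the adjusted p from the same test in parentheses. UGA4 (KLMA_80006) lost its call without 30D replicates 1 (0.0612), 2 (0.111) or 3 (0.0982), 30DS replicates 2 (0.108) or 3 (0.0708) or 30X replicates 1 (0.0681), 2 (0.0672) or 3 (0.0719), with the adjusted p from the same test in parentheses. UGA4 (KLMA_80006, adjusted p = 0.0751) lost its call in the same test with the replicate number as a block. Amino acid and peptide transport had 1 higher gene without 30D replicates 1 or 3 or 45D replicate 1. In 30DS, 0 of the 14 genes for carboxylate transport were higher and 3 lower than in 30D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. 4 of the 14 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 4 lower. Carboxylate transport had a median log2 fold change of -1.44, or -1.58 relative to all genes tested. Camera ranked carboxylate transport lower than the other genes (adjusted p = 0.0240, and adjusted p = 0.174 with an estimated correlation). AQR1 (KLMA_80174, log2 fold change -4.20), MCH2 (KLMA_70459, log2 fold change -3.93) and JEN1 (KLMA_60073, log2 fold change -2.06) were lower. JEN1 (KLMA_60073) has a neighbour on the same strand with a fold change of the other sign. AQR1 lost its call without 30DS replicates 2 (0.0533) or 3 (0.0566), and JEN1 (KLMA_60073) without 30D replicates 2 (0.0598) or 3 (0.0710) or 30DS replicate 3 (0.0806), with the adjusted p from the same test in parentheses. Of 26 genes for sugar transport in Table S6 tested, 1 was higher and 7 lower in 30DS than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 1 and 10 when adjusted over the list alone. Calls for sugar transport in Table S6 numbered 1 higher and 4 lower on library totals. Sugar transport in Table S6 had a median log2 fold change of -1.21, or -1.34 relative to all genes tested. Camera ranked sugar transport in Table S6 lower than the other genes (adjusted p = 0.00114, and adjusted p = 0.0946 with an estimated correlation). RAG1 (KLMA_50363, log2 fold change 3.51) was higher. LAC12 (KLMA_20830) and LAC12 (KLMA_30728) had the largest log2 fold changes among the others. RAG1 (KLMA_50363) has a neighbour on the same strand with a fold change of the other sign.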

The largest population consists of 43 genes for membrane proteins including 15 transporters for amino acids and other metabolites. Taken together, under the static condition, *K. marxianus* may increase the turnover of RNAs and proteins in addition to suppression of transporters and spore formation that depends on mitochondrial respiration activity [32].

Under the static condition, the oxygen level in cells may become low as cells proliferate so that the condition may affect oxygen-requiring biosynthetic pathways, such as those for heme, sterols, unsaturated fatty acids, pyrimidine, and deoxyribonucleotides [33]. As expected, almost all genes related to ergosterol biosynthesis, sterol biosynthesis, unsaturated fatty acids production, pyrimidine synthesis, and ribonucleotide reductase were largely upregulated under the 30DS condition (Additional file 1: Figure S7). However, unlike *S. cerevisiae*, the expression of *MDL1* for a putative mitochondrial heme carrier was not significantly altered [34]. In addition, *NPT1* for nicotinate phosphoribosyl transferase (Npt1) involved in the nicotinamide adenine dinucleotide phosphate (NAD) salvage pathway, *CYC7* for cytochrome *c* and *AAC* for ADP/ATP carrier in mitochondrial inner membrane were upregulated. 

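Sterols and unsaturated fatty acids are made by enzymes of which some use oxygen. Among the 24 tested genes for ergosterol biosynthesis, edgeR's quasi-likelihood test called 3 higher and 1 lower in 30DS than in 30D, and the same numbers when adjusted over the list alone. Calls for ergosterol biosynthesis numbered 4 higher and 0 lower on library totals. Ergosterol biosynthesis had a median log2 fold change of 0.75, or 0.62 relative to all genes tested. 23 of 25 genes for ergosterol biosynthesis had a higher mean ppm in 30DS and 2 a lower one, with all 3 libraries above those of 30D for 14 and below for 1, where chance separates 10% and 44.2% of all genes tested were separated. NCP1 (KLMA_20725, log2 fold change 5.34), ERG27 (KLMA_40163, log2 fold change 2.61) and ERG25 (KLMA_50284, log2 fold change 2.32) were higher. UPC2 (KLMA_50125, log2 fold change -2.97) was lower. NCP1, ERG27 and UPC2 have a neighbour on the same strand with a fold change of the other sign. NCP1 lost its call without 30D replicates 2 (0.1003) or 3 (0.131), 30DS replicates 1 (0.0839), 2 (0.0756) or 3 (0.0814), 45D replicates 2 (0.0569) or 3 (0.0585) or 30X replicates 1 (0.0708), 2 (0.0715) or 3 (0.0729), and ERG27 without 30D replicates 2 (0.0793) or 3 (0.0681) or 30DS replicate 3 (0.0545), with the adjusted p from the same test in parentheses. ERG25 lost its call without 30D replicates 2 (0.0560) or 3 (0.0506), and UPC2 without 30D replicates 1 (0.0651) or 2 (0.0514) or 30DS replicates 2 (0.0995) or 3 (0.0951), with the adjusted p from the same test in parentheses. NCP1 (adjusted p = 0.105) lost its call in the same test with the replicate number as a block. Ergosterol biosynthesis had 5 higher genes without 45D replicate 2. For fatty acid synthesis and desaturation, 1 of 10 genes was higher and 0 lower in 30DS by edgeR's quasi-likelihood test, and 2 and 0 when adjusted over the list alone. Calls for fatty acid synthesis and desaturation numbered 3 higher and 0 lower on library totals. 2 of the 10 had an unadjusted p under 0.05, and DESeq2 called 2 higher and 0 lower. Fatty acid synthesis and desaturation had a median log2 fold change of 0.96, or 0.83 relative to all genes tested. 10 of 10 genes for fatty acid synthesis and desaturation had a higher mean ppm in 30DS and 0 a lower one, with all 3 libraries above those of 30D for 8 and below for 0, where chance separates 10% and 44.2% of all genes tested were separated. OLE1 (KLMA_10244, log2 fold change 1.72) was higher. OLE1 (KLMA_10244) lost its call without 30D replicate 2 (0.0763) or 30DS replicates 2 (0.0756) or 3 (0.0871), with the adjusted p from the same test in parentheses. OLE1 (KLMA_10244, adjusted p = 0.0547) lost its call in the same test with the replicate number as a block. Fatty acid synthesis and desaturation had 0 higher genes with the replicate number as a block. Fatty acid synthesis and desaturation had 2 higher genes without 45D replicate 3 and 3 without 45D replicate 1.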

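Heme is made in steps shared between mitochondria and cytoplasm. MDL1 (KLMA_10089), annotated as an ATP-dependent permease, lies on chromosome 1 from 174452 to 176524 and had 0.703 ± 0.515 ppm (SD, n = 3) in 30DS and 2.61 ± 2.27 ppm (SD, n = 3) in 30D. MDL1 had a log2 fold change of -2.46 (standard error 1.77, adjusted p = 0.479 from edgeR's quasi-likelihood test). In 30DS, 0 of the 10 genes for heme biosynthesis were higher and 0 lower than in 30D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. 0 of the 10 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 0 lower. Heme biosynthesis had a median log2 fold change of -0.12, or -0.25 relative to all genes tested, but of 0.88 (-0.26 relative to all genes) scaled by library totals only, and a mean of the other sign (0.21). 9 of 10 genes for heme biosynthesis had a higher mean ppm in 30DS and 1 a lower one, with all 3 libraries above those of 30D for 2 and below for 0, where chance separates 10% and 44.2% of all genes tested were separated. COX15 (KLMA_20033, -0.14, adjusted p = 0.958) and HEM1 (KLMA_30530, -1.08, adjusted p = 0.277), the members with the highest mean ppm, did not pass in edgeR (log2 fold changes in parentheses).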

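Salvage of NAD, electron transfer by cytochrome c and exchange of ADP for ATP each rest on a gene measured here. NPT1 (KLMA_20811), for nicotinate phosphoribosyltransferase, lies on chromosome 2 from 1643243 to 1644526 and had 91.7 ± 4.48 ppm (SD, n = 3) in 30DS and 56.5 ± 44.8 ppm (SD, n = 3) in 30D. NPT1 had a log2 fold change of -0.14 (standard error 0.39, adjusted p = 0.903 from edgeR's quasi-likelihood test), but 0.71 on library totals. NAN1 (KLMA_20810), its neighbour on the same strand, had a log2 fold change of the other sign (2.15). NPT1 changed sign without 30D replicate 1 (log2 fold change 0.23). NPT1 also had the other sign in limma on log2 ppm (0.82 to 0.98) and in the June libraries (0.14). CYCK (KLMA_30284), annotated as cytochrome c and assumed here to be the CYC7 of the paper, lies on chromosome 3 from 608725 to 609057 and had 179.6 ± 25.2 ppm (SD, n = 3) in 30DS and 435 ± 251 ppm (SD, n = 3) in 30D. CYCK had a log2 fold change of -2.17 (standard error 0.30, adjusted p = 0.00191 from edgeR's quasi-likelihood test). AAC (KLMA_70354), for the ADP,ATP carrier, lies on chromosome 7 from 727462 to 728379 and had 0 tags in the 3 libraries of 30D and 218 ± 189 ppm (SD, n = 3) in 30DS. AAC was at least 1961-fold higher than in 30D (adjusted p = 0.173 from edgeR's quasi-likelihood test). Its tags came from 2 of the 3 libraries of 30DS. KLMA_70355, its neighbour on the same strand, had a log2 fold change of the other sign (-6.50). Between 30D and 45D the pair exchanged tags, with AAC at 0 and 260 ppm and KLMA_70355 at 401 and 0 ppm. AAC (adjusted p = 0.0259) gained a call in the same test with the replicate number as a block. DESeq2 gave it an adjusted p of 0.0108, the exact test in edgeR 0.00986, and the June libraries alone 0.000966 in the quasi-likelihood test.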

The ADP/ATP carrier functions to exchange cytoplasmic adenosine diphosphate (ADP) for mitochondrial adenosine triphosphate (ATP) under aerobic conditions and vice versa under anaerobic conditions [33]. 

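Pyrimidines and deoxyribonucleotides are the precursors of DNA and RNA. Of 10 genes for pyrimidine synthesis tested, 1 was higher and 0 lower in 30DS than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 2 and 1 when adjusted over the list alone. Calls for pyrimidine synthesis numbered 2 higher and 0 lower on library totals, 1 and 2 in the June libraries, and 0 by edgeR's exact test. 4 of the 10 had an unadjusted p under 0.05, and DESeq2 called 2 higher and 2 lower. Pyrimidine synthesis had a median log2 fold change of -0.09, or -0.22 relative to all genes tested, but of 0.96 (-0.18 relative to all genes) scaled by library totals only, and a mean of the other sign (0.27). 8 of 10 genes for pyrimidine synthesis had a higher mean ppm in 30DS and 2 a lower one, with all 3 libraries above those of 30D for 5 and below for 0, where chance separates 10% and 44.2% of all genes tested were separated. URK1 (KLMA_60464, log2 fold change 2.90) was higher. Pyrimidine synthesis had 1 lower gene without 30D replicate 1 or 45D replicate 1. Among the 8 tested genes for ribonucleotide reductase and dNTP synthesis, edgeR's quasi-likelihood test called 4 higher and 0 lower in 30DS than in 30D, and 6 and 0 when adjusted over the list alone. 6 of the 8 had an unadjusted p under 0.05, and DESeq2 called 6 higher and 0 lower. Ribonucleotide reductase and dNTP synthesis had a median log2 fold change of 2.81, or 2.68 relative to all genes tested. Camera ranked ribonucleotide reductase and dNTP synthesis higher than the other genes (adjusted p = 0.00392, and adjusted p = 0.0734 with an estimated correlation). 8 of 8 genes for ribonucleotide reductase and dNTP synthesis had a higher mean ppm in 30DS and 0 a lower one, with all 3 libraries above those of 30D for 5 and below for 0, where chance separates 10% and 44.2% of all genes tested were separated. RNR1 (KLMA_70170, log2 fold change 4.79), CDC21 (KLMA_10414, log2 fold change 3.54), DCD1 (KLMA_20752, log2 fold change 3.43) and RNR2 (KLMA_30199, log2 fold change 1.59) were higher. RNR1 (KLMA_70170) has a neighbour on the same strand with a fold change of the other sign. DCD1 lost its call without 30D replicate 3 (0.0852) or 30DS replicates 2 (0.0523) or 3 (0.0566), and RNR2 without 30D replicates 1 (0.106), 2 (0.131) or 3 (0.0951), 30DS replicates 1 (0.0864), 2 (0.0666) or 3 (0.122), 45D replicate 3 (0.0671) or 30X replicates 1 (0.0693), 2 (0.0717) or 3 (0.0704), with the adjusted p from the same test in parentheses. RNR2 (adjusted p = 0.0670) lost its call in the same test with the replicate number as a block.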

Taken together, these results suggest that the enhanced expression of most genes for several oxygen-dependent biosynthetic pathways or some genes related to the production and management of energy is crucial for the cellular metabolism of *K. marxianus* under the static condition. Notably, almost all genes described above were upregulated not only under the 30DS condition but also under the 45D condition, suggesting that cells suffer from oxygen deficiency under the two conditions.

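Many genes changed in both 30DS and 45D. 240 genes were called in the same direction in both comparisons by edgeR's quasi-likelihood test, 117 higher and 123 lower, and 19 in opposite directions. The overlap was 116 without 30D replicate 2, 136 without 30D replicate 3, 158 without 30DS replicate 2 and 146 without 30DS replicate 3. Independent lists of these sizes would share 18.6 higher and 29.4 lower genes. Both comparisons use the same 30D libraries. Unchanged groups simulated against these libraries had 0 calls in all 20 draws, so no overlap of calls was possible there and the simulation does not show what shared controls add to it. The 3 libraries of 30D are too few to split, so part of the excess may come from the shared controls. Across genes, which are not independent replicates, the fold changes had the same sign for 62.0% (66.5% in the simulation) and an r of 0.365 (0.501 in the simulation), both below the simulated value. Their covariance was 1.96 against 1.31 in the simulation, a difference of 0.650. For ergosterol biosynthesis, 1 of 24 genes was higher and 3 lower in 45D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for ergosterol biosynthesis numbered 3 higher and 0 lower on library totals, and 0 in a fit of the 6 libraries alone. Ergosterol biosynthesis had a median log2 fold change of -1.05, or -0.80 relative to all genes tested, but of 0.51 (-0.88 relative to all genes) scaled by library totals only. 16 of 25 genes for ergosterol biosynthesis had a higher mean ppm in 45D and 9 a lower one, with all 3 libraries above those of 30D for 4 and below for 1, where chance separates 10% and 39.8% of all genes tested were separated. ERG25 (KLMA_50284, log2 fold change 1.69) was higher. IDI1 (KLMA_50036, log2 fold change -5.37), ERG3 (KLMA_20308, log2 fold change -1.88) and ERG12 (KLMA_40418, log2 fold change -1.72) were lower. ERG25 lost its call without 30D replicates 2 (0.119) or 3 (0.115), 30DS replicate 3 (0.0530), 45D replicates 2 (0.0511) or 3 (0.0762) or 30X replicates 1 (0.0504), 2 (0.0591) or 3 (0.0549), and IDI1 without 30D replicates 2 (0.0911) or 3 (0.0977), 30DS replicates 1 (0.0528), 2 (0.0637) or 3 (0.0659), 45D replicates 2 (0.0815) or 3 (0.116) or 30X replicates 1 (0.0695), 2 (0.0687) or 3 (0.0692), with the adjusted p from the same test in parentheses. ERG3 lost its call without 30D replicates 1 (0.0636) or 2 (0.0934), 30DS replicate 3 (0.0505), 45D replicates 2 (0.0798) or 3 (0.0889) or 30X replicates 1 (0.0520) or 2 (0.0529), with the adjusted p from the same test in parentheses. Ergosterol biosynthesis had 2 higher genes without 30D replicate 1. Ergosterol biosynthesis had 7 lower genes without 45D replicate 1. In 45D, 0 of the 10 genes for fatty acid synthesis and desaturation were higher and 2 lower than in 30D by edgeR's quasi-likelihood test, and 0 and 4 when adjusted over the list alone. Calls for fatty acid synthesis and desaturation numbered 0 on library totals. 4 of the 10 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 4 lower. Fatty acid synthesis and desaturation had a median log2 fold change of -1.56, or -1.30 relative to all genes tested, but of 0.30 (-1.09 relative to all genes) scaled by library totals only. 5 of 10 genes for fatty acid synthesis and desaturation had a higher mean ppm in 45D and 5 a lower one, with all 3 libraries above those of 30D for 1 and below for 0, where chance separates 10% and 39.8% of all genes tested were separated. SCS7 (KLMA_10577, log2 fold change -2.13) and OLE1 (KLMA_10244, log2 fold change -1.83) were lower. OLE1 (KLMA_10244) lost its call without 30D replicates 2 (0.0562) or 3 (0.0595) or 45D replicate 3 (0.0590), with the adjusted p from the same test in parentheses. Fatty acid synthesis and desaturation had 4 lower genes without 30DS replicate 1 or 45D replicate 1. Of 10 genes for pyrimidine synthesis tested, 2 were higher and 2 lower in 45D than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for pyrimidine synthesis numbered 5 higher and 2 lower on library totals. Pyrimidine synthesis had a median log2 fold change of 0.59, or 0.85 relative to all genes tested, and a mean of the other sign (-0.64). 8 of 10 genes for pyrimidine synthesis had a higher mean ppm in 45D and 2 a lower one, with all 3 libraries above those of 30D for 6 and below for 2, where chance separates 10% and 39.8% of all genes tested were separated. CDD1 (KLMA_50565, log2 fold change 2.90) and URK1 (KLMA_60464, log2 fold change 1.48) were higher. URA1 (KLMA_10832, log2 fold change -7.36) and FUR1 (KLMA_10735, at least 483-fold lower) were lower. URA1 and FUR1 were chosen after their values were seen. CDD1 and URA1 have a neighbour on the same strand with a fold change of the other sign. CDD1 lost its call without 30D replicate 2 (0.123), 30DS replicates 1 (0.0503), 2 (0.0565) or 3 (0.0572), 45D replicates 1 (0.0588), 2 (0.0523) or 3 (0.0716) or 30X replicates 1 (0.0579) or 2 (0.0594), and URK1 without 30D replicate 3 (0.0519) or 45D replicate 3 (0.0541), with the adjusted p from the same test in parentheses. URA1 lost its call without 30D replicates 2 (0.0640) or 3 (0.0570), and FUR1 without 30D replicate 2 (0.0572) or 45D replicate 3 (0.0611), with the adjusted p from the same test in parentheses. Among the 8 tested genes for ribonucleotide reductase and dNTP synthesis, edgeR's quasi-likelihood test called 3 higher and 0 lower in 45D than in 30D, and 4 and 0 when adjusted over the list alone. Calls for ribonucleotide reductase and dNTP synthesis numbered 6 higher and 0 lower on library totals. 4 of the 8 had an unadjusted p under 0.05, and DESeq2 called 4 higher and 0 lower. Ribonucleotide reductase and dNTP synthesis had a median log2 fold change of 1.30, or 1.55 relative to all genes tested. Camera ranked ribonucleotide reductase and dNTP synthesis higher than the other genes (adjusted p = 0.00440, and adjusted p = 0.0734 with an estimated correlation). 7 of 8 genes for ribonucleotide reductase and dNTP synthesis had a higher mean ppm in 45D and 1 a lower one, with all 3 libraries above those of 30D for 6 and below for 0, where chance separates 10% and 39.8% of all genes tested were separated. DCD1 (KLMA_20752), DFR1 (KLMA_20779, log2 fold change 3.34) and CDC21 (KLMA_10414, log2 fold change 3.28) were higher. DFR1 has a neighbour on the same strand with a fold change of the other sign. From the genes raised in both conditions, the paper proposes that cells lack oxygen in static culture and at 45°C.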

Metabolic changes were further analyzed by KEGG assignment. 

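Central carbon metabolism in static culture was followed through glycolysis and the TCA cycle. For glycolysis, 1 of 14 genes was higher and 4 lower in 30DS by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for glycolysis numbered 2 higher and 2 lower on library totals. Glycolysis had a median log2 fold change of -1.01, or -1.14 relative to all genes tested, but of 0.03 (-1.10 relative to all genes) scaled by library totals only. Camera ranked glycolysis lower than the other genes (adjusted p = 0.0297, and adjusted p = 0.107 with an estimated correlation). 7 of 15 genes for glycolysis had a higher mean ppm in 30DS and 7 a lower one, with all 3 libraries above those of 30D for 3 and below for 3, where chance separates 10% and 44.2% of all genes tested were separated. PYK2 (KLMA_60219, log2 fold change 1.57) was higher. RAG5 (KLMA_60412), GAP1 (KLMA_40218), GPD2 (KLMA_20296, log2 fold change -2.40) and GPM3 (KLMA_10182, log2 fold change -1.65) were lower. PYK2 was chosen after its values were seen. PYK2 lost its call without 30D replicate 2 (0.0563) or 30DS replicates 2 (0.0651) or 3 (0.0610), and GPM3 without 30D replicates 1 (0.0836), 2 (0.0840) or 3 (0.101), 30DS replicates 1 (0.0672), 2 (0.0587) or 3 (0.103) or 30X replicates 1 (0.0650), 2 (0.0631) or 3 (0.0519), with the adjusted p from the same test in parentheses. GPM3 (adjusted p = 0.0807) lost its call in the same test with the replicate number as a block. In 30DS, 1 of the 17 genes for the TCA cycle was higher and 4 lower than in 30D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for the TCA cycle numbered 2 higher and 3 lower on library totals. The TCA cycle had a median log2 fold change of -0.84, or -0.97 relative to all genes tested, but of 0.14 (-1.00 relative to all genes) scaled by library totals only. 11 of 17 genes for the TCA cycle had a higher mean ppm in 30DS and 6 a lower one, with all 3 libraries above those of 30D for 6 and below for 3, where chance separates 10% and 44.2% of all genes tested were separated. CIT3 (KLMA_70444, at least 23.4-fold lower), MDH1 (KLMA_60167, log2 fold change -2.56) and SDH4 (KLMA_50550, log2 fold change -2.49) were among those lower. CIT3 was chosen after its values were seen.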

A number of genes for glycolysis after 1,3-bisphosphoglycerate, PPP, and tricarboxylic acid (TCA) cycle were relatively upregulated (Figure 2A,B). Enhanced PPP may provide nicotinamide adenine dinucleotide phosphate (NADPH) to cope with reactive oxygen species (ROS) generated under the condition, consistent with upregulation of ROS-scavenging genes (see Figure 3). 

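The oxidative steps of the PPP make NADPH. Of 7 genes for the PPP tested, 0 were higher and 2 lower in 30DS than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for the PPP numbered 2 higher and 1 lower on library totals, and 0 by edgeR's exact test. 3 of the 7 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 2 lower. The PPP had a median log2 fold change of -0.65, or -0.78 relative to all genes tested, but of 0.37 (-0.77 relative to all genes) scaled by library totals only. 5 of 8 genes for the PPP had a higher mean ppm in 30DS and 2 a lower one, with all 3 libraries above those of 30D for 2 and below for 1, where chance separates 10% and 44.2% of all genes tested were separated. RKI1 (KLMA_80221, log2 fold change -2.55) and RPE1 (KLMA_60024, log2 fold change -1.32) were lower. RPE1 lost its call without 30D replicates 2 (0.0793) or 3 (0.0507) or 30DS replicates 2 (0.0618) or 3 (0.0782), with the adjusted p from the same test in parentheses.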

Enhancement of expression of genes related to the pathway from 2-phosphoglycerate to acetyl-CoA via acetaldehyde may indicate the possibility that cells under a static condition tend to increase in acetyl-CoA and NADPH production in the process of oxidation of acetaldehyde. 

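Pyruvate reaches acetyl-CoA through acetaldehyde and acetate or through pyruvate dehydrogenase. Among the 16 tested genes for the steps from pyruvate to acetyl-CoA and ethanol, edgeR's quasi-likelihood test called 0 higher and 0 lower in 30DS than in 30D, and the same numbers when adjusted over the list alone. 3 of the 16 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 2 lower. The steps from pyruvate to acetyl-CoA and ethanol had a median log2 fold change of 0.03, or -0.10 relative to all genes tested, and a mean of the other sign (-0.36). 12 of 16 genes for the steps from pyruvate to acetyl-CoA and ethanol had a higher mean ppm in 30DS and 4 a lower one, with all 3 libraries above those of 30D for 3 and below for 1, where chance separates 10% and 44.2% of all genes tested were separated. ADH2 (KLMA_40220, -0.60, adjusted p = 0.902) and LAT1 (KLMA_60529, -1.12, adjusted p = 0.373), the members with the highest mean ppm, did not pass in edgeR (log2 fold changes in parentheses). ADH2 and LAT1 have a neighbour on the same strand with a fold change of the other sign. LAT1 gained a call without 30DS replicate 1 (0.0281), with the adjusted p from the same test in parentheses. ADH2 changed sign without 30D replicate 3 (log2 fold change 0.18). The steps from pyruvate to acetyl-CoA and ethanol had 1 higher gene without 45D replicate 1. The steps from pyruvate to acetyl-CoA and ethanol had 1 lower gene without 30DS replicate 1 or 45D replicate 1.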

The oxaloacetate-malate shuttle may contribute to the oxidation of NADH in cytoplasm. Many genes for the respiratory chain were downregulated, though compensatorily most of the chaperone-coding genes for cytochrome *c* oxidase were upregulated (Additional file 1: Figure S8).

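Electrons enter the respiratory chain through dehydrogenases and leave it at cytochrome c oxidase, whose assembly needs chaperones. For NADH dehydrogenases, 0 of 2 genes were higher and 1 lower in 30DS by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for NADH dehydrogenases numbered 0 on library totals, by edgeR's exact test and in a fit of the 6 libraries alone. 1 of the 2 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 1 lower. NADH dehydrogenases had a median log2 fold change of -2.20, or -2.33 relative to all genes tested. 0 of 2 genes for NADH dehydrogenases had a higher mean ppm in 30DS and 2 a lower one, with all 3 libraries above those of 30D for 0 and below for 1, where chance separates 10% and 44.2% of all genes tested were separated. NDI1 (KLMA_10279, log2 fold change -2.11) was lower. NDI1 lost its call without 30D replicates 2 (0.0827) or 3 (0.137), 30DS replicates 1 (0.0864), 2 (0.0778) or 3 (0.136) or 30X replicates 1 (0.0619), 2 (0.0531) or 3 (0.0625), with the adjusted p from the same test in parentheses. In 30DS, 0 of the 5 genes for succinate dehydrogenase were higher and 1 lower than in 30D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for succinate dehydrogenase numbered 0 by edgeR's exact test. 2 of the 5 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 2 lower. Succinate dehydrogenase had a median log2 fold change of -0.84, or -0.97 relative to all genes tested, but of 0.14 (-1.00 relative to all genes) scaled by library totals only. 4 of 6 genes for succinate dehydrogenase had a higher mean ppm in 30DS and 2 a lower one, with all 3 libraries above those of 30D for 0 and below for 1, where chance separates 10% and 44.2% of all genes tested were separated. SDH4 (KLMA_50550) was lower. Of 11 genes for subunits of cytochrome c oxidase tested, 0 were higher and 6 lower in 30DS than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for subunits of cytochrome c oxidase numbered 0 higher and 1 lower on library totals. 6 of the 11 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 6 lower. Subunits of cytochrome c oxidase had a median log2 fold change of -1.61, or -1.74 relative to all genes tested. Camera ranked subunits of cytochrome c oxidase lower than the other genes (adjusted p = 0.00760, and adjusted p = 0.0790 with an estimated correlation). 2 of 11 genes for subunits of cytochrome c oxidase had a higher mean ppm in 30DS and 9 a lower one, with all 3 libraries above those of 30D for 0 and below for 2, where chance separates 10% and 44.2% of all genes tested were separated. COX7 (KLMA_80322, -3.99) and COX5A (KLMA_80159, -2.51) had the largest log2 fold changes among those that passed and had tags in 2 or more libraries of each group. COX7 lost its call without 30DS replicates 2 (0.0564) or 3 (0.0605), and COX5A without 30D replicate 2 (0.0554) or 30DS replicates 2 (0.0715) or 3 (0.0712), with the adjusted p from the same test in parentheses. Subunits of cytochrome c oxidase had 1 lower gene without 30DS replicate 3, 2 without 30DS replicate 2 and 3 without 30D replicate 2. Among the 23 tested genes for chaperones of cytochrome c oxidase, edgeR's quasi-likelihood test called 0 higher and 0 lower in 30DS than in 30D, and the same numbers when adjusted over the list alone. Calls for chaperones of cytochrome c oxidase numbered 3 higher and 0 lower on library totals. 5 of the 23 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 3 lower. Chaperones of cytochrome c oxidase had a median log2 fold change of 0.44, or 0.31 relative to all genes tested. 19 of 23 genes for chaperones of cytochrome c oxidase had a higher mean ppm in 30DS and 4 a lower one, with all 3 libraries above those of 30D for 10 and below for 1, where chance separates 10% and 44.2% of all genes tested were separated. SUE1 (KLMA_20537, -3.53, adjusted p = 0.221) and COX17 (KLMA_30226, -1.57, adjusted p = 0.0696), the members with the highest mean ppm, did not pass in edgeR (log2 fold changes in parentheses). SUE1 gained a call without 45D replicate 2 (0.00171), and COX17 without 30DS replicate 1 (0.00419), with the adjusted p from the same test in parentheses. Chaperones of cytochrome c oxidase had 1 lower gene with the replicate number as a block. Chaperones of cytochrome c oxidase had 1 higher gene without 45D replicate 1. Chaperones of cytochrome c oxidase had 1 lower gene without 45D replicates 1 or 2 and 2 without 30DS replicate 1.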

**Figure 2:**
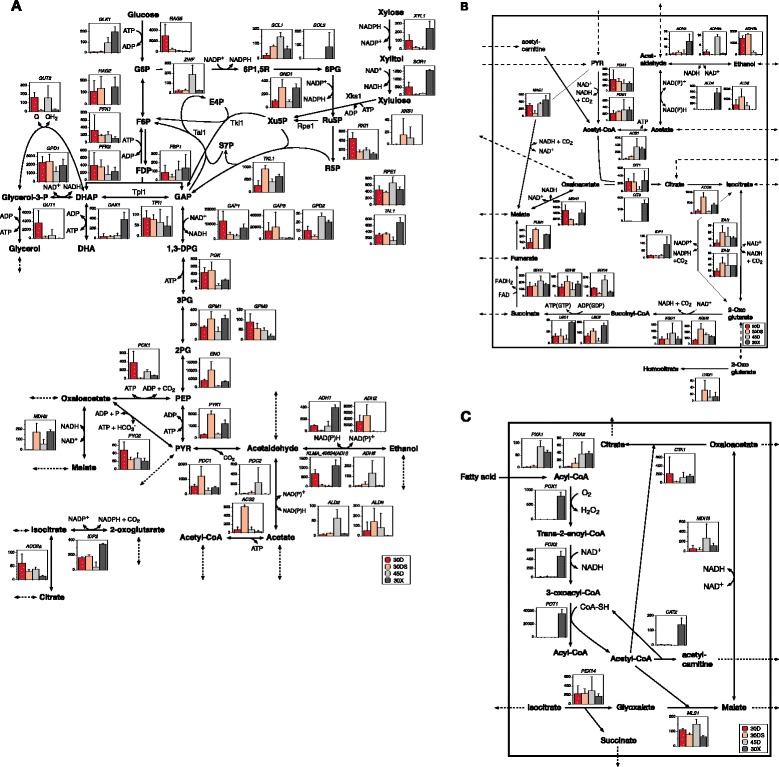
**Transcript abundance of genes related to central metabolic pathways under different conditions in** ***K. marxianus.*** The transcript abundance was determined by TSS analysis. The Y axis of each column graph shows the transcript abundance of each gene as TSS-tag ppm. Columns from left to right in each graph represent 30D (strong red), 30DS (soft orange), 45D (gray), and 30X (dark gray). Empty columns mean gene expression below the detectable level. **(A)** Central metabolic pathway. **(B)** Mitochondrial metabolic pathway. **(C)** Peroxisomal metabolic pathway. Abbreviations are as follows: G6P, glucose-6-phosphate; F6P, fructose-6-phosphate; FDP, fructose 1,6 bisphosphate; DHAP, dihydroxyacetone phosphate; DHA, dihydroxyacetone; GAP, glyceraldehyde-3-phosphate; 1,3-DPG, 1,3-bisphosphoglycerate; 3PG, 3-phosphoglycerate; 2PG, 2-phosphoglycerate; PEP, phosphoenolpyruvate; PYR, pyruvate; 6P1,5R, 6-phospho-D-glucono-1,5-lactone; 6PG, 6-phosphogluconate; Ru5P, ribulose-5-phosphate; R5P, ribose-5-phosphate; Xul5P, xylulose-5-phosphate; E4P, erythrose-4-phosphate; S7P, sedoheptulose-7-phosphate; NAD, nicotinamide adenine dinucleotide; NADP, nicotinamide adenine dinucleotide phosphate; Q, quinone; ATP, adenosine triphosphate; ADP, adenosine diphosphate.

**Figure 3:**
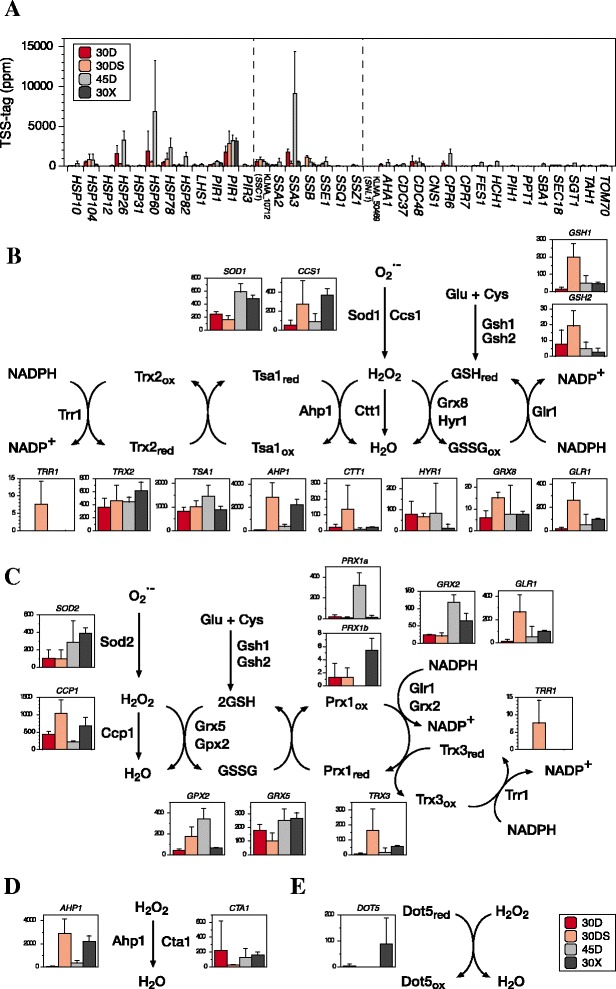
**Transcript abundance of genes related to oxidative stress response in** ***K. marxianus*** **. (A)** Transcript abundance of heat shock genes and related genes listed in Additional file 1: Table S18 is represented as TSS-tag ppm. Enzyme reactions to scavenge ROS in **(B)** cytoplasm, **(C)** mitochondria, **(D)** peroxisome, and **(E)** nucleus are shown. Each column in the graph shows the transcript abundance of each gene as described in Figure 2.

### Genes regulated under a high-temperature condition

To clarify the thermotolerant mechanism of *K. marxianus*, it is necessary to consider the expressional alteration of whole genomic genes at high temperature. Under the 45D condition, 508 genes were significantly downregulated (Additional file 1: Table S8) and the top-five significant GO terms were carbohydrate metabolic process, isoleucine biosynthetic process, small molecule metabolic process, monosaccharide metabolic process, and branched chain family amino acid biosynthetic process (Additional file 1: Tables S13, S14). Conversely, in 199 upregulated genes (Additional file 1: Table S8), the most significant GO terms were noncoding RNA processing, ribosome biogenesis, rRNA processing, ribonucleoprotein complex biogenesis, and rRNA metabolic process (Additional file 1: Tables S15, S16), and 45 genes were related to translation, transcription, DNA replication and repair, and protein and RNA degradations. 

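At 45°C the balance of lower and higher genes depended on the scaling. 463 of the genes tested were lower in 45D than in 30D by edgeR's quasi-likelihood test, and 150 of these had 0 tags in all 3 libraries of 45D. The count was 254 without 30D replicate 2 and 304 without 30D replicate 3. Scaled by library totals only, 221 were lower and 1084 higher, and with upper-quartile scaling 379 and 409. The libraries of 45D had the lowest share of mapped tags on the genes, 80.9 to 89.2% against 93.7 to 97.8% in 30D. For branched-chain amino acid biosynthesis, 0 of 11 genes were higher and 5 lower in 45D by edgeR's quasi-likelihood test, and 0 and 6 when adjusted over the list alone. Calls for branched-chain amino acid biosynthesis numbered 1 higher and 4 lower on library totals. 7 of the 11 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 6 lower. Branched-chain amino acid biosynthesis had a median log2 fold change of -2.88, or -2.62 relative to all genes tested. Camera ranked branched-chain amino acid biosynthesis lower than the other genes (adjusted p = 0.000457, and adjusted p = 0.0651 with an estimated correlation). LEU4 (KLMA_50402, at least 27043-fold lower), ILV6 (KLMA_30148, at least 6289.8-fold lower), ILV2 (KLMA_30105, log2 fold change -4.39), BAT1 (KLMA_10514, log2 fold change -3.81) and ILV1 (KLMA_50297, log2 fold change -2.88) were lower. LEU4 and ILV6 were chosen after their values were seen. LEU4 (KLMA_50402), BAT1 and ILV1 have a neighbour on the same strand with a fold change of the other sign. LEU4 had 751 ppm in 30D and 0 tags in 45D, and its neighbour KLMA_R519 had 0 tags in 30D and 1088 ppm in 45D. Tags counted for either gene are not told apart from a change of LEU4 there. By the rule used for 30DS, the 5 largest falls (log2 fold change) were those of SLG1 (KLMA_50408, -8.68), BUD17 (KLMA_30504, -8.54), SEN34 (KLMA_10456, -7.51), NUP49 (KLMA_40273, -6.76) and YML6 (KLMA_40578, -6.65). BUD17 and NUP49 have a neighbour on the same strand with a fold change of the other sign.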

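Genes for making ribosomes were followed at 45°C as well. 318 genes were higher in 45D than in 30D by edgeR's quasi-likelihood test. The count was 148 without 30D replicate 2 and 178 without 30D replicate 3. In 45D, 34 of the 135 genes for ribosome biogenesis were higher and 3 lower than in 30D by edgeR's quasi-likelihood test, and 42 and 3 when adjusted over the list alone. Calls for ribosome biogenesis numbered 63 higher and 3 lower on library totals. Ribosome biogenesis had a median log2 fold change of 1.36, or 1.61 relative to all genes tested. Camera ranked ribosome biogenesis higher than the other genes (adjusted p = 1.25e-07, and adjusted p = 0.0716 with an estimated correlation). UTP23 (KLMA_80030, at least 739.5-fold lower), CBF5 (KLMA_20478, at least 363-fold lower) and PNO1 (KLMA_10282, at least 48.7-fold lower) were lower. CGR1 (KLMA_20051), IMP4 (KLMA_40375, 5.42), UTP6 (KLMA_40579, 4.69) and DHR2 (KLMA_60179, 4.31) had the largest log2 fold changes among the others. UTP23, CBF5 and PNO1 were chosen after their values were seen. CBF5 and DHR2 have a neighbour on the same strand with a fold change of the other sign. UTP23 lost its call without 30D replicates 1 (0.0758), 2 (0.0974) or 3 (0.0982), 30DS replicates 2 (0.0781) or 3 (0.0757), 45D replicates 1 (0.0775), 2 (0.0858) or 3 (0.102) or 30X replicates 1 (0.0792) or 2 (0.0796), and IMP4 without 30D replicate 2 (0.0950), with the adjusted p from the same test in parentheses. DHR2 lost its call without 30D replicates 2 (0.117) or 3 (0.0969), 30DS replicates 2 (0.0530) or 3 (0.0538), 45D replicate 1 (0.0682) or 30X replicates 1 (0.0562), 2 (0.0558) or 3 (0.0557), with the adjusted p from the same test in parentheses. Ribosome biogenesis had 18 higher genes without 30D replicate 2 and 22 without 30D replicate 3. The 5 largest rises by the rule above were those of CNM67 (KLMA_50617, 7.15), DCD1 (KLMA_20752, 6.75), CGR1 (KLMA_20051, 6.16), ATP25 (KLMA_30567, 5.91) and DPC25 (KLMA_10814, 5.68) on the log2 scale. CNM67, CGR1 and DPC25 have a neighbour on the same strand with a fold change of the other sign. DPC25 lost its call without 30D replicates 1 (0.0529), 2 (0.0982) or 3 (0.0968) or 45D replicate 3 (0.0515), with the adjusted p from edgeR's quasi-likelihood test in parentheses.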

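LYS21 (KLMA_60493), for homocitrate synthase of lysine biosynthesis, lies on chromosome 6 from 1047088 to 1048416 and had 0 tags in the 3 libraries of 30D and 11.4 ± 19.7 ppm (SD, n = 3) in 45D. LYS21 (KLMA_60493) was at least 70.9-fold higher than in 30D (adjusted p = 0.238 from edgeR's quasi-likelihood test). Its tags came from 1 of the 3 libraries of 45D. KLMA_60492, its neighbour on the same strand, was at least 28077-fold lower. DESeq2 gave an adjusted p of 6.50e-06, the exact test in edgeR 0.102.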

Interestingly, *LYS21* for homocitrate synthase, which is linked to the key process of DNA damage repair in a nucleus [35] in addition to its involvement in lysine biosynthesis in the cytoplasm, was upregulated. Several genes for homologous recombination and nonhomologous end joining, which function in the repair of DNA double-stranded breaks, were also upregulated (Additional file 1: Figure S9). Therefore, it is assumed that *K. marxianus* copes with high temperatures by reducing central metabolic activities and reinforcing the synthesis and degradation of proteins and DNA repair.

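Breaks of both DNA strands are joined by homologous recombination or by joining of ends. Of 26 genes for homologous recombination tested, 2 were higher and 2 lower in 45D than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for homologous recombination numbered 8 higher and 2 lower on library totals. Homologous recombination had a median log2 fold change of 0.46, or 0.71 relative to all genes tested, and a mean of the other sign (-0.41). 20 of 28 genes for homologous recombination had a higher mean ppm in 45D and 8 a lower one, with all 3 libraries above those of 30D for 9 and below for 3, where chance separates 10% and 39.8% of all genes tested were separated. DNA2 (KLMA_10328, log2 fold change 3.11) and RAD50 (KLMA_10132, log2 fold change 1.83) were higher. EXO1 (KLMA_60096, at least 148-fold lower) and RMI1 (KLMA_60379, log2 fold change -2.95) were lower. EXO1 was chosen after its values were seen. DNA2 has a neighbour on the same strand with a fold change of the other sign. DNA2 lost its call without 30D replicates 2 (0.0553) or 3 (0.0604), and RAD50 without 30D replicate 2 (0.0746), with the adjusted p from the same test in parentheses. Among the 8 tested genes for nonhomologous end joining, edgeR's quasi-likelihood test called 3 higher and 0 lower in 45D than in 30D, and the same numbers when adjusted over the list alone. Calls for nonhomologous end joining numbered 0 in a fit of the 6 libraries alone. 3 of the 8 had an unadjusted p under 0.05, and DESeq2 called 3 higher and 0 lower. Nonhomologous end joining had a median log2 fold change of 0.23, or 0.49 relative to all genes tested. 7 of 8 genes for nonhomologous end joining had a higher mean ppm in 45D and 1 a lower one, with all 3 libraries above those of 30D for 3 and below for 0, where chance separates 10% and 39.8% of all genes tested were separated. POL4 (KLMA_10541, log2 fold change 2.86), FEN1 (KLMA_30565, log2 fold change 2.09) and RAD50 (KLMA_10132) were higher. POL4 lost its call without 30D replicates 2 (0.0592) or 3 (0.0509), and FEN1 (KLMA_30565) without 30D replicate 2 (0.0501), with the adjusted p from the same test in parentheses. Nonhomologous end joining had 0 higher genes without 30D replicate 2. Nonhomologous end joining had 1 lower gene without 45D replicates 2 or 3.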

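Protein synthesis and degradation were followed through translation factors, cytosolic ribosomal proteins and the proteasome. For translation initiation and elongation, 1 of 29 genes was higher and 8 lower in 45D by edgeR's quasi-likelihood test, and 2 and 9 when adjusted over the list alone. Calls for translation initiation and elongation numbered 5 higher and 3 lower on library totals. Translation initiation and elongation had a median log2 fold change of -1.29, or -1.04 relative to all genes tested, but of 0.39 (-1.00 relative to all genes) scaled by library totals only. CAM1 (KLMA_60403, log2 fold change 8.52) was higher. EFT1 (KLMA_20582, -2.84) and TEF3 (KLMA_30153, -2.07) had the largest log2 fold changes among the others. CAM1 was chosen after its values were seen. CAM1 has a neighbour on the same strand with a fold change of the other sign. CAM1 lost its call without 30D replicates 1 (0.0600), 2 (0.0949) or 3 (0.0919), and TEF3 without 30D replicate 1 (0.123), 30DS replicates 2 (0.0548) or 3 (0.0645), 45D replicates 2 (0.0954) or 3 (0.117) or 30X replicates 1 (0.0677), 2 (0.0667) or 3 (0.0675), with the adjusted p from the same test in parentheses. Translation initiation and elongation had 2 higher genes without 45D replicate 1. Translation initiation and elongation had 4 lower genes without 45D replicate 3 and 5 without 30D replicates 1 or 2 or 30X replicates 1, 2 or 3. In 45D, 4 of the 66 genes for cytosolic ribosomal proteins were higher and 8 lower than in 30D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for cytosolic ribosomal proteins numbered 21 higher and 1 lower on library totals and 2 and 1 by edgeR's exact test. Cytosolic ribosomal proteins had a median log2 fold change of -0.36, or -0.10 relative to all genes tested, but of 1.31 (-0.08 relative to all genes) scaled by library totals only. RPL8B (KLMA_80413, at least 9098-fold higher), RPS26A (KLMA_20492, at least 3050.0-fold higher), RPL22A (KLMA_20495, log2 fold change 2.37) and RpL37a (KLMA_10083, log2 fold change 1.07) were higher. RPS2 (KLMA_20268, -2.51) had the largest log2 fold change among the others. RPS26A and RpL37a were chosen after their values were seen. RPL8B, RPS26A and RPL22A have a neighbour on the same strand with a fold change of the other sign. RPS26A had 0 tags in 30D and 472 ppm in 45D, and its neighbour COX4 had 114 ppm in 30D and 0 tags in 45D. Tags counted for either gene are not told apart from a change of RPS26A there. RPL8B lost its call without 30D replicates 1 (0.0540), 2 (0.0626) or 3 (0.0610), and RpL37a without 30D replicates 2 (0.0778) or 3 (0.0566) or 45D replicates 2 (0.0584) or 3 (0.0537), with the adjusted p from the same test in parentheses. Of 39 genes for the proteasome tested, 3 were higher and 0 lower in 45D than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 1 and 0 when adjusted over the list alone. Calls for the proteasome numbered 14 higher and 0 lower on library totals, 0 and 2 by edgeR's exact test and 0 and 1 in a fit of the 6 libraries alone. 8 of the 39 had an unadjusted p under 0.05, and DESeq2 called 6 higher and 2 lower. The proteasome had a median log2 fold change of 0.23, or 0.48 relative to all genes tested, and a mean of the other sign (-0.38). RPN13 (KLMA_10631, log2 fold change 1.76), PUP3 (KLMA_80354, log2 fold change 1.32) and SCL1 (KLMA_50157, log2 fold change 1.28) were higher. PUP3 lost its call without 30D replicates 1 (0.0540), 2 (0.0778) or 3 (0.0756) or 45D replicates 2 (0.0567) or 3 (0.0710), and SCL1 without 30D replicates 1 (0.0611), 2 (0.0886) or 3 (0.143), 30DS replicates 1 (0.0572), 2 (0.0666) or 3 (0.0718), 45D replicates 1 (0.0602), 2 (0.0502) or 3 (0.134) or 30X replicates 1 (0.0681), 2 (0.0687) or 3 (0.0814), with the adjusted p from the same test in parentheses. The proteasome had 1 lower gene without 30DS replicate 3 or 45D replicate 2 and 3 without 45D replicate 1. From the classes of genes that rose and fell at 45°C, the paper proposes that the cells lower central metabolism and strengthen protein synthesis, protein degradation and DNA repair.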

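Maturation of the 60S subunit and transcription of rRNA take place in the nucleolus. Among the 57 tested genes for 60S maturation, edgeR's quasi-likelihood test called 16 higher and 0 lower in 45D than in 30D, and 22 and 0 when adjusted over the list alone. Calls for 60S maturation numbered 29 higher and 0 lower on library totals. 26 of the 57 had an unadjusted p under 0.05, and DESeq2 called 26 higher and 1 lower. 60S maturation had a median log2 fold change of 1.86, or 2.11 relative to all genes tested. Camera ranked 60S maturation higher than the other genes (adjusted p = 6.21e-08, and adjusted p = 0.0448 with an estimated correlation). CGR1 (KLMA_20051) and RPF2 (KLMA_10418, 3.42) had the largest log2 fold changes among those that passed and had tags in 2 or more libraries of each group. 60S maturation had 8 higher genes without 30D replicate 2 and 9 without 30D replicate 3. 60S maturation had 1 lower gene without 30D replicate 1. For RNA polymerases I and III, 6 of 27 genes were higher and 0 lower in 45D by edgeR's quasi-likelihood test, and 9 and 0 when adjusted over the list alone. Calls for RNA polymerases I and III numbered 14 higher and 0 lower on library totals. 10 of the 27 had an unadjusted p under 0.05, and DESeq2 called 10 higher and 1 lower. RNA polymerases I and III had a median log2 fold change of 1.55, or 1.80 relative to all genes tested. Camera ranked RNA polymerases I and III higher than the other genes (adjusted p = 0.00374, and adjusted p = 0.0734 with an estimated correlation). RPC11 (KLMA_40114, 2.49) and RPO31 (KLMA_80403, 2.48) had the largest log2 fold changes among those that passed and had tags in 2 or more libraries of each group. RPO31 lost its call without 30D replicate 2 (0.0601), with the adjusted p from the same test in parentheses. RNA polymerases I and III had 2 higher genes without 30D replicate 2 and 3 without 30D replicate 3. RNA polymerases I and III had 1 lower gene without 45D replicate 3. In 45D, 2 of the 13 genes for the RNA exosome were higher and 1 lower than in 30D by edgeR's quasi-likelihood test, and 6 and 1 when adjusted over the list alone. Calls for the RNA exosome numbered 10 higher and 1 lower on library totals. The RNA exosome had a median log2 fold change of 1.17, or 1.43 relative to all genes tested. Camera ranked the RNA exosome higher than the other genes (adjusted p = 0.0432, and adjusted p = 0.127 with an estimated correlation). CSL4 (KLMA_50622, log2 fold change 3.96) and SKI6 (KLMA_20688, log2 fold change 1.79) were higher. RRP6 (KLMA_80041, at least 56.8-fold lower) was lower. RRP6 was chosen after its values were seen. CSL4 and RRP6 have a neighbour on the same strand with a fold change of the other sign. SKI6 lost its call without 30D replicates 2 (0.0956) or 3 (0.111), 30DS replicate 3 (0.0524), 45D replicate 1 (0.0608) or 30X replicates 1 (0.0572), 2 (0.0586) or 3 (0.0575), with the adjusted p from the same test in parentheses. The RNA exosome had 2 lower genes without 45D replicate 2.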

In further analysis of the subcellular localization of products (Additional file 1: Figure S6), 21% of all upregulated genes are located in the nucleolus or nucleus (Additional file 1: Table S17), and are related to 18S rRNA preprocessing, 60S ribosomal subunit biogenesis, transcription process, and pre-rRNA processing (Additional file 1: Tables S15, S16). Conversely, products of several downregulated genes exist in the nucleolus, which are involved in 40S ribosomal subunit biogenesis and pre-18S rRNA processing (Additional file 1: Tables S13, S14). 

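Processing of 18S rRNA and maturation of the 40S subunit start in the small subunit processome. Of 59 genes for the small subunit processome and 40S maturation tested, 17 were higher and 2 lower in 45D than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 22 and 2 when adjusted over the list alone. Calls for the small subunit processome and 40S maturation numbered 28 higher and 2 lower on library totals. The small subunit processome and 40S maturation had a median log2 fold change of 1.36, or 1.61 relative to all genes tested. Camera ranked the small subunit processome and 40S maturation higher than the other genes (adjusted p = 0.000106, and adjusted p = 0.0758 with an estimated correlation). UTP23 (KLMA_80030) and PNO1 (KLMA_10282) were lower. IMP4 (KLMA_40375), UTP6 (KLMA_40579), DHR2 (KLMA_60179) and RRP5 (KLMA_50291, 3.95) had the largest log2 fold changes among the others. UTP23 and PNO1 were chosen after their values were seen. RRP5 has a neighbour on the same strand with a fold change of the other sign. RRP5 lost its call without 30D replicates 1 (0.0529) or 2 (0.0767) or 45D replicate 3 (0.0529), with the adjusted p from the same test in parentheses. The small subunit processome and 40S maturation had 10 higher genes without 30D replicate 2. The small subunit processome and 40S maturation had 1 lower gene without 30D replicates 1, 2 or 3, 30DS replicates 2 or 3 or 30X replicates 1 or 2.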

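Mitochondrial ribosomes are built from proteins encoded in the nucleus. Among the 76 tested genes for mitochondrial ribosomal proteins, edgeR's quasi-likelihood test called 1 higher and 6 lower in 45D than in 30D, and 1 and 5 when adjusted over the list alone. Calls for mitochondrial ribosomal proteins numbered 9 higher and 4 lower on library totals. Mitochondrial ribosomal proteins had a median log2 fold change of -0.68, or -0.42 relative to all genes tested, but of 1.15 (-0.24 relative to all genes) scaled by library totals only. RSM26 (KLMA_20425, log2 fold change 1.66) was higher. YML6 (KLMA_40578), MNP1 (KLMA_10643, -1.96) and EHD3 (KLMA_40110, -1.77) had the largest log2 fold changes among the others. RSM26 lost its call without 30D replicate 3 (0.0597) or 45D replicate 3 (0.0528), and MNP1 without 30D replicate 2 (0.0537), with the adjusted p from the same test in parentheses. EHD3 lost its call without 30D replicates 1 (0.0861), 2 (0.0626) or 3 (0.0636), 45D replicates 2 (0.0820) or 3 (0.0981) or 30X replicates 1 (0.0597), 2 (0.0601) or 3 (0.0608), with the adjusted p from the same test in parentheses. Mitochondrial ribosomal proteins had 2 higher genes without 30D replicate 1, 30DS replicate 1 or 45D replicate 2. Mitochondrial ribosomal proteins had 10 lower genes without 45D replicate 1.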

Notably, seven genes for mitochondrial ribosome subunits were downregulated. In addition, genes for DNA repair in nuclei and mitochondria, including a DNA damage sensor or chromosome transmission fidelity protein, were significantly upregulated (Additional file 1: Table S16).

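Repair and checkpoint genes outside double-strand break repair were tested as 1 list. For other DNA repair and checkpoints, 8 of 48 genes were higher and 4 lower in 45D by edgeR's quasi-likelihood test, and 9 and 5 when adjusted over the list alone. Calls for other DNA repair and checkpoints numbered 18 higher and 0 lower on library totals and 9 and 2 with upper-quartile scaling. Other DNA repair and checkpoints had a median log2 fold change of 0.94, or 1.19 relative to all genes tested. Camera ranked other DNA repair and checkpoints higher than the other genes (adjusted p = 0.0170, and adjusted p = 0.0734 with an estimated correlation). MGS1 (KLMA_50607, at least 44.1-fold lower), PSO2 (KLMA_40057, log2 fold change -2.14), DPB11 (KLMA_30165, log2 fold change -1.46) and RAD4 (KLMA_30173, log2 fold change -1.39) were lower. TEL1 (KLMA_70154, 4.43), MAD1 (KLMA_60359, 3.80), UNG1 (KLMA_40589) and PHR1 (KLMA_80011, 3.60) had the largest log2 fold changes among the others. MGS1, PSO2, DPB11 and RAD4 were chosen after their values were seen. MAD1 has a neighbour on the same strand with a fold change of the other sign. MGS1 lost its call without 30D replicates 2 (0.110) or 3 (0.0721), 30DS replicates 1 (0.0560), 2 (0.0678) or 3 (0.0669), 45D replicates 1 (0.0659), 2 (0.0741) or 3 (0.0892) or 30X replicates 1 (0.0686), 2 (0.0730) or 3 (0.0726), and PSO2 without 30D replicates 2 (0.0824) or 3 (0.108), 45D replicates 2 (0.0756) or 3 (0.0878) or 30X replicates 1 (0.0536) or 2 (0.0505), with the adjusted p from the same test in parentheses. DPB11 lost its call without 30D replicate 3 (0.0721), and RAD4 without 30D replicates 1 (0.0763) or 2 (0.0532), 45D replicates 2 (0.0623) or 3 (0.0717) or 30X replicates 1 (0.0523), 2 (0.0520) or 3 (0.0528), with the adjusted p from the same test in parentheses. TEL1 lost its call without 30D replicates 1 (0.0680), 2 (0.0984) or 3 (0.0722), with the adjusted p from the same test in parentheses. Other DNA repair and checkpoints had 5 higher genes without 30D replicates 1 or 2.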

Genes for glycolysis were remarkably downregulated, except for *GLK1* and *FBP1*, under the 45D condition (Figure 2A), which is consistent with relatively slow growth speed and low ethanol productivity at high temperatures [4]. Conversely, *ZWF* and *SOL1* in PPP in addition to *GLK1* were upregulated, indicating an increase in NADPH amount. 

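Glucose is phosphorylated and split in glycolysis, and fructose-1,6-bisphosphatase runs the pathway backwards. In 45D, 1 of the 14 genes for glycolysis was higher and 9 lower than in 30D by edgeR's quasi-likelihood test, and 1 and 10 when adjusted over the list alone. Calls for glycolysis numbered 1 higher and 5 lower on library totals. Glycolysis had a median log2 fold change of -2.49, or -2.23 relative to all genes tested. Camera ranked glycolysis lower than the other genes (adjusted p = 0.000158, and adjusted p = 0.0473 with an estimated correlation). 3 of 15 genes for glycolysis had a higher mean ppm in 45D and 11 a lower one, with all 3 libraries above those of 30D for 2 and below for 7, where chance separates 10% and 39.8% of all genes tested were separated. GLK1 (KLMA_10051) was higher. RAG5 (KLMA_60412, -5.57), ENO (KLMA_10462, -4.03), PGK (KLMA_10540, -3.93) and GAP3 (KLMA_80059, -3.87) had the largest log2 fold changes among the others. GAP3 has a neighbour on the same strand with a fold change of the other sign. GAP3 lost its call without 45D replicates 2 (0.0535) or 3 (0.0613), with the adjusted p from the same test in parentheses. Glycolysis had 0 higher genes without 30D replicates 1 or 3 or 45D replicates 2 or 3. GLK1 (KLMA_10051), for glucokinase, lies on chromosome 1 from 99985 to 101430 and had 96.2 ± 49.3 ppm (SD, n = 3) in 45D and 8.59 ± 3.41 ppm (SD, n = 3) in 30D. GLK1 had a log2 fold change of 1.94 (standard error 0.48, adjusted p = 0.0235 from edgeR's quasi-likelihood test). GID7 (KLMA_10052), its neighbour on the same strand, had a log2 fold change of the other sign (-1.96). GLK1 lost its call without 30D replicates 1 (0.0595) or 3 (0.0852) or 45D replicates 2 (0.0575) or 3 (0.0666), with the adjusted p from the same test in parentheses. FBP1 (KLMA_60452), for fructose-1,6-bisphosphatase, lies on chromosome 6 from 963303 to 964358 and had 118 ± 102 ppm (SD, n = 3) in 45D and 90.5 ± 82.8 ppm (SD, n = 3) in 30D. FBP1 had a log2 fold change of -1.49 (standard error 3.04, adjusted p = 0.817 from edgeR's quasi-likelihood test), but 0.61 on library totals. FBP1 also had the other sign in limma on log2 ppm (0.25 to 0.27).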

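Glucose-6-phosphate enters the PPP through the steps that ZWF1 and SOL1 encode. Of 7 genes for the PPP tested, 0 were higher and 3 lower in 45D than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 1 and 3 when adjusted over the list alone. Calls for the PPP numbered 2 higher and 0 lower on library totals. 4 of the 7 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 3 lower. The PPP had a median log2 fold change of -1.04, or -0.79 relative to all genes tested, but of 0.71 (-0.68 relative to all genes) scaled by library totals only. 4 of 8 genes for the PPP had a higher mean ppm in 45D and 3 a lower one, with all 3 libraries above those of 30D for 2 and below for 2, where chance separates 10% and 39.8% of all genes tested were separated. RKI1 (KLMA_80221, log2 fold change -2.72), GND1 (KLMA_10468, log2 fold change -1.83) and RPE1 (KLMA_60024, log2 fold change -1.04) were lower. GND1 lost its call without 30D replicates 2 (0.0695) or 3 (0.0584) or 45D replicate 3 (0.0545), and RPE1 without 30D replicates 2 (0.153) or 3 (0.0862), 30DS replicates 2 (0.0601) or 3 (0.0649), 45D replicates 1 (0.0584), 2 (0.102) or 3 (0.0540) or 30X replicates 1 (0.0695), 2 (0.0715) or 3 (0.0730), with the adjusted p from the same test in parentheses. The PPP had 1 higher gene without 45D replicate 1. ZWF1 (KLMA_50631), for glucose-6-phosphate 1-dehydrogenase, lies on chromosome 5 from 1333438 to 1334931 and had 189.6 ± 94.95 ppm (SD, n = 3) in 45D and 24.6 ± 9.43 ppm (SD, n = 3) in 30D. ZWF1 had a log2 fold change of 1.40 (standard error 0.44, adjusted p = 0.0542 from edgeR's quasi-likelihood test). ZWF1 was called without 45D replicate 1 (0.0137), with the adjusted p from the same test in parentheses. ZWF1 was called higher in the June libraries (log2 fold change 1.69, adjusted p = 0.0197). DESeq2 gave it an adjusted p of 0.00648, and library totals as the only scaling 0.00299 in the quasi-likelihood test. SOL1 (KLMA_70192), annotated as a 6-phosphogluconolactonase-like protein, lies on chromosome 7 from 395827 to 396798 and had 258 ± 40.6 ppm (SD, n = 3) in 45D and 98.2 ± 72.4 ppm (SD, n = 3) in 30D. SOL1 had a log2 fold change of 0.04 (standard error 0.35, adjusted p = 0.963 from edgeR's quasi-likelihood test). SOL1 changed sign without 30D replicates 2 (log2 fold change -0.02) or 3 (log2 fold change -0.20) or 45D replicate 1 (log2 fold change -0.17). SOL1 also had the other sign by DESeq2 (-0.02) and with DESeq2 size factors (-0.02).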

In TCA cycle, downregulation of *CIT1*, *LSC2*, *FUM1*, and *MDH1* and upregulation of *IDH1*, *IDH2*, *KGD1*, and *KGD2* were found, which might lead to the accumulation of intermediates (Figure 2B and Additional file 1: Table S16). 

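The TCA cycle runs from citrate synthase to malate dehydrogenase. Among the 17 tested genes for the TCA cycle, edgeR's quasi-likelihood test called 0 higher and 5 lower in 45D than in 30D, and 0 and 6 when adjusted over the list alone. Calls for the TCA cycle numbered 2 higher and 3 lower on library totals. 7 of the 17 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 8 lower. The TCA cycle had a median log2 fold change of -2.06, or -1.81 relative to all genes tested. Camera ranked the TCA cycle lower than the other genes (adjusted p = 0.000531, and adjusted p = 0.0829 with an estimated correlation). 7 of 17 genes for the TCA cycle had a higher mean ppm in 45D and 10 a lower one, with all 3 libraries above those of 30D for 2 and below for 5, where chance separates 10% and 39.8% of all genes tested were separated. FUM1 (KLMA_80028), MDH1 (KLMA_60167) and CIT3 (KLMA_70444, at least 37.1-fold lower) were among those lower. CIT3 was chosen after its values were seen. CIT3 has a neighbour on the same strand with a fold change of the other sign. FUM1 (KLMA_80028), for fumarate hydratase, lies on chromosome 8 from 86694 to 88145 and had 0 tags in the 3 libraries of 45D and 106 ± 59.7 ppm (SD, n = 3) in 30D. FUM1 was at least 3808-fold lower than in 30D (adjusted p = 9.65e-06 from edgeR's quasi-likelihood test). SOM1 (KLMA_80027), its neighbour on the same strand, had a log2 fold change of the other sign (3.61). MDH1 (KLMA_60167), for malate dehydrogenase, lies on chromosome 6 from 369659 to 370675 and had 339 ± 137 ppm (SD, n = 3) in 45D and 5107 ± 1851 ppm (SD, n = 3) in 30D. MDH1 had a log2 fold change of -5.56 (standard error 0.57, adjusted p = 0.000223 from edgeR's quasi-likelihood test). CIT1 (KLMA_20105), for citrate synthase, had 55.0 ± 67.3 ppm (SD, n = 3) in 45D and 258 ± 72.9 ppm (SD, n = 3) in 30D. CIT1 had a log2 fold change of -3.84 (standard error 2.97, adjusted p = 0.440 from edgeR's quasi-likelihood test). KLMA_R204, its neighbour on the same strand, had a log2 fold change of the other sign (5.38). LSC2 (KLMA_10336), for a subunit of succinyl-CoA ligase, had 23.4 ± 25.3 ppm (SD, n = 3) in 45D and 71.9 ± 20.5 ppm (SD, n = 3) in 30D. LSC2 had a log2 fold change of -3.31 (standard error 1.50, adjusted p = 0.167 from edgeR's quasi-likelihood test). LSC2 was called without 45D replicate 1 (0.0103), with the adjusted p from the same test in parentheses. LSC2 also had the other sign with divergent neighbours summed (0.90). LSC2 was called lower by DESeq2 (adjusted p = 0.0367) and in the June libraries (log2 fold change -3.03, adjusted p = 0.00400). The log2 fold changes of isocitrate and 2-oxoglutarate dehydrogenase genes, with the adjusted p from edgeR's quasi-likelihood test, were those of IDH1 (KLMA_80139, -0.28, adjusted p = 0.949), IDH2 (KLMA_20575, -0.75, adjusted p = 0.804), KGD1 (KLMA_60541, -0.41, adjusted p = 0.928) and KGD2 (KLMA_50493, -0.44, adjusted p = 0.442). IDH1 changed sign without 30D replicate 3 (log2 fold change 0.47) or 45D replicate 1 (log2 fold change 0.29). KGD1 changed sign without 45D replicate 1 (log2 fold change 0.16). IDH1 also had the other sign in limma on log2 ppm (0.59 to 1.08) and with divergent neighbours summed (0.47). IDH2 also had the other sign in limma on log2 ppm (0.31). KGD1 also had the other sign in limma on log2 ppm (0.27) and in the June libraries (0.24). KGD2 also had the other sign in limma on log2 ppm (1.05 to 1.15). Their mean ppm in 45D and in 30D was 14.4 and 4.71 for IDH1, 39.5 and 19.8 for IDH2, 87.9 and 40.6 for KGD1 and 163 and 73.2 for KGD2. On library totals the signs turned, to 1.82 for IDH1, 1.23 for IDH2, 1.32 for KGD1 and 1.33 for KGD2, near the median of all genes on that scale.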

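The mitochondrial genome encodes a few subunits of the respiratory chain and ATP synthase. Whether the tags on its genes come from capped 5′ ends was not tested. For proteins encoded by the mitochondrial genome, 0 of 8 genes were higher and 0 lower in 45D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for proteins encoded by the mitochondrial genome numbered 1 higher and 0 lower on library totals. 1 of the 8 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 0 lower. Proteins encoded by the mitochondrial genome had a median log2 fold change of 3.09, or 3.35 relative to all genes tested. Camera ranked proteins encoded by the mitochondrial genome higher than the other genes (adjusted p = 0.00727, and adjusted p = 0.300 with an estimated correlation). 10 of 10 genes for proteins encoded by the mitochondrial genome had a higher mean ppm in 45D and 0 a lower one, with all 3 libraries above those of 30D for 6 and below for 0, where chance separates 10% and 39.8% of all genes tested were separated. KLMA_90003 (3.97, adjusted p = 0.244) and KLMA_90004 (2.98, adjusted p = 0.391), the members with the highest mean ppm, did not pass in edgeR (log2 fold changes in parentheses). Proteins encoded by the mitochondrial genome had 1 higher gene without 30D replicate 1.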

Most mitochondrial genomic genes were selectively expressed (Additional file 1: Figure S8). Additionally, some genes for succinate dehydrogenase (Sdh) and *bc*1 complex were upregulated, whereas some genes for NADH dehydrogenase (Ndh), Coenzyme Q biosynthesis, and cytochrome *c* oxidase including heme *a* synthesis were downregulated (Additional file 1: Figure S8). These findings allow us to speculate that *K. marxianus* scavenges H_2_O_2_ by the pathway of Sdh-*bc*1 complex-cytochrome *c* peroxidase and prevents the production of ROS by reduction of gene expression for Ndh and Coenzyme Q biosynthesis at high temperatures.

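Succinate dehydrogenase, the bc1 complex and cytochrome c oxidase are complexes of the respiratory chain. In 45D, 0 of the 5 genes for succinate dehydrogenase were higher and 0 lower than in 30D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for succinate dehydrogenase numbered 1 higher and 0 lower on library totals. 1 of the 5 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 2 lower. Succinate dehydrogenase had a median log2 fold change of -2.06, or -1.81 relative to all genes tested. 2 of 6 genes for succinate dehydrogenase had a higher mean ppm in 45D and 3 a lower one, with all 3 libraries above those of 30D for 1 and below for 0, where chance separates 10% and 39.8% of all genes tested were separated. SDH1 (KLMA_20466, -0.80, adjusted p = 0.144) and SDH4 (KLMA_50550, -0.60, adjusted p = 0.269), the members with the highest mean ppm, did not pass in edgeR (log2 fold changes in parentheses). Of 9 genes for the bc1 complex tested, 0 were higher and 2 lower in 45D than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for the bc1 complex numbered 1 higher and 0 lower on library totals, and 0 by edgeR's exact test. 2 of the 9 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 2 lower. The bc1 complex had a median log2 fold change of -1.03, or -0.77 relative to all genes tested, but of 0.62 (-0.77 relative to all genes) scaled by library totals only. 6 of 9 genes for the bc1 complex had a higher mean ppm in 45D and 3 a lower one, with all 3 libraries above those of 30D for 2 and below for 0, where chance separates 10% and 39.8% of all genes tested were separated. QCR7 (KLMA_10034, log2 fold change -2.12) and QCR2 (KLMA_40479, log2 fold change -1.12) were lower. QCR2 lost its call without 30D replicates 1 (0.0695), 2 (0.0524) or 3 (0.122), 30DS replicate 2 (0.0556), 45D replicates 2 (0.0600) or 3 (0.104) or 30X replicates 1 (0.0661), 2 (0.0670) or 3 (0.0679), with the adjusted p from the same test in parentheses. Among the 11 tested genes for subunits of cytochrome c oxidase, edgeR's quasi-likelihood test called 0 higher and 4 lower in 45D than in 30D, and 1 and 6 when adjusted over the list alone. Calls for subunits of cytochrome c oxidase numbered 1 higher and 1 lower on library totals. 7 of the 11 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 6 lower. Subunits of cytochrome c oxidase had a median log2 fold change of -1.91, or -1.66 relative to all genes tested. 5 of 11 genes for subunits of cytochrome c oxidase had a higher mean ppm in 45D and 6 a lower one, with all 3 libraries above those of 30D for 4 and below for 1, where chance separates 10% and 39.8% of all genes tested were separated. COX7 (KLMA_80322, log2 fold change -3.58), COX6 (KLMA_40253, log2 fold change -2.52), COX13 (KLMA_20299, log2 fold change -2.46) and COX5A (KLMA_80159, log2 fold change -1.91) were lower. COX7 lost its call without 30D replicates 2 (0.0507) or 3 (0.0572) or 45D replicate 3 (0.0522), and COX5A without 30D replicates 1 (0.0561), 2 (0.108) or 3 (0.0820), 30DS replicates 2 (0.0520) or 3 (0.0591), 45D replicates 2 (0.0849) or 3 (0.104) or 30X replicates 1 (0.0643), 2 (0.0640) or 3 (0.0640), with the adjusted p from the same test in parentheses. Subunits of cytochrome c oxidase had 1 higher gene without 30D replicate 1.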

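Cytochrome c peroxidase reduces hydrogen peroxide in mitochondria with electrons from cytochrome c. CCP1 (KLMA_50260), for cytochrome c peroxidase, lies on chromosome 5 from 554124 to 555161 and had 228 ± 27.3 ppm (SD, n = 3) in 45D and 438 ± 85.0 ppm (SD, n = 3) in 30D. CCP1 had a log2 fold change of -2.61 (standard error 0.47, adjusted p = 0.00553 from edgeR's quasi-likelihood test). For mitochondrial ROS scavenging drawn in Fig. 3C, 1 of 9 genes was higher and 1 lower in 45D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for mitochondrial ROS scavenging drawn in Fig. 3C numbered 2 higher and 0 lower on library totals. Mitochondrial ROS scavenging drawn in Fig. 3C had a median log2 fold change of -0.44, or -0.18 relative to all genes tested, but of 1.72 (0.33 relative to all genes) scaled by library totals only. 7 of 10 genes for mitochondrial ROS scavenging drawn in Fig. 3C had a higher mean ppm in 45D and 2 a lower one, with all 3 libraries above those of 30D for 3 and below for 1, where chance separates 10% and 39.8% of all genes tested were separated. GPX2 (KLMA_10673, log2 fold change 1.41) was higher. CCP1 (KLMA_50260) was lower. GPX2 lost its call without 30D replicates 1 (0.108), 2 (0.108) or 3 (0.128), 30DS replicates 2 (0.0542) or 3 (0.0665), 45D replicates 2 (0.0910) or 3 (0.128) or 30X replicates 1 (0.0768), 2 (0.0773) or 3 (0.0774), with the adjusted p from the same test in parentheses. Mitochondrial ROS scavenging drawn in Fig. 3C had 2 lower genes without 45D replicate 1. The genes with a higher mean ppm in 45D were GRX2, GPX2, GLR1, TRX3, SOD2, GRX5 and PRX1 (KLMA_30632). The mean was lower for CCP1 and PRX1 (KLMA_80358). TRR1 had 0 tags in both conditions. The direction of the mean ppm turned without 45D replicate 1 for GLR1, without 45D replicate 2 for TRX3 and without 30D replicate 2 for PRX1 (KLMA_80358). GLR1 gained a call without 45D replicate 1 (0.0359), with the adjusted p from the same test in parentheses. GLR1 had 0 tags in 45D replicates 2 and 3, and was called lower in the June libraries (adjusted p = 0.000105).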

Heat shock proteins (Hsps) and chaperones are expected to be crucial for survival at high temperatures. 

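Heat shock proteins and chaperones refold or hold damaged proteins. The list of Table S18 was drawn up by the authors. In 45D, 1 of the 34 genes for heat shock proteins and chaperones of Table S18 was higher and 2 lower than in 30D by edgeR's quasi-likelihood test, and 0 and 0 when adjusted over the list alone. Calls for heat shock proteins and chaperones of Table S18 numbered 9 higher and 0 lower on library totals, 6 and 5 by DESeq2, 5 and 0 with upper-quartile scaling, 3 and 2 with a filter of 10 ppm and 1 and 0 in a fit of the 6 libraries alone. Heat shock proteins and chaperones of Table S18 had a median log2 fold change of 0.14, or 0.40 relative to all genes tested. 31 of 34 genes for heat shock proteins and chaperones of Table S18 had a higher mean ppm in 45D and 3 a lower one, with all 3 libraries above those of 30D for 15 and below for 0, where chance separates 10% and 39.8% of all genes tested were separated. PIH1 (KLMA_30434, log2 fold change 1.57) was higher. ECM10 (KLMA_10712, log2 fold change -1.42) and SEC18 (KLMA_30551, log2 fold change -1.40) were lower. PIH1 lost its call without 30D replicates 2 (0.0782) or 3 (0.0795) or 45D replicate 2 (0.0505), and ECM10 without 30D replicates 1 (0.0811), 2 (0.120) or 3 (0.0675), 30DS replicate 2 (0.0634), 45D replicates 1 (0.0842), 2 (0.0642) or 3 (0.0720) or 30X replicates 1 (0.0633) or 3 (0.0653), with the adjusted p from the same test in parentheses. SEC18 lost its call without 30D replicates 2 (0.114) or 3 (0.1248), 30DS replicate 2 (0.0551), 45D replicates 2 (0.0779) or 3 (0.103) or 30X replicates 1 (0.0612), 2 (0.0631) or 3 (0.0627), with the adjusted p from the same test in parentheses. Heat shock proteins and chaperones of Table S18 had 2 higher genes without 30DS replicate 3, 3 without 30D replicate 1 and 4 without 45D replicate 1. Mean ppm in 45D and in 30D was 3258 ± 1173 and 1607 ± 973 for HSP26 (KLMA_40128), 6854 ± 6395 and 1888 ± 2516 for HSP60 (KLMA_20282) and 2329 ± 1178 and 459 ± 155 for HSP78 (KLMA_60101) (SD, n = 3). The values were 1185 ± 563 and 166 ± 129 for HSP82 (KLMA_50344), 9103 ± 5274 and 1800.3 ± 371 for SSA3 (KLMA_80367) and 1596 ± 585 and 410.0 ± 229.6 for CPR6 (KLMA_60511) (SD, n = 3). After TMM, the log2 fold changes were -0.42 for HSP26 (standard error 0.35, adjusted p = 0.484), 0.77 for HSP60 (standard error 0.85, adjusted p = 0.621) and 0.81 for HSP78 (standard error 0.59, adjusted p = 0.403), and 1.45 for HSP82 (0.48, 0.0641), 0.64 for SSA3 (1.67, 0.864) and 0.51 for CPR6 (1.52, 0.882), from edgeR's quasi-likelihood test. On library totals, HSP26 had 1.20 (adjusted p = 0.0988), HSP60 had 1.97 (adjusted p = 0.161), HSP78 had 2.54 (adjusted p = 0.0213), HSP82 had 3.02 (adjusted p = 0.00783), SSA3 had 2.54 (adjusted p = 0.300) and CPR6 had 2.14 (adjusted p = 0.350) in the same test, beside a median of all genes of 1.39. HSP82 has a neighbour on the same strand with a fold change of the other sign. HSP82 gained a call without 30D replicate 1 (0.0451) or 45D replicate 1 (0.0190), with the adjusted p from the same test in parentheses. HSP60 changed sign without 45D replicate 1 (log2 fold change -0.44). HSP26 also had the other sign in limma on log2 ppm (1.10 to 1.11) and in the June libraries (0.03). HSP82 was called higher by DESeq2 (adjusted p = 0.0154) and in the June libraries (log2 fold change 2.18, adjusted p = 0.00797). The genes with a higher mean ppm in 45D were ECM10, CPR7, FES1, HSP60, SSA2, HSP12, SGT1, PIH1, SSZ1, SEC18, SBA1, HSP104, HSP26, AHA1, PIR1 (KLMA_50253), PIR1 (KLMA_50254), PIR3, SSQ1, HSP82, SNL1, CDC37, SSB, HSP78, LHS1, TOM70, CPR6, PPT1, HSP31, HSP10, HCH1 and SSA3. The mean was lower for CNS1, TAH1 and CDC48. The direction of the mean ppm turned without 45D replicate 1 for HSP104, without 45D replicate 2 for ECM10, TAH1, PIR3 and CDC48, without 45D replicate 3 for ECM10 and CDC48, without 30D replicate 1 for CDC48, without 30D replicate 2 for TAH1 and without 30D replicate 3 for ECM10. FES1 gained a call without 30DS replicate 3 (0.0486), and HSP12 without 45D replicate 1 (0.0473), with the adjusted p from the same test in parentheses. SGT1 gained a call without 30D replicate 1 (0.0429), and CNS1 without 30DS replicate 1 (0.0380), with the adjusted p from the same test in parentheses. SBA1 gained a call without 45D replicate 1 (0.0375), with the adjusted p from the same test in parentheses.

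**Figure D2:**
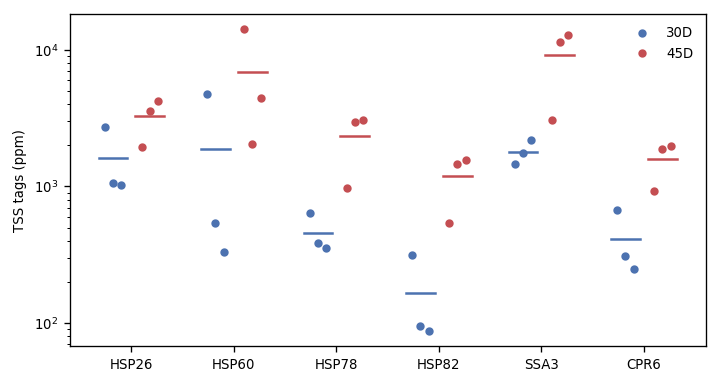
TSS-tag ppm (log axis) of HSP26, HSP60, HSP78, HSP82, SSA3 and CPR6 in the 3 libraries of 30D and the 3 of 45D, with 1 point per library and a bar at the mean. The mean in 45D lies above that in 30D for each of the 6 genes on this scale, and after TMM the change in HSP26 has the other sign.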

The transcription of *HSP26*, *HSP60*, *HSP78*, *HSP82*, *SSA3*, and *CPR6* was enhanced under the 45D condition (Figure 3A and Additional file 1: Table S18), suggesting that both mitochondrial and cytoplasmic compartments need such Hsps at that temperature.

### Genes regulated under a xylose-utilizing condition

Under the 30X condition, the top-five significant GO terms of significantly upregulated genes were fatty acid catabolic process, monocarboxylic acid catabolic process, cellular lipid catabolic process, fatty acid β-oxidation, and fatty acid oxidation (Additional file 1: Tables S19, S20). Conversely, the most significant GO terms of significantly downregulated genes were α-amino acid metabolic process, carboxylic acid metabolic process, lysine biosynthetic process, small molecule biosynthetic process, and oxoacid metabolic process (Additional file 1: Tables S21, S22). Therefore, the 30X condition may stimulate the degradation of lipid in peroxisome and keep a low level of amino acid synthesis, which is consistent with the slow growth of the yeast in xylose [4].

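Fatty acids are broken down in peroxisomes by β-oxidation. 194 of the genes tested were higher in 30X than in 30D by edgeR's quasi-likelihood test. Scaling by library totals gave 98 higher and 107 lower, and 153 and 160 with upper-quartile scaling. The count was 79 without 30D replicate 2, 102 without 30D replicate 3, 76 without 30X replicate 1, 85 without 30X replicate 2 and 79 without 30X replicate 3. Of 18 genes for peroxisomal β-oxidation and the carnitine shuttle tested, 5 were higher and 0 lower in 30X than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 7 and 0 when adjusted over the list alone. 9 of the 18 had an unadjusted p under 0.05, and DESeq2 called 7 higher and 1 lower. Peroxisomal β-oxidation and the carnitine shuttle had a median log2 fold change of 1.96, or 1.94 relative to all genes tested. Camera ranked peroxisomal β-oxidation and the carnitine shuttle higher than the other genes (adjusted p = 5.91e-06, and adjusted p = 0.0724 with an estimated correlation). 13 of 18 genes for peroxisomal β-oxidation and the carnitine shuttle had a higher mean ppm in 30X and 5 a lower one, with all 3 libraries above those of 30D for 11 and below for 2, where chance separates 10% and 39.5% of all genes tested were separated. POT1 (KLMA_20220), POX1 (KLMA_20263), PXA1 (KLMA_20193, log2 fold change 4.66), CRC1 (KLMA_80226, log2 fold change 2.69) and YAT1 (KLMA_10186, log2 fold change 2.32) were higher. YAT1 was chosen after its values were seen. YAT1 lost its call without 30D replicates 1 (0.0502), 2 (0.133) or 3 (0.148), 30DS replicates 1 (0.0522), 2 (0.0607) or 3 (0.0732), 45D replicates 2 (0.0695) or 3 (0.0620) or 30X replicates 1 (0.123), 2 (0.156) or 3 (0.135), with the adjusted p from the same test in parentheses. Peroxisomal β-oxidation and the carnitine shuttle had 3 higher genes without 30D replicate 2. The 5 largest rises by the rule used for the other conditions were those of POT1 (KLMA_20220, 9.86), POX1 (KLMA_20263, 8.37), ALD4 (KLMA_50012, 7.98), ICL2 (KLMA_70429, 7.44) and CIT3 (KLMA_70444, 7.34) on the log2 scale. POT1 and CIT3 have a neighbour on the same strand with a fold change of the other sign. POX1 lost its call without 30D replicate 2 (0.0590), and ICL2 without 30D replicates 1 (0.0830), 2 (0.129) or 3 (0.164), 30DS replicate 1 (0.0562), 45D replicate 3 (0.0655) or 30X replicates 1 (0.110), 2 (0.112) or 3 (0.112), with the adjusted p from edgeR's quasi-likelihood test in parentheses.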

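Amino acid biosynthesis was tested pathway by pathway. 153 genes were lower in 30X than in 30D by edgeR's quasi-likelihood test. Library totals gave 107 lower and 98 higher, and 160 and 153 with upper-quartile scaling. The count was 88 without 30D replicate 2, 95 without 30D replicate 3, 247 without 45D replicate 1, 54 without 30X replicate 1, 52 without 30X replicate 2 and 54 without 30X replicate 3. Among the 11 tested genes for lysine biosynthesis, edgeR's quasi-likelihood test called 0 higher and 2 lower in 30X than in 30D, and 0 and 5 when adjusted over the list alone. Calls for lysine biosynthesis numbered 0 higher and 1 lower on library totals. 5 of the 11 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 5 lower. Lysine biosynthesis had a median log2 fold change of -1.44, or -1.46 relative to all genes tested. Camera ranked lysine biosynthesis lower than the other genes (adjusted p = 0.0224, and adjusted p = 0.0946 with an estimated correlation). LYS12 (KLMA_80130, log2 fold change -3.30) and LYS2 (KLMA_80299, log2 fold change -1.65) were lower. LYS2 lost its call without 30D replicates 1 (0.133), 2 (0.0982) or 3 (0.0904), 30DS replicates 2 (0.0655) or 3 (0.0578), 45D replicates 2 (0.0526) or 3 (0.0554) or 30X replicates 1 (0.174), 2 (0.159) or 3 (0.169), with the adjusted p from the same test in parentheses. Lysine biosynthesis had 4 lower genes without 45D replicate 1. For aromatic amino acid and histidine biosynthesis, 0 of 20 genes were higher and 4 lower in 30X by edgeR's quasi-likelihood test, and 0 and 5 when adjusted over the list alone. 6 of the 20 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 6 lower. Aromatic amino acid and histidine biosynthesis had a median log2 fold change of -1.61, or -1.63 relative to all genes tested. Camera ranked aromatic amino acid and histidine biosynthesis lower than the other genes (adjusted p = 0.000867, and adjusted p = 0.0845 with an estimated correlation). HIS2 (KLMA_10436, log2 fold change -3.97), TRP3 (KLMA_30029, log2 fold change -2.91), ARO2 (KLMA_80099, log2 fold change -2.50) and ARO3 (KLMA_40107, log2 fold change -1.42) were lower. ARO2 has a neighbour on the same strand with a fold change of the other sign. TRP3 lost its call without 30X replicate 1 (0.0501), and ARO2 without 30D replicate 3 (0.0519) or 30X replicates 1 (0.0712), 2 (0.0571) or 3 (0.0607), with the adjusted p from the same test in parentheses. ARO3 lost its call without 30X replicates 1 (0.0532), 2 (0.0674) or 3 (0.0607), with the adjusted p from the same test in parentheses. In 30X, 0 of the 11 genes for branched-chain amino acid biosynthesis were higher and 2 lower than in 30D by edgeR's quasi-likelihood test, and 0 and 3 when adjusted over the list alone. 4 of the 11 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 3 lower. Branched-chain amino acid biosynthesis had a median log2 fold change of -1.59, or -1.61 relative to all genes tested. Camera ranked branched-chain amino acid biosynthesis lower than the other genes (adjusted p = 0.0175, and adjusted p = 0.113 with an estimated correlation). BAT1 (KLMA_10514, log2 fold change -4.09) and LEU4 (KLMA_50402, log2 fold change -2.52) were lower. Branched-chain amino acid biosynthesis had 1 higher gene without 45D replicate 1. By that rule, the 5 largest falls (log2 fold change) were those of ALD5 (KLMA_40404, -8.07), GLC7 (KLMA_30142, -7.31), dao1 (KLMA_30640, -7.31), HRD1 (KLMA_10257, -5.96) and ADH4b (KLMA_20158, -5.12). ALD5, dao1 (KLMA_30640) and ADH4b have a neighbour on the same strand with a fold change of the other sign. ALD5 lost its call without 30D replicates 1 (0.0849), 2 (0.0880) or 3 (0.0758), 30DS replicates 1 (0.0522), 2 (0.0628) or 3 (0.0685), 45D replicate 3 (0.0569) or 30X replicates 2 (0.127) or 3 (0.155), and dao1 (KLMA_30640) without 30X replicates 1 (0.0572), 2 (0.0519) or 3 (0.0566), with the adjusted p from edgeR's quasi-likelihood test in parentheses. HRD1 lost its call without 30X replicate 3 (0.0566), with the adjusted p from edgeR's quasi-likelihood test in parentheses.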

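Peroxisomes are built by the peroxins. Of 23 genes for peroxins tested, 1 was higher and 0 lower in 30X than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for peroxins numbered 0 by edgeR's exact test. 2 of the 23 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 1 lower. Peroxins had a median log2 fold change of -0.01, or -0.03 relative to all genes tested. PEX4 (KLMA_20535, log2 fold change 2.92) was higher. PEX4 has a neighbour on the same strand with a fold change of the other sign. Peroxins had 1 lower gene without 45D replicate 1. From the fatty acid breakdown genes that rose and the amino acid genes that fell, the paper proposes that growth on xylose stimulates lipid degradation in the peroxisome and keeps amino acid synthesis low.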

The phylogenetic tree of sugar transporters revealed that KLMA_50360, KLMA_50361, KLMA_50362, KLMA_50363, and KLMA_50364 share high similarity with xylose transporters predicted in *S. stipitis* (Figure 4) [21]. Unlike *S. stipitis*, however, these genes were not induced specifically under the 30X condition. 

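These 5 genes lie side by side on chromosome 5 and are annotated as hexose or low-affinity glucose transporters. Tags were counted only where they mapped to a single place, so the counts of near-identical copies are uncertain, and how alike the 5 sequences are was not examined here. KHT2 (KLMA_50360), annotated as hexose transporter 2, lies on chromosome 5 from 776576 to 778276 and had 204 ± 50.3 ppm (SD, n = 3) in 30X and 1134 ± 94.5 ppm (SD, n = 3) in 30D. KHT2 (KLMA_50360) had a log2 fold change of -2.40 (standard error 0.40, adjusted p = 0.00838 from edgeR's quasi-likelihood test). RAG1 (KLMA_50363), annotated as a low-affinity glucose transporter, lies on chromosome 5 from 787888 to 789600 and had 2.31 ± 0.423 ppm (SD, n = 3) in 30X and 11.3 ± 6.63 ppm (SD, n = 3) in 30D. RAG1 (KLMA_50363) had a log2 fold change of -2.03 (standard error 0.43, adjusted p = 0.0216 from edgeR's quasi-likelihood test). RAG1 (KLMA_50363) lost its call without 30D replicates 1 (0.0551) or 3 (0.0631) or 30X replicates 1 (0.0991), 2 (0.0867) or 3 (0.0862), with the adjusted p from the same test in parentheses. The log2 fold changes of the other genes, with the adjusted p from edgeR's quasi-likelihood test, were those of KHT2 (KLMA_50361, -2.34, adjusted p = 0.826), KHT2 (KLMA_50362, -0.70, adjusted p = 0.948) and RAG1 (KLMA_50364, -0.72, adjusted p = 0.843). Without 30D replicate 3, KHT2 (KLMA_50361) had 0 tags left in 30D, which turns its direction. KHT2 (KLMA_50362) changed sign without 30D replicate 3 (log2 fold change 0.08). KHT2 (KLMA_50361) also had the other sign in limma on log2 ppm (0.41 to 4.52). Among the 26 tested genes for sugar transport in Table S6, edgeR's quasi-likelihood test called 2 higher and 4 lower in 30X than in 30D, and the same numbers when adjusted over the list alone. Calls for sugar transport in Table S6 numbered 1 higher and 0 lower by edgeR's exact test. Sugar transport in Table S6 had a median log2 fold change of -0.48, or -0.50 relative to all genes tested. 9 of 26 genes for sugar transport in Table S6 had a higher mean ppm in 30X and 17 a lower one, with all 3 libraries above those of 30D for 5 and below for 8, where chance separates 10% and 39.5% of all genes tested were separated. ywtG (KLMA_70145) and JEN1 (KLMA_60073) were higher. ITR2 (KLMA_80273, log2 fold change -2.92), KHT2 (KLMA_50360), RAG1 (KLMA_50363) and LAC12 (KLMA_80005, log2 fold change -2.001) were lower. ITR2 has a neighbour on the same strand with a fold change of the other sign. ITR2 lost its call without 30X replicates 1 (0.0527) or 2 (0.0530), and LAC12 (KLMA_80005) without 30D replicates 1 (0.0577) or 2 (0.0528) or 30X replicates 1 (0.0848), 2 (0.0852) or 3 (0.101), with the adjusted p from the same test in parentheses. Sugar transport in Table S6 had 1 higher gene without 30D replicates 1, 2 or 3, 45D replicates 2 or 3 or 30X replicates 1, 2 or 3. Sugar transport in Table S6 had 1 lower gene without 30X replicates 1 or 2 and 2 without 30D replicate 1 or 30X replicate 3. The genes with a higher mean ppm in 30X were JEN1 (KLMA_20258), LAC12 (KLMA_20830), LAC12 (KLMA_30010), HGT1 (KLMA_50032), JEN1 (KLMA_60073), HXT15, KLMA_70050, ywtG (KLMA_70145) and ywtG (KLMA_80101). The mean was lower for HGT1 (KLMA_10546), HGT1 (KLMA_10547), VVS1, CIN10, COI1, PLT5, LAC12 (KLMA_30728), KHT2 (KLMA_50360), KHT2 (KLMA_50361), KHT2 (KLMA_50362), RAG1 (KLMA_50363), RAG1 (KLMA_50364), STL1 (KLMA_60180), SNF3, LAC12 (KLMA_80005), ITR2 and HXT14. The direction of the mean ppm turned without 30X replicate 1 for LAC12 (KLMA_30010) and STL1 (KLMA_60180), without 30X replicate 2 for LAC12 (KLMA_30010), without 30X replicate 3 for HXT14, without 30D replicate 1 for VVS1, STL1 (KLMA_60180) and HXT14, without 30D replicate 2 for LAC12 (KLMA_30010) and without 30D replicate 3 for LAC12 (KLMA_30010), KHT2 (KLMA_50361) and KHT2 (KLMA_50362). HGT1 (KLMA_50032) gained a call without 45D replicate 1 (0.0311), with the adjusted p from the same test in parentheses.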

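Sugar transporters specific to xylose would be higher in 30X than in each of the other conditions. JEN1 (KLMA_60073), annotated as a carboxylic acid transporter homolog, lies on chromosome 6 from 173720 to 175534 and had 1296 ± 288 ppm (SD, n = 3) in 30X and 329 ± 54.0 ppm (SD, n = 3) in 30D. JEN1 (KLMA_60073) had a log2 fold change of 1.98 (standard error 0.47, adjusted p = 0.0348 from edgeR's quasi-likelihood test). JEN1 (KLMA_60073) lost its call without 30D replicates 1 (0.0762), 2 (0.0999) or 3 (0.0569), 45D replicates 2 (0.0584) or 3 (0.0579) or 30X replicates 1 (0.0789), 2 (0.120) or 3 (0.0862), with the adjusted p from the same test in parentheses. ywtG (KLMA_80101), annotated as a protein of the major facilitator superfamily, lies on chromosome 8 from 238033 to 239748 and had 97.5 ± 14.2 ppm (SD, n = 3) in 30X and 35.2 ± 48.7 ppm (SD, n = 3) in 30D. ywtG (KLMA_80101) had a log2 fold change of 1.996 (standard error 0.95, adjusted p = 0.297 from edgeR's quasi-likelihood test). ywtG (KLMA_80101) was called higher in the June libraries (log2 fold change 3.55, adjusted p = 0.00177). ywtG (KLMA_70145), annotated as a membrane protein, lies on chromosome 7 from 295700 to 297724 and had 84.3 ± 33.8 ppm (SD, n = 3) in 30X and 6.41 ± 2.78 ppm (SD, n = 3) in 30D. ywtG (KLMA_70145) had a log2 fold change of 3.87 (standard error 0.67, adjusted p = 0.00927 from edgeR's quasi-likelihood test). Against 30DS, the log2 fold changes were 4.05 for JEN1 (KLMA_60073) (adjusted p = 0.00203), 2.74 for ywtG (KLMA_80101) (adjusted p = 0.131) and 5.21 for ywtG (KLMA_70145) (adjusted p = 0.00263), and against 45D 3.90 for KLMA_60073 (adjusted p = 0.000952), 2.34 for KLMA_80101 (adjusted p = 0.131) and 3.19 for KLMA_70145 (adjusted p = 0.0102), from the same test. Of the 26 transporters of Table S6 tested, JEN1 (KLMA_60073) and ywtG (KLMA_70145) were higher in 30X than in all 3 other conditions. In the fits without 30D replicates 1, 2 or 3, 45D replicates 2 or 3 or 30X replicates 1, 2 or 3, only 1 transporter met this.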

Genes of several transporters exhibited specific induction under the 30X or 30D condition, suggesting that KLMA_60073, KLMA_80101, and KLMA_70145 are involved in xylose uptake.

**Figure 4:**
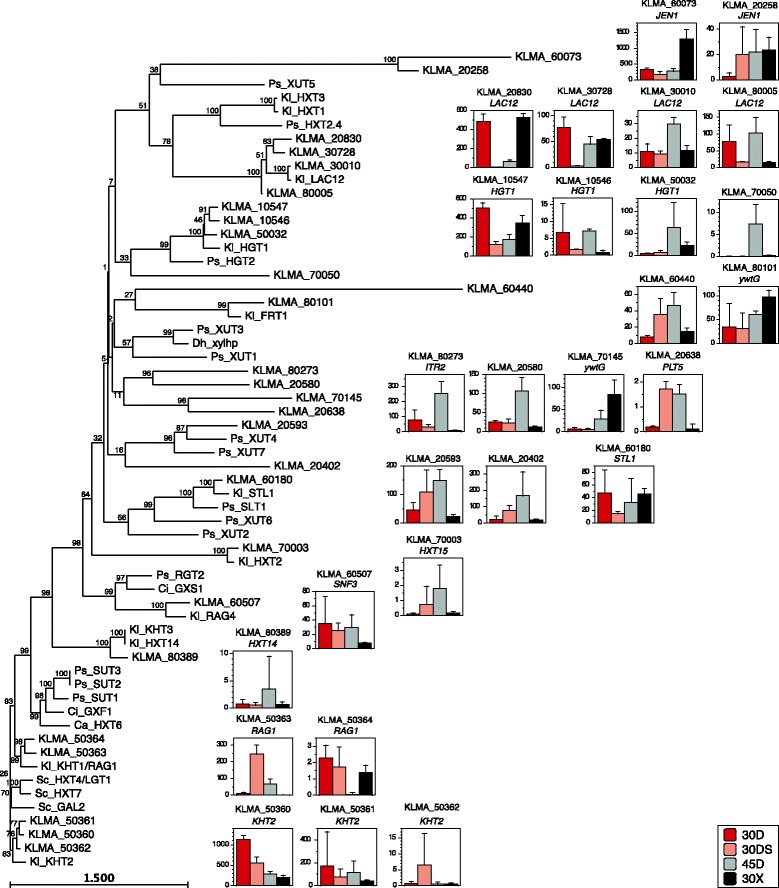
**Phylogenetic tree of predicted sugar transporters with transcript abundance in** ***K. marxianus*** **.** The phylogenetic tree was constructed with amino acid sequences of predicted sugar transporters by the neighbor-joining algorithm using CLC Sequence Viewer. Each column in the graph shows the transcript abundance of each gene as described in Figure 2. The accession numbers of amino acid sequences of sugar transporters are as follows: Ps_HGT2, XP_001382755; Sc_HXT7, NP_010629; Sc_GAL2, NP_013182; Dh_xylhp, AY347871; Ci_GXS1, GN107181; Ci_GXF1, GN107179; Ps_SUT1, XP_001387898; Ps_SUT2, XP_001384295; Ps_SUT3, XP_001386019; Ps_HXT2.4, XP_001387757; Ps_XUT1, XP_001385583; Ps_XUT2, XP_001387242; Ps_XUT3, XP_001387138; Ps_XUT4, XP_001386715; Ps_XUT5, XP_001385962; Ps_XUT6, XP_001386589; Ps_XUT7, XP_001387067; Ps_RGT2, XP_001386588; Ps_SLT1, XP_001383774; Kl_KHT1/RAG1, XP_453656; Kl_KHT2, GN107317; Kl_KHT3, XP_454897; Kl_FRT1, XP_454356; Kl_HGT1, XP_451484; Kl_HXT1, XP_455078; Kl_HXT14, XP_454897; Kl_HXT2, XP_453960; Kl_HXT3, XP_453088; Sc_HXT4/LGT1, NP_011960; Kl_STL1, XP_456249; Kl_RAG4, XP_455315; Kl_LAC12, XP_452193; Ca_HXT6, XP_719472.

Genes for the initial catabolism of xylose, PPP, the conversion of PEP to ethanol, the mitochondrial conversion of acetaldehyde to acetyl-CoA and TCA cycle were relatively upregulated (Figure 2A,B). 

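Xylose is reduced to xylitol, oxidised to xylulose and phosphorylated before it enters the PPP. For xylose entry, 1 of 3 genes was higher and 0 lower in 30X by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for xylose entry numbered 0 on library totals, by edgeR's exact test, with upper-quartile scaling, with robust estimation and without a filter. 1 of the 3 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 0 lower. Xylose entry had a median log2 fold change of 1.47, or 1.45 relative to all genes tested. Xylose entry had 0 higher genes without 30D replicates 1, 2 or 3, 30DS replicate 3, 45D replicates 2 or 3 or 30X replicates 1, 2 or 3. XYL1 (KLMA_10683), for xylose reductase, lies on chromosome 1 from 1431912 to 1432901 and had 250.0 ± 82.3 ppm (SD, n = 3) in 30X and 106 ± 65.1 ppm (SD, n = 3) in 30D. XYL1 had a log2 fold change of 1.47 (standard error 1.83, adjusted p = 0.792 from edgeR's quasi-likelihood test). YPQ2 (KLMA_10684), its neighbour on the same strand, was at least 65.6-fold lower. XYL2 (KLMA_70044), listed as sorbitol dehydrogenase, lies on chromosome 7 from 84956 to 86020 and had 1592 ± 70.3 ppm (SD, n = 3) in 30X and 536 ± 298 ppm (SD, n = 3) in 30D. XYL2 had a log2 fold change of 1.80 (standard error 0.47, adjusted p = 0.0481 from edgeR's quasi-likelihood test). FET5 (KLMA_70045), its neighbour on the same strand, had a log2 fold change of the other sign (-1.82). XYL2 lost its call without 30D replicates 1 (0.0905), 2 (0.163) or 3 (0.155), 30DS replicate 3 (0.0525), 45D replicates 2 (0.0819) or 3 (0.0927) or 30X replicates 1 (0.139), 2 (0.134) or 3 (0.1249), with the adjusted p from the same test in parentheses. XKS1 (KLMA_80066), for xylulose kinase, lies on chromosome 8 from 178384 to 180192 and had 0 tags in the 3 libraries of 30X and 0.271 ± 0.469 ppm (SD, n = 3) in 30D. XKS1 was at least 4.74-fold lower than in 30D (adjusted p = 0.583 from edgeR's quasi-likelihood test). Its tags came from 1 of the 3 libraries of 30D. In 30X, 1 of the 7 genes for the PPP was higher and 1 lower than in 30D by edgeR's quasi-likelihood test, and 2 and 1 when adjusted over the list alone. Calls for the PPP numbered 0 higher and 1 lower on library totals. The PPP had a median log2 fold change of 0.39, or 0.37 relative to all genes tested. 6 of 8 genes for the PPP had a higher mean ppm in 30X and 2 a lower one, with all 3 libraries above those of 30D for 3 and below for 1, where chance separates 10% and 39.5% of all genes tested were separated. TKL1 (KLMA_80302, log2 fold change 1.54) was higher. RKI1 (KLMA_80221, log2 fold change -1.80) was lower. TKL1 has a neighbour on the same strand with a fold change of the other sign. TKL1 lost its call without 30D replicates 2 (0.107) or 3 (0.107), 45D replicate 3 (0.0544) or 30X replicates 1 (0.0997), 2 (0.110) or 3 (0.0626), and RKI1 without 30X replicates 1 (0.0639) or 3 (0.0615), with the adjusted p from the same test in parentheses. The PPP had 3 higher genes without 45D replicate 1.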

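Pyruvate is turned into ethanol or into acetyl-CoA, which enters the TCA cycle. Of 16 genes for the steps from pyruvate to acetyl-CoA and ethanol tested, 2 were higher and 2 lower in 30X than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 2 and 3 when adjusted over the list alone. The steps from pyruvate to acetyl-CoA and ethanol had a median log2 fold change of -0.02, or -0.04 relative to all genes tested. 7 of 16 genes for the steps from pyruvate to acetyl-CoA and ethanol had a higher mean ppm in 30X and 9 a lower one, with all 3 libraries above those of 30D for 4 and below for 3, where chance separates 10% and 39.5% of all genes tested were separated. ALD4 (KLMA_50012) and ACS1 (KLMA_30602, log2 fold change 4.03) were higher. ALD5 (KLMA_40404) and ADH4b (KLMA_20158) were lower. The steps from pyruvate to acetyl-CoA and ethanol had 1 lower gene without 30D replicates 1, 2 or 3, 30DS replicates 1, 2 or 3, 45D replicate 3 or 30X replicates 2 or 3. Among the 17 tested genes for the TCA cycle, edgeR's quasi-likelihood test called 4 higher and 1 lower in 30X than in 30D, and the same numbers when adjusted over the list alone. Calls for the TCA cycle numbered 2 higher and 1 lower on library totals. The TCA cycle had a median log2 fold change of 0.92, or 0.90 relative to all genes tested. 13 of 17 genes for the TCA cycle had a higher mean ppm in 30X and 4 a lower one, with all 3 libraries above those of 30D for 9 and below for 2, where chance separates 10% and 39.5% of all genes tested were separated. CIT3 (KLMA_70444), IDP1 (KLMA_40470, log2 fold change 2.40) and FUM1 (KLMA_80028, log2 fold change 1.40) were among those higher. FUM1 was chosen after its values were seen. IDP1 lost its call without 30D replicates 1 (0.0666), 2 (0.0723) or 3 (0.0645) or 30X replicates 2 (0.103) or 3 (0.0760), and FUM1 without 30D replicates 2 (0.105) or 3 (0.111), 30DS replicates 1 (0.0537), 2 (0.0565) or 3 (0.0625), 45D replicate 3 (0.0513) or 30X replicates 1 (0.128), 2 (0.119) or 3 (0.111), with the adjusted p from the same test in parentheses. The TCA cycle had 2 higher genes without 30D replicates 2 or 3 or 30X replicates 2 or 3. The TCA cycle had 0 lower genes without 30X replicates 1, 2 or 3.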

A part of the ethanol produced in the cytoplasm may thus be consumed by conversion to acetyl-CoA in mitochondria through the ethanol-acetaldehyde shuttle followed by TCA cycle, which is consistent with low ethanol productivity in xylose medium [4]. In contrast, *ADH2* and *ADH4b* for alcohol dehydrogenases, *GUT1* for glycerol kinase and *GUT2* for the glycerol-3-phosphate shuttle were downregulated. 

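Alcohol dehydrogenases interconvert ethanol and acetaldehyde, and GUT1 and GUT2 encode the steps from glycerol to dihydroxyacetone phosphate. ADH2 (KLMA_40220), for alcohol dehydrogenase 2, lies on chromosome 4 from 519483 to 520529 and had 31.2 ± 14.5 ppm (SD, n = 3) in 30X and 3314 ± 1951 ppm (SD, n = 3) in 30D. ADH2 had a log2 fold change of -6.79 (standard error 2.05, adjusted p = 0.0880 from edgeR's quasi-likelihood test). MRPS9 (KLMA_40221), its neighbour on the same strand, was at least 1089-fold higher. ADH2 was called without 45D replicate 1 (0.00273), with the adjusted p from the same test in parentheses. ADH2 was called lower in the June libraries (log2 fold change -7.27, adjusted p = 0.00164). DESeq2 gave it an adjusted p of 0.000162, the exact test in edgeR 0.00765. ADH4b (KLMA_20158), for alcohol dehydrogenase 4, lies on chromosome 2 from 348437 to 349576 and had 40.5 ± 7.50 ppm (SD, n = 3) in 30X and 1446 ± 189 ppm (SD, n = 3) in 30D. ADH4b had a log2 fold change of -5.12 (standard error 0.47, adjusted p = 0.000615 from edgeR's quasi-likelihood test). UTP11 (KLMA_20159), its neighbour on the same strand, had a log2 fold change of the other sign (2.48). GUT1 (KLMA_80412), for glycerol kinase, lies on chromosome 8 from 890833 to 892839 and had 54.6 ± 49.0 ppm (SD, n = 3) in 30X and 3709 ± 2832 ppm (SD, n = 3) in 30D. GUT1 had a log2 fold change of -5.78 (standard error 3.32, adjusted p = 0.414 from edgeR's quasi-likelihood test). RPL8B (KLMA_80413), its neighbour on the same strand, was at least 10984-fold higher. GUT2 (KLMA_30722), for glycerol-3-phosphate dehydrogenase, lies on chromosome 3 from 1565763 to 1567691 and had 24.6 ± 7.28 ppm (SD, n = 3) in 30X and 168 ± 49.0 ppm (SD, n = 3) in 30D. GUT2 had a log2 fold change of -2.73 (standard error 1.67, adjusted p = 0.450 from edgeR's quasi-likelihood test). GUT2 was called without 45D replicate 1 (0.00802), with the adjusted p from the same test in parentheses. GUT2 was called lower in the June libraries (adjusted p = 0.00453).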

TSS results also indicate the generation of acetyl-CoA from the fatty acids through the peroxisomal β-oxidation pathway (Figure 2C), indicating the possibility that fatty acids could be a subsidiary intracellular carbon source in xylose medium. Such supply of acetyl-CoA in xylose medium might result in more NADH production and generate more ATP, which is required for phosphorylation of xylulose and dihydroxyacetone. 

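POX1 and POT1 encode the first and the last enzyme of a turn of β-oxidation. POT1 (KLMA_20220), for 3-ketoacyl-CoA thiolase, lies on chromosome 2 from 486389 to 487624 and had 36497 ± 6144 ppm (SD, n = 3) in 30X and 41.6 ± 10.9 ppm (SD, n = 3) in 30D. POT1 had a log2 fold change of 9.86 (standard error 0.44, adjusted p = 5.04e-06 from edgeR's quasi-likelihood test). THI72 (KLMA_20221), its neighbour on the same strand, had a log2 fold change of the other sign (-2.70). POX1 (KLMA_20263), for acyl-coenzyme A oxidase, lies on chromosome 2 from 568851 to 571058 and had 792 ± 138 ppm (SD, n = 3) in 30X and 2.37 ± 0.886 ppm (SD, n = 3) in 30D. POX1 had a log2 fold change of 8.37 (standard error 1.54, adjusted p = 0.0116 from edgeR's quasi-likelihood test). POX1 lost its call without 30D replicate 2 (0.0590), with the adjusted p from the same test in parentheses.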

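DAK1 (KLMA_50161), for dihydroxyacetone kinase, lies on chromosome 5 from 340647 to 342413 and had 385 ± 145 ppm (SD, n = 3) in 30X and 43.4 ± 56.5 ppm (SD, n = 3) in 30D. DAK1 had a log2 fold change of 3.64 (standard error 0.91, adjusted p = 0.0420 from edgeR's quasi-likelihood test). POB3 (KLMA_50162), its neighbour on the same strand, was at least 38.2-fold lower. DAK1 lost its call without 30D replicates 2 (0.147) or 3 (0.123), 30DS replicates 1 (0.0527), 2 (0.0655) or 3 (0.0631), 45D replicate 3 (0.0661) or 30X replicates 1 (0.0857), 2 (0.130) or 3 (0.103), with the adjusted p from the same test in parentheses. For glycerol and dihydroxyacetone metabolism, 1 of 8 genes was higher and 1 lower in 30X by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for glycerol and dihydroxyacetone metabolism numbered 0 higher and 1 lower on library totals. Glycerol and dihydroxyacetone metabolism had a median log2 fold change of 0.08, or 0.06 relative to all genes tested, but of -0.17 (-0.05 relative to all genes) scaled by library totals only, and a mean of the other sign (-1.01). DAK1 (KLMA_50161) was higher. FPS1 (KLMA_80411, log2 fold change -4.63) was lower. Glycerol and dihydroxyacetone metabolism had 0 higher genes without 30D replicates 2 or 3, 30DS replicates 1, 2 or 3, 45D replicate 3 or 30X replicates 1, 2 or 3. Glycerol and dihydroxyacetone metabolism had 2 lower genes without 45D replicate 1.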

Additional ATP may also be supplied as a result of the *DAK1* upregulation in the cytoplasm (Figure 2A).

## Discussion

As the first step to understanding the genetic basis of the highly efficient yeast *K. marxianus*, complete genome sequence and transcriptome analyses of its most thermotolerant strain were performed. The former analysis revealed many gene resources for the ability to assimilate various sugars in addition to species-specific genes. The latter clarified the molecular basis of attractive traits of the yeast. All information obtained here about the yeast will be useful for fundamental and applied research for innovative applications.

The thermotolerance as an attractive trait was investigated under the 45D condition, which revealed that *K. marxianus* seems to drastically change metabolic pathways from those under the 30D condition, that is, the enhancement of PPP and the attenuation of TCA cycle after the fumarate-producing step. The changes lead to the speculation that the former provides NADPH for scavenging ROS and that the latter deals with H_2_O_2_ via the electron transfer from Sdh to cytochrome *c* peroxidase (Figures 2 and 3). Consistent with these conjectures, a higher temperature generates more ROS, which causes DNA damage [36]. Notably, the findings of the upregulation of genes for DNA double-stranded break repair and removal of uracil in DNA molecules suggest the occurrence of enhancement of double-stranded break or deamination of cytosines in DNA at high temperatures. In addition, ATP synthesis via oxidative phosphorylation may be greatly reduced due to the repression of *ATP3* for the gamma subunit of ATP synthase. 

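Uracil in DNA is cut out by uracil-DNA glycosylase. UNG1 (KLMA_40589), for this enzyme, lies on chromosome 4 from 1332272 to 1333318 and had 113 ± 17.2 ppm (SD, n = 3) in 45D and 3.14 ± 1.67 ppm (SD, n = 3) in 30D. UNG1 had a log2 fold change of 3.69 (standard error 0.53, adjusted p = 0.00163 from edgeR's quasi-likelihood test).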

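ATP synthase has a central stalk formed by its gamma subunit. ATP3 (KLMA_50237), for the gamma subunit, lies on chromosome 5 from 499614 to 500483 and had 0 tags in the 3 libraries of 45D and 74.2 ± 12.4 ppm (SD, n = 3) in 30D. ATP3 was at least 3122-fold lower than in 30D (adjusted p = 6.89e-05 from edgeR's quasi-likelihood test). In 45D, 1 of the 18 genes for ATP synthase was higher and 3 lower than in 30D by edgeR's quasi-likelihood test, and 1 and 4 when adjusted over the list alone. Calls for ATP synthase numbered 4 higher and 1 lower on library totals. ATP synthase had a median log2 fold change of -1.17, or -0.92 relative to all genes tested, but of 0.60 (-0.79 relative to all genes) scaled by library totals only. 11 of 19 genes for ATP synthase had a higher mean ppm in 45D and 7 a lower one, with all 3 libraries above those of 30D for 4 and below for 2, where chance separates 10% and 39.8% of all genes tested were separated. ATP25 (KLMA_30567) was higher. ATP3 (KLMA_50237), STF2 (KLMA_40045, log2 fold change -2.72) and ATP1 (KLMA_70140, log2 fold change -1.74) were lower. ATP1 has a neighbour on the same strand with a fold change of the other sign. ATP synthase had 5 lower genes without 45D replicate 3.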

The existence of additional strategies is guessed from the TSS analysis data for survival at high temperature: alteration of ribosome biogenesis including pre-rRNA processing presumably for stable and efficient protein synthesis, reduction of mitochondrial ribosome biogenesis probably for saving energy, reinforcement of checkpoints of DNA replication and spindle assembly, minimization of electron leakage in respiratory chain by reduction of NADH dehydrogenase, and Coenzyme Q or enhanced expression of Hsps and chaperones. 

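NADH dehydrogenases feed electrons into coenzyme Q. Of 2 genes for NADH dehydrogenases tested, 0 were higher and 1 lower in 45D than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for NADH dehydrogenases numbered 0 on library totals, by edgeR's exact test, with upper-quartile scaling and in a fit of the 6 libraries alone. 1 of the 2 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 1 lower. NADH dehydrogenases had a median log2 fold change of -1.94, or -1.69 relative to all genes tested. 0 of 2 genes for NADH dehydrogenases had a higher mean ppm in 45D and 2 a lower one, with all 3 libraries above those of 30D for 0 and below for 0, where chance separates 10% and 39.8% of all genes tested were separated. NDI1 (KLMA_10279, log2 fold change -2.04) was lower. NDI1 lost its call without 30D replicates 2 (0.0750) or 3 (0.122), 30DS replicate 3 (0.0517), 45D replicates 1 (0.0535) or 3 (0.0684) or 30X replicates 1 (0.0557) or 3 (0.0552), with the adjusted p from the same test in parentheses. Among the 11 tested genes for coenzyme Q biosynthesis, edgeR's quasi-likelihood test called 1 higher and 3 lower in 45D than in 30D, and 1 and 4 when adjusted over the list alone. Coenzyme Q biosynthesis had a median log2 fold change of -2.09, or -1.83 relative to all genes tested. 5 of 11 genes for coenzyme Q biosynthesis had a higher mean ppm in 45D and 6 a lower one, with all 3 libraries above those of 30D for 2 and below for 3, where chance separates 10% and 39.8% of all genes tested were separated. COQ11 (KLMA_50131, log2 fold change 3.33) was higher. CAT5 (KLMA_20608, at least 498-fold lower), COQ1 (KLMA_60114, log2 fold change -4.44) and COQ9 (KLMA_50314, log2 fold change -2.09) were lower. CAT5 and COQ1 were chosen after their values were seen. COQ9 lost its call without 30D replicates 1 (0.0577), 2 (0.0842) or 3 (0.112), 30DS replicates 2 (0.0615) or 3 (0.0627), 45D replicate 2 (0.0644) or 30X replicates 1 (0.0666), 2 (0.0670) or 3 (0.0677), with the adjusted p from the same test in parentheses. Coenzyme Q biosynthesis had 2 higher genes without 45D replicate 3.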

Taken together, the thermotolerance of *K. marxianus* is likely achieved by systematic mechanisms consisting of various strategies. Especially, the yeast would mainly acquire ATP from glycolysis rather than TCA cycle at high temperatures, which could prevent the generation of ROS by minimization of mitochondrial activity.

Under a static condition, the growth and ethanol production of *K. marxianus* were low compared to those under a shaking condition [4], probably due to low ATP yield in mitochondria, which may be related to the enhanced expression of *AAC. K. lactis* bearing a null mutation of *AAC2* exhibits growth defect on glycerol, galactose, maltose, and raffinose [37]. In addition, the expression of *RAG5* for hexokinase was relatively low. 

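RAG5 (KLMA_60412), for hexokinase, lies on chromosome 6 from 859334 to 860791 and had 529 ± 197 ppm (SD, n = 3) in 30DS and 3035 ± 2129 ppm (SD, n = 3) in 30D. RAG5 had a log2 fold change of -3.79 (standard error 0.71, adjusted p = 0.00752 from edgeR's quasi-likelihood test).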

In *K. lactis*, *RAG5* mutations [38] abolish the expression of *RAG1* for a low-affinity glucose transporter [39] and decrease the level of the 2.0-kb mRNA species of *HGT1* for a high-affinity glucose transporter [40]. Furthermore, NADH would be accumulated in the cytoplasm because of the downregulation of *GAP1* for glyceraldehyde-3-phosphate dehydrogenase. 

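GAP1 (KLMA_40218), for glyceraldehyde-3-phosphate dehydrogenase, lies on chromosome 4 from 516147 to 517136 and had 3382 ± 1477 ppm (SD, n = 3) in 30DS and 12612 ± 6409 ppm (SD, n = 3) in 30D. GAP1 (KLMA_40218) had a log2 fold change of -2.80 (standard error 0.45, adjusted p = 0.00373 from edgeR's quasi-likelihood test).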

Contrarily, respiratory genes kept their transcriptional levels similar to those under the 30D condition (Additional file 1: Figure S8). Such situations may raise reactive oxygen species from the respiratory chain to cause oxidative stress. 

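The bc1 complex passes electrons from coenzyme Q to cytochrome c. For the bc1 complex, 0 of 9 genes were higher and 2 lower in 30DS by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for the bc1 complex numbered 0 on library totals, by edgeR's exact test and in a fit of the 6 libraries alone. 2 of the 9 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 2 lower. The bc1 complex had a median log2 fold change of -0.54, or -0.67 relative to all genes tested, but of 0.24 (-0.90 relative to all genes) scaled by library totals only. 6 of 9 genes for the bc1 complex had a higher mean ppm in 30DS and 3 a lower one, with all 3 libraries above those of 30D for 0 and below for 0, where chance separates 10% and 44.2% of all genes tested were separated. QCR7 (KLMA_10034, log2 fold change -1.68) and COR1 (KLMA_70095, log2 fold change -1.66) were lower. QCR7 lost its call without 30D replicate 2 (0.0820) or 30DS replicates 2 (0.0668) or 3 (0.0675), and COR1 without 30DS replicates 2 (0.0726) or 3 (0.0599), with the adjusted p from the same test in parentheses. QCR7 (adjusted p = 0.0566) lost its call in the same test with the replicate number as a block. The bc1 complex had 1 lower gene with the replicate number as a block. In 30DS, 1 of the 11 genes for coenzyme Q biosynthesis was higher and 0 lower than in 30D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for coenzyme Q biosynthesis numbered 2 higher and 0 lower on library totals, and 0 by edgeR's exact test and in a fit of the 6 libraries alone. 2 of the 11 had an unadjusted p under 0.05, and DESeq2 called 3 higher and 0 lower. Coenzyme Q biosynthesis had a median log2 fold change of 1.05, or 0.92 relative to all genes tested. 10 of 11 genes for coenzyme Q biosynthesis had a higher mean ppm in 30DS and 1 a lower one, with all 3 libraries above those of 30D for 8 and below for 0, where chance separates 10% and 44.2% of all genes tested were separated. COQ2 (KLMA_20244, log2 fold change 1.93) was higher. COQ2 lost its call without 30D replicates 1 (0.0561), 2 (0.0593) or 3 (0.0571) or 30DS replicates 2 (0.0668) or 3 (0.0586), with the adjusted p from the same test in parentheses.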

Consistently, cytoplasmic oxidative stress response genes were relatively strongly expressed (Figure 3B), especially glutathione-related genes depicted at the cytoplasm side were highly induced. 

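Glutathione, thioredoxin and superoxide dismutase genes act against ROS in the cytoplasm. Of 11 genes for cytoplasmic ROS scavenging drawn in Fig. 3B tested, 1 was higher and 1 lower in 30DS than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for cytoplasmic ROS scavenging drawn in Fig. 3B numbered 1 higher and 0 lower on library totals. Cytoplasmic ROS scavenging drawn in Fig. 3B had a median log2 fold change of 0.63, or 0.50 relative to all genes tested. 10 of 12 genes for cytoplasmic ROS scavenging drawn in Fig. 3B had a higher mean ppm in 30DS and 2 a lower one, with all 3 libraries above those of 30D for 5 and below for 1, where chance separates 10% and 44.2% of all genes tested were separated. AHP1 (KLMA_40173) was higher. SOD1 (KLMA_70087, log2 fold change -1.68) was lower. SOD1 lost its call without 30D replicate 2 (0.0598), with the adjusted p from the same test in parentheses. Cytoplasmic ROS scavenging drawn in Fig. 3B had 2 higher genes without 30DS replicate 1. The genes with a higher mean ppm in 30DS were TRR1, GLR1, GSH2, GSH1, AHP1, CCS1, TSA1, GRX8, CTT1 and TRX2. The mean was lower for HYR1 and SOD1. The direction of the mean ppm turned without 30DS replicate 1 for TRX2 and without 30D replicate 1 for HYR1.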

Almost *HSP*s, however, were not upregulated under the 30DS condition as under the 30D condition (Figure 3A). These metabolic activities may lead the low level of cell proliferation under a static condition.

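Heat shock genes in static culture were tested over the authors' list of Table S18. Among the 34 tested genes for heat shock proteins and chaperones, edgeR's quasi-likelihood test called 2 higher and 5 lower in 30DS than in 30D, and 2 and 6 when adjusted over the list alone. Calls for heat shock proteins and chaperones numbered 3 higher and 2 lower on library totals. Heat shock proteins and chaperones had a median log2 fold change of -0.78, or -0.91 relative to all genes tested, but of 0.17 (-0.97 relative to all genes) scaled by library totals only. Camera ranked heat shock proteins and chaperones lower than the other genes (adjusted p = 0.0198, and adjusted p = 0.0946 with an estimated correlation). 18 of 34 genes for heat shock proteins and chaperones had a higher mean ppm in 30DS and 16 a lower one, with all 3 libraries above those of 30D for 7 and below for 8, where chance separates 10% and 44.2% of all genes tested were separated. CPR7 (KLMA_10728, log2 fold change 1.67) and SSQ1 (KLMA_50274, log2 fold change 1.23) were higher. TAH1 (KLMA_30496, log2 fold change -3.81), HSP26 (KLMA_40128, log2 fold change -3.41), SBA1 (KLMA_30561, log2 fold change -2.30), HSP31 (KLMA_80019, log2 fold change -1.99) and SEC18 (KLMA_30551, log2 fold change -1.67) were lower. CPR7, SSQ1 and SEC18 were chosen after their values were seen. SSQ1, HSP26 and SEC18 have a neighbour on the same strand with a fold change of the other sign. CPR7 lost its call without 30D replicates 1 (0.0702), 2 (0.0770) or 3 (0.122), 30DS replicates 1 (0.0720) or 3 (0.116), 45D replicate 3 (0.0538) or 30X replicates 1 (0.0615) or 3 (0.0517), and SSQ1 without 30D replicates 1 (0.110), 2 (0.149) or 3 (0.0799), 30DS replicates 2 (0.0995) or 3 (0.165), 45D replicates 2 (0.0589) or 3 (0.0733) or 30X replicates 1 (0.0732), 2 (0.0812) or 3 (0.0767), with the adjusted p from the same test in parentheses. HSP31 lost its call without 30D replicate 3 (0.0557) or 30DS replicate 3 (0.0586), and SEC18 without 30D replicates 2 (0.0800) or 3 (0.0864) or 30DS replicates 1 (0.0574) or 2 (0.0804), with the adjusted p from the same test in parentheses. CPR7 (adjusted p = 0.0792), SSQ1 (adjusted p = 0.0693) and SEC18 (adjusted p = 0.0557) lost their calls in the same test with the replicate number as a block. Heat shock proteins and chaperones had 0 higher genes with the replicate number as a block.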

Regulation of gene expression in response to the level of oxygen is achieved via several transcription factors. Under a static condition, *K. marxianus* seems to increase glucose metabolism and shift to fermentation, implying a connection between the oxygen- and glucose-sensing pathways. In *S. cerevisiae* and *K. lactis*, the transcription factor Hap1 mediates the induction of genes involved in their respiration, lipid metabolism, and oxidative stress response [11]. *K. lactis* Hap1 negatively regulates fermentation [41]. In contrast, the *HAP1* expression in *K. marxianus* was upregulated under the 30DS condition, and consistently, several genes related to ATP synthase and chaperones for respiratory chain components were upregulated (Additional file 1: Figure S8). These lines of evidence and the enhanced expression of genes for glycolytic pathway suggest differences in regulation of oxygen-responsive genes from those in *S. cerevisiae* and *K. lactis*.

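Hap1 is a transcription factor that responds to heme and oxygen. HAP1 (KLMA_40297), annotated as a transcriptional regulator, lies on chromosome 4 from 700814 to 704488 and had 74.2 ± 14.8 ppm (SD, n = 3) in 30DS and 9.80 ± 7.34 ppm (SD, n = 3) in 30D. HAP1 had a log2 fold change of 1.65 (standard error 0.79, adjusted p = 0.244 from edgeR's quasi-likelihood test). All 3 libraries of 30DS lay above all 3 of 30D in ppm, as did those of 1654 of the 4603 genes tested, where chance separates 10% in either direction. On library totals the log2 fold change was 2.95 (adjusted p = 0.0236 from the same test), beside the median of 1.14 of all genes. For ATP synthase, 1 of 18 genes was higher and 2 lower in 30DS by edgeR's quasi-likelihood test, and 2 and 2 when adjusted over the list alone. Calls for ATP synthase numbered 2 higher and 1 lower on library totals. ATP synthase had a median log2 fold change of -0.73, or -0.87 relative to all genes tested, but of 0.29 (-0.85 relative to all genes) scaled by library totals only. 13 of 19 genes for ATP synthase had a higher mean ppm in 30DS and 6 a lower one, with all 3 libraries above those of 30D for 5 and below for 1, where chance separates 10% and 44.2% of all genes tested were separated. ATP25 (KLMA_30567, log2 fold change 4.94) was higher. STF2 (KLMA_40045, log2 fold change -3.09) and ATP15 (KLMA_80022, log2 fold change -1.59) were lower. ATP15 lost its call without 30D replicates 1 (0.0583), 2 (0.114) or 3 (0.0681), 30DS replicates 2 (0.124) or 3 (0.128) or 30X replicates 1 (0.0589), 2 (0.0572) or 3 (0.0632), with the adjusted p from the same test in parentheses. ATP15 (adjusted p = 0.0670) lost its call in the same test with the replicate number as a block. ATP synthase had 1 lower gene with the replicate number as a block. ATP synthase had 2 higher genes without 30DS replicate 1 or 45D replicate 1.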

The oxidative stress-response genes were found to be highly induced under the three conditions tested (Figures 2C and 4B,C,D,E), indicating that ROS is accumulated in the cytoplasm, mitochondria, and peroxisome under the 30DS and 30X conditions and in the cytoplasm and mitochondria under the 45D condition. 

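Removal of ROS was tested in each condition with the lists of Fig. 3. In 45D, 0 of the 11 genes for cytoplasmic ROS scavenging were higher and 0 lower than in 30D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for cytoplasmic ROS scavenging numbered 2 higher and 0 lower on library totals. 2 of the 11 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 1 lower. Cytoplasmic ROS scavenging had a median log2 fold change of -1.03, or -0.78 relative to all genes tested, but of 1.01 (-0.38 relative to all genes) scaled by library totals only. 9 of 12 genes for cytoplasmic ROS scavenging had a higher mean ppm in 45D and 2 a lower one, with all 3 libraries above those of 30D for 2 and below for 0, where chance separates 10% and 39.8% of all genes tested were separated. AHP1 (KLMA_40173, 0.65, adjusted p = 0.434) and TSA1 (KLMA_40574, -0.83, adjusted p = 0.154), the members with the highest mean ppm, did not pass in edgeR (log2 fold changes in parentheses). TSA1 gained a call without 30D replicate 1 (0.0419), with the adjusted p from the same test in parentheses. Cytoplasmic ROS scavenging had 1 lower gene without 30DS replicate 1 or 45D replicates 1 or 3 and 2 without 30D replicate 1. Of 11 genes for cytoplasmic ROS scavenging tested, 1 was higher and 0 lower in 30X than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. 2 of the 11 had an unadjusted p under 0.05, and DESeq2 called 2 higher and 0 lower. Cytoplasmic ROS scavenging had a median log2 fold change of 0.81, or 0.79 relative to all genes tested. 9 of 12 genes for cytoplasmic ROS scavenging had a higher mean ppm in 30X and 3 a lower one, with all 3 libraries above those of 30D for 5 and below for 1, where chance separates 10% and 39.5% of all genes tested were separated. AHP1 (KLMA_40173) was higher. Among the 9 tested genes for mitochondrial ROS scavenging, edgeR's quasi-likelihood test called 0 higher and 1 lower in 30DS than in 30D, and the same numbers when adjusted over the list alone. Calls for mitochondrial ROS scavenging numbered 1 higher and 0 lower on library totals, 3 and 2 in the June libraries, and 0 by edgeR's exact test, with upper-quartile scaling and in a fit of the 6 libraries alone. 3 of the 9 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 2 lower. Mitochondrial ROS scavenging had a median log2 fold change of -1.16, or -1.29 relative to all genes tested, but of 0.04 (-1.09 relative to all genes) scaled by library totals only. 6 of 10 genes for mitochondrial ROS scavenging had a higher mean ppm in 30DS and 4 a lower one, with all 3 libraries above those of 30D for 3 and below for 0, where chance separates 10% and 44.2% of all genes tested were separated. GRX5 (KLMA_30366, log2 fold change -1.78) was lower. GRX5 lost its call without 30D replicates 1 (0.0629), 2 (0.113) or 3 (0.103), 30DS replicates 2 (0.0646) or 3 (0.1251), 45D replicate 3 (0.0588) or 30X replicates 1 (0.0697), 2 (0.0688) or 3 (0.0743), with the adjusted p from the same test in parentheses. GRX5 (adjusted p = 0.0793) lost its call in the same test with the replicate number as a block. Mitochondrial ROS scavenging had 0 lower genes with the replicate number as a block. Mitochondrial ROS scavenging had 2 higher genes without 30DS replicate 1. Mitochondrial ROS scavenging had 2 lower genes without 30DS replicate 1. For mitochondrial ROS scavenging, 0 of 9 genes were higher and 0 lower in 30X by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. 1 of the 9 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 0 lower. Mitochondrial ROS scavenging had a median log2 fold change of 1.49, or 1.47 relative to all genes tested. 9 of 10 genes for mitochondrial ROS scavenging had a higher mean ppm in 30X and 1 a lower one, with all 3 libraries above those of 30D for 5 and below for 0, where chance separates 10% and 39.5% of all genes tested were separated. SOD2 (KLMA_20553, 1.73, adjusted p = 0.822) and CCP1 (KLMA_50260, 0.66, adjusted p = 0.514), the members with the highest mean ppm, did not pass in edgeR (log2 fold changes in parentheses). CCP1 has a neighbour on the same strand with a fold change of the other sign.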

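Hydrogen peroxide is removed by peroxiredoxins and catalase. AHP1 (KLMA_40173), annotated as a type-2 peroxiredoxin, lies on chromosome 4 from 407750 to 408259 and had 2887 ± 1256 ppm (SD, n = 3) in 30DS and 75.8 ± 20.8 ppm (SD, n = 3) in 30D. AHP1 had a log2 fold change of 4.18 (standard error 0.56, adjusted p = 0.00167 from edgeR's quasi-likelihood test). Its level was 370.5 ± 184 ppm (SD, n = 3) in 45D, a log2 fold change of 0.65 (standard error 0.50, adjusted p = 0.434 from the same test), and 2229 ± 469.7 ppm (SD, n = 3) in 30X, one of 4.92 (standard error 0.58, adjusted p = 0.00169). CTA1 (KLMA_60401), for peroxisomal catalase A, lies on chromosome 6 from 835422 to 836957 and had 26.5 ± 10.2 ppm in 30DS, 132 ± 116 ppm in 45D and 162 ± 37.5 ppm in 30X, beside 226 ± 391 ppm in 30D (SD, n = 3). It was of log2 fold change -3.52 in 30DS (adjusted p = 0.525), of log2 fold change -1.81 in 45D (adjusted p = 0.711) and of log2 fold change 0.19 in 30X (adjusted p = 0.993) by edgeR's quasi-likelihood test. Without 30D replicate 1, CTA1 had 4 tags left in 30D, and its log2 fold change in 30X was 9.36 (adjusted p = 0.121). In 30DS, SGF11 (KLMA_60400), its neighbour on the same strand, had a log2 fold change of the other sign (2.37). CTA1 in 30DS changed sign without 30D replicate 1 (log2 fold change 5.65). CTA1 in 30DS also had the other sign in limma on log2 ppm (1.47 to 3.12) and with the April run as a term (0.13). CTA1 in 30DS was called higher in the June libraries (log2 fold change 5.10, adjusted p = 0.00817). CTA1 in 45D changed sign without 30D replicate 1 (log2 fold change 7.36). CTA1 in 45D also had the other sign in limma on log2 ppm (0.87 to 2.42) and with the April run as a term (2.81). CTA1 in 45D was called higher in the June libraries (log2 fold change 7.88, adjusted p = 0.00200). In 30X, PDAT9 (KLMA_60402), its neighbour on the same strand, had a log2 fold change of the other sign (-8.65). CTA1 in 30X changed sign without 30D replicates 2 (log2 fold change -0.41) or 3 (log2 fold change -0.41). CTA1 in 30X was called higher in the June libraries (log2 fold change 9.25, adjusted p = 0.00307). On library totals the sign of CTA1 turned in 30X (-0.54). DOT5 (KLMA_50406), annotated as a peroxiredoxin, lies on chromosome 5 from 871413 to 872048 and had 0 ± 0 ppm in 30DS, 0 ± 0 ppm in 45D and 88.1 ± 99.3 ppm in 30X, beside 4.56 ± 7.90 ppm in 30D (SD, n = 3). It was at least 147-fold lower in 30DS (adjusted p = 0.296), at least 234-fold lower in 45D (adjusted p = 0.210) and of log2 fold change 4.01 in 30X (adjusted p = 0.657) by edgeR's quasi-likelihood test. All tags of DOT5 in 30D came from replicate 3, and without it the log2 fold change was 0 in 30DS and in 45D (adjusted p = 1.00 in both) and the change in 30X has 0 tags in 30D as its base. In 30DS, KLMA_50405, its neighbour on the same strand, had a log2 fold change of the other sign (4.03). DOT5 in 30DS was called lower by DESeq2 (adjusted p = 2.78e-07). In 45D, KLMA_50405, its neighbour on the same strand, had a log2 fold change of the other sign (2.74). DOT5 in 45D was called lower by DESeq2 (adjusted p = 1.83e-07). In 30X, CUB1 (KLMA_50407), its neighbour on the same strand, had a log2 fold change of the other sign (-3.22).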

Notably, Ahp1 in addition to Cta1 and Dot5 may be responsible for H_2_O_2_ detoxification in the peroxisome and nucleus, respectively.

Xylose assimilation capability as the second trait was examined under the 30X condition. It is known that *K. marxianus* tends to suffer from cofactor imbalance in xylose medium [42,43], and thus, its growth strongly depends on mitochondrial respiratory activity [44]. Interconvertibility of NAD^+^ species for maintaining the redox balance is essential for growth efficiency and metabolite excretion [45], but the yeast is incapable of directly converting NAD^+^ and NADPH into NADP^+^ and NADH owing to lack of transhydrogenases [46]. Instead, redox-balancing mechanisms between the cytoplasm and mitochondria are probably used to resolve the NADH/NADPH imbalance. Reoxidation of cytosolic NADPH and its strong connection to oxidative stress in *K. lactis* have been reported [47,48]. In *S. cerevisiae*, five cytosolic-mitochondrial redox shuttles have been proposed [49]. Of these, genes for enzymes related to ethanol-acetaldehyde, citrate-oxoglutarate, and oxaloacetate-malate shuttles were relatively upregulated under the 30X condition (Figures 2A,B). 

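Ethanol and acetaldehyde can carry reducing equivalents between cytoplasm and mitochondria through alcohol dehydrogenases. In 30X, 0 of the 6 genes for alcohol dehydrogenases were higher and 1 lower than in 30D by edgeR's quasi-likelihood test, and 0 and 2 when adjusted over the list alone. 2 of the 6 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 2 lower. Alcohol dehydrogenases had a median log2 fold change of 0.40, or 0.38 relative to all genes tested, and a mean of the other sign (-0.93). 3 of 6 genes for alcohol dehydrogenases had a higher mean ppm in 30X and 3 a lower one, with all 3 libraries above those of 30D for 2 and below for 2, where chance separates 10% and 39.5% of all genes tested were separated. ADH4b (KLMA_20158) was lower. Alcohol dehydrogenases had 1 higher gene without 45D replicate 1. Alcohol dehydrogenases had 2 lower genes without 45D replicate 1.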

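The GABA shunt turns glutamate into succinate. Of 5 genes for the GABA shunt tested, 0 were higher and 0 lower in 30X than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. 2 of the 5 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 1 lower. The GABA shunt had a median log2 fold change of -1.48, or -1.50 relative to all genes tested. GAD1 (KLMA_30556, at least 448-fold lower, adjusted p = 0.124) and UGA1 (KLMA_40198, 1.10, adjusted p = 0.813), the members with the highest mean ppm, did not pass in edgeR (log2 fold changes in parentheses). GAD1 has a neighbour on the same strand with a fold change of the other sign. GAD1 gained a call without 30D replicate 1 (0.0111), with the adjusted p from the same test in parentheses. The GABA shunt had 1 lower gene without 30D replicate 1. Mean levels in 30D, 30DS, 45D and 30X were 5.39, 12.8, 0.263 and 13.2 ppm for gabD (KLMA_30136) and 27.3, 67.5, 0 and 0 ppm for GAD1 (KLMA_30556) (n = 3 each). In the same order they were 35.8, 28.2, 22.6 and 80.2 ppm for UGA1 (KLMA_40198), 13.8, 13.6, 25.2 and 4.86 ppm for UGA3 (KLMA_50305) and 8.77, 8.48, 0 and 0.667 ppm for gabD (KLMA_60125).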

The GABA shunt from 2-oxoglutarate to succinate that has been proposed in *S. cerevisiae* and *S. stipitis* [21,50] may not be so important due to the low expression of related genes (Additional file 1: Figure S10), suggesting that *K. marxianus* uses different shuttles for resolving the cofactor imbalance from those of the two yeasts. In addition to TCA cycle intermediates by these shuttles, acetyl-CoA might be transferred from peroxisome on the basis of TSS data. Eventually, mitochondrial activity may be enhanced, which tends to increase the leakage of electrons to generate ROS, which is consistent with elevation of expression of oxidative stress-response genes.

The last trait is efficient protein productivity, which meets the demand for fast growth and high yield biomass [51]. The yeast has been exploited as a cell factory to obtain valuable enzymes, showing retention of activity over a large temperature range [52]. 

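INU1 (KLMA_10518), for inulinase, lies on chromosome 1 from 1092883 to 1094553 and had 4455 ± 1366 ppm (SD, n = 3) in 30X and 12940.0 ± 4756 ppm (SD, n = 3) in 30D. INU1 had a log2 fold change of -1.57 (standard error 0.63, adjusted p = 0.204 from edgeR's quasi-likelihood test). PGU1 (KLMA_10516), its neighbour on the same strand, was at least 34.7-fold higher. INU1 was called lower in the June libraries (log2 fold change -1.98, adjusted p = 0.0138). Its mean level was 548 ppm in 30DS and 627 ppm in 45D.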

TSS results under the 30D and 30X conditions reveal high expression of *INU1* for inulinase, which is useful for the production of recombinant proteins in culture medium, as described in previous studies [26,27,53]. These useful characteristics may allow simultaneous production of ethanol and valuable proteins, thus, reducing the cost of ethanol production.

## Conclusions

The complete sequences of *K. marxianus* DMKU 3-1042 nuclear and mitochondrial genomes have been determined, which reveal many genes for the cells to cope with a high temperature and to assimilate a wide variety of sugars including xylose and arabinose in addition to species-specific genes. The present study thus provides the molecular basis of attractive traits of the yeast for industrial applications including high-temperature fermentation, and information of its gene resources and transcriptome data, which are particularly useful for fundamental and applied researches for innovative applications.

## Methods

### Strains, media, and culture conditions

The yeast strain used in this work was *K. marxianus* DMKU 3-1042 strain, which has been deposited in the NITE Biological Resource Center (NBRC) under the deposit numbers NITE BP-283 and NBRC 104275. Media used were YP (1% *w*/*v* yeast extract and 2% *w*/*v* peptone) supplemented with one of two different carbon sources: YPD, with 2% *w*/*v* glucose, or YPX, with 2% *w*/*v* xylose.

### Genome sequencing, assembly, and annotation

Two plasmid libraries with average insert sizes of 3 and 5 kb were generated in pTS1 (Nippon Gene, Tokyo, Japan) and pUC118 (Takara Bio. Inc., Otsu, Shiga, Japan) plasmid vectors, respectively, while a fosmid library with an average insert size of 40 kb was constructed in pCC1FOS (EPICENTRE, Illumina Inc., San Diego, CA, USA). Shotgun sequencing was performed on an ABI 3730*xl* DNA Analyzer (Applied Biosystems Co., Thermo Fisher Scientific, Inc., Foster City, CA, USA). Gaps were closed by the sequencing of gap-spanning PCR products. Telomeric regions were further analyzed by transposon-insertion sequencing of corresponding fosmid clones with Template Generation System II (Finnzymes, Thermo Fisher Scientific, Inc., Foster City, CA, USA). Genome assemblies were validated by optical mapping (OpGen, Gaithersburg, MD, USA). The genome was finally assembled into nine ungapped contigs corresponding to eight chromosomes and a mitochondrion with and average coverage of 11.1x. The mean error rate was estimated to be less than 6 × 10^−8^.

The rRNA-encoding regions were identified by a BLASTN program using the ribosomal sequences of *K. marxianus*, while the tRNA-coding regions were predicted by the ARAGORN program [54]. Proteins-coding gene prediction was performed by combining the Glimmer 3.02 program with a self-training dataset and six-frame prediction by using *in silico* Molecular Cloning (in silico biology, Inc., Yokohama, Kanagawa, Japan) and manual identification [55,56]. Intron prediction was performed by the AUGUSTUS program using the coding DNA sequences (CDSs) of *Ashbya gossypii* as the reference for pattern learning and manual correction of each CDS [57,58]. Functional annotation of the predicted CDSs was performed by BLASTP searching against the nonredundant (nr) database [59] with an E-value threshold of 10^−10^. Protein domains were predicted using the InterProScan program against various domain libraries (Prints, Prosite, PFAM, ProDom, SMART). Protein functions were assigned by KOG database [60]. Assignment of UniProt number was performed by a BLASTP program against the UniProt database [61] with an E-value threshold of 10^−10^. UniProt gene name, cellular localization, and Gene Ontology were assigned based on UniProt database information. The assignment of KO number of KEGG Orthology was performed by the KAAS program [62,63]. Individual annotations were then summarized according to KEGG Orthology and KEGG metabolic pathways.

### Transcriptome analysis in *K. marxianus*

Cells grown in 100-ml Erlenmeyer flasks in 30 ml YPD medium at 30°C, 160 rpm for 18 h were inoculated at the initial OD_660_ of about one into sequential batch culture, which was conducted in 300-ml Erlenmeyer flasks with 100 ml YPD at 30°C or 45°C under the shaking condition (30D and 45D) or the static condition at 30°C (30DS) or with 100 ml YPX at 30°C under the shaking condition (30X). The cells were further cultivated under each condition for 6 h and immediately subjected to RNA isolation. Each culture condition for TSS Seq experiments is under the same condition as performed previously [4]. Total RNA from cells was isolated by the hot phenol method [64] and was purified using an RNeasy Midi Kit (QIAGEN, Hilden, Germany) with RNase free DNase I (QIAGEN) according to the manufacturer’s instructions. Transcriptional starting site (TSS) Seq analysis was performed using the extracted total RNA, providing precise information on TSSs and their expression levels in a high-throughput manner [65]. TSS-tag counts were divided by the total number of uniquely and perfectly (with no mismatch) mapped TSS-tags to calculate TSS-tag ppm (parts per million). Experiments on each culture condition and TSS Seq analysis were performed in triplicate. Statistical testing was performed by edgeR of R package using the TSS-tag counts data of TSS analysis with a cutoff value as a false discovery rate smaller than 0.05 indicating significantly changed genes [66]. The GO enrichment test was performed by topGO of R package [67]. The TSS data was submitted to the Gene Expression Omnibus database (GEO, http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE66600.

### Nucleotide sequence accession numbers

The complete genome sequence of *K. marxianus* DMKU 3-1042 has been deposited in DDBJ/EMBL/GenBank under accession no. AP012213-AP012221.

### Quantitative real-time PCR (qPCR) analysis

Primers for qPCR were designed by using Primer Express software version 3.0 (Applied Biosystems Co.). A pair of primers, Km-rDNA-F1: 5’-GATCGGGTGGTGTTTTTCTTATG-3’ and Km-rDNA-R1: 5’-TCCCCCCAGAACCCAAAG-3’, was designed to amplify the 18S rDNA gene. The reaction produced a 71-bp PCR product. Probe for 18S rDNA, Km-rDNA-probe1: 5’-CCCACTCGGCACCTTACGAGAAATCA-3’ was labeled at the 5’-end with 6-carboxyfluorescein (FAM) as a reporter and at the 3’-end with dihydrocyclopyrroloindole tripeptide minor groove binder (MGB) as a quencher. Real-time PCR was performed using a TaqMan® Universal Master Mix II (Applied Biosystems Co.) and Applied Biosystems 7300 Real-Time PCR system (Applied Biosystems Co.). The 18S rDNA was amplified using genomic DNA isolated from 10 strains of *K. marxianus*. The *C*_*T*_ value was determined by the instrument’s software and adjusted manually as necessary. Concentration and DNA quality were measured by using Qubit™ dsDNA HS Assay Kits (Invitrogen Ltd., Paisley, UK) with Qubit® Fluorometer and by gel electrophoresis and converted to the number of copies by using the molecular weight of the DNA. The equation *C*_*T*_ = *m* (log quantity) + b from the equation for a line (y = mx + b) was constructed by plotting the standard curve of log quantity versus its corresponding *C*_*T*_ value. The 18S rDNA copy numbers were determined by the absolute quantitation method, by which total copies were first calculated using the following equation: total 18S rDNA copies = 10^([*CT* − b]/*m*)^. The number of 18S rDNA copies per genome was then determined by the following equation: 18S rDNA copies per genome = (Total copies of 18S rDNA)/(Total copy of genomic DNA). The genome size of 11.0 Mb of *K. marxianus* DMKU 3-1042 was used for all calculations.

## Additional files

Additional file 1:
**Supplementary information.** A file containing 10 supplementary figures and 22 supplementary tables. Additional file 2:
**Gene annotation.** A file that contains locus tags and their corresponding products. Additional file 3:
**Transcriptome analysis results.** A file that contains locus tags, their corresponding products and TSS-tag count in part per million (ppm) as used under the different conditions described in the study.

## Abbreviations

1,3-DPG: 1,3-bisphosphoglycerate
2PG: 2-phosphoglycerate
3PG: 3-phosphoglycerate
6P1,5R: 6-phospho-D-glucono-1,5-lactone
6PG: 6-phosphogluconate
ADP: Adenosine diphosphate
ATP: Adenosine triphosphate
DHA: Dihydroxyacetone
DHAP: Dihydroxyacetone phosphate
E4P: Erythrose-4-phosphate
F6P: Fructose-6-phosphate
FDP: Fructose 1,6 bisphosphate
G6P: Glucose-6-phosphate
GAP: Glyceraldehyde-3-phosphate
Hsp: Heat shock protein
HTF: High-temperature fermentation
KOG: Eukaryotic orthologous groups
NAD: Nicotinamide adenine dinucleotide
NADP: Nicotinamide adenine dinucleotide phosphate
NBRC: NITE Biological Resource Center
Ndh: NADH dehydrogenase
NR: Nonredundant
PEP: Phosphoenolpyruvate
PPP: Pentose phosphate pathway
PYR: Pyruvate
qPCR: quantitative real-time PCR
R5P: Ribose-5-phosphate
rDNA: ribosomal DNA
ROS: Reactive oxygen species
Ru5P: Ribulose-5-phosphate
S7P: Sedoheptulose-7-phosphate
Sdh: Succinate dehydrogenase
TSS Seq: Transcription start site sequencing
Xul5P: Xylulose-5-phosphate

# Supplementary material for: Genetic basis of the highly efficient yeast Kluyveromyces marxianus: complete genome sequence and transcriptome analyses
**Source:** Biotechnol Biofuels. 2015 Mar 18;8:47. doi: 10.1186/s13068-015-0227-x
**Supplement:** Additional file 1: — Supplementary information. A file containing 10 supplementary figures and 22 supplementary tables.

Supplementary Information

Genetic basis of the highly efficient yeast *Kluyveromyces marxianus*: complete genome sequence and transcriptome analyses

**Authors:** Noppon Lertwattanasakul^1,5,7^, Tomoyuki Kosaka^2,7^, Akira Hosoyama^3,7^, Yutaka Suzuki^4,7^, Nadchanok Rodrussamee^1,6^, Minenosuke Matsutani^2^, Masayuki Murata^1^, Naoko Fujimoto^1^, Suprayogi^1^, Keiko Tsuchikane^3^, Savitree Limtong^5^, Nobuyuki Fujita^3^ and Mamoru Yamada^1,2,§^

^7^ These authors contributed equally to this study.

Mamoru Yamada, Ph.D.
Professor,

Applied Molecular Bioscience, Graduate School of Medicine, Yamaguchi University, Ube 755-8505, Japan and Department of Biological Chemistry, Faculty of Agriculture, Yamaguchi University, Yamaguchi 753-8515, Japan

**Figure S1** For each chromosome, the upper image represents data from optical mapping while the lower image depicts data from nucleotide sequencing. Asterisks indicate inverted regions. The green highlighting on Chromosome 5 represents the highly repetitive rDNA region.

**Figure S2** Conserved chromosomal segments found between *K. marxianus* and *K. lactis.* Complete genome sequence of *K. lactis* was mapped onto that of *K. marxianus*. Alignment against whole chromosomes was done using the Promer from the MUMmer package (Kurtz et al. *Genome Biology*, 5:R12, 2004). Color bars represent the *K. lactis* chromosomes: red, chromosome 1; blue, chromosome 2; green, chromosome 3; magenta, chromosome 4; light blue, chromosome 5; yellow, chromosome 6.

**A**

**B**

**C**

**D**

**Figure S3** Growth curve comparison among several *K. marxianus* strains under different temperature conditions. Strains tested are DMKU 3-1042, NBRC 1777, NBRC 0219, NBRC 0272, NBRC 0482, NBRC 0541, NBRC 0690, NBRC 1735, NBRC 1963 and NBRC 10005. Cells were grown in YPD medium at 40°C **(A)**, 45°C **(B)**, 46°C **(C)** and 47°C **(D)** under a shaking condition (160 rpm).

**A**

**B**

**C**

**Figure S4** Spot test of several *K. marxianus* strains. Cells were grown in YPD medium to about 10^7^ cells/ml, aliquots of 10-fold serial dilutions of cells were spotted onto YPD agar plates and the plates were incubated at 30°C **(A)**, 45°C **(B)** and 48°C **(C)** for 3 days.

**A**

**B**

**C**

**Figure S5** TSS analysis data summarized by logFC/logCPM plot of 30°C xylose shaking (30X)/30°C glucose shaking (30D) **(A)**, 30°C glucose static (30DS)/30D **(B)** and 45°C glucose shaking (45D)/30D **(C)**. logFC is legalistic value of fold change (FC). logCPM is legalistic value of count per million (CPM). Each spot indicates one gene. Red spots are genes that were significantly changed in expression. Yellow spots are outlier genes. Blue lines represent log_2_ = 1 or -1.

**A**

**B**

**Figure S6** Subcellular localization of products from significantly up-regulated or down-regulated genes under different conditions in *K. marxianus*. Total RNA was prepared from cells grown batch-wise on YPD or YPX medium under four conditions. **(A)** The up-regulated or down-regulated genes are classified according to subcellular localizations of their products. **(B)** The number in **(A)** is expressed as a percentage. The precise numbers and percentages of **(A)** and **(B)** are listed in Table S17. The remaining minor subcellular locations are combined and expressed as membrane (several locations) and non-membrane (several locations). Up and down indicate significantly up- and down-regulated genes, respectively, under these conditions compared to 30D. The subcellular localization of each gene product was assigned by UniProt and listed in Tables S10, S12, S14, S16, S20 and S22.

**Figure S7** Transcript abundance represented by TSS-tag ppm of each genes related to the oxygen-dependent biosynthetic pathways under different conditions in *K. marxianus.* Empty column means the gene expression below detectable level.

**Figure S8** Transcript abundance represented by TSS-tag ppm of each genes related to the ATP synthase, respiratory chain components and their chaperones under different conditions in *K. marxianus.* Empty column means the gene expression below detectable level.

**B**

**A**

**Figure S9** Transcript abundance represented by TSS-tag ppm of each genes related to homologous recombination and non-homologous end-joining under different conditions in *K. marxianus.* The transcript abundance by TSS-tag ppm of genes related to homologous recombination **(A)** and non-homologous end-joining **(B)** under different conditions were shown. Empty column means the gene expression below detectable level.

**Figure S10** Transcript abundance represented by TSS-tag ppm of each genes related to GABA shunt under different conditions in *K. marxianus.* Empty column means the gene expression below detectable level.

**Table S1** KOG assignment summary of *K. marxianus* genomic genes

| Total CDS | 4954 |
| --- | --- |
| assigned KOG | 3587 |
| assigned KOG percent (%) | 72.4 |
| assigned KOG function | 2893 |
| assigned KOG function percent (%) | 58.4 |
| KOG categories |  |
| Amino acid transport and metabolism | 179 |
| Carbohydrate transport and metabolism | 151 |
| Cell cycle control | 116 |
| Cell motility | 6 |
| Cell wall/membrane/envelope biogenesis | 33 |
| Chromatin structure and dynamics | 76 |
| Coenzyme transport and metabolism | 63 |
| Cytoskeleton | 60 |
| Defense mechanisms | 25 |
| Energy production and conversion | 175 |
| Extracellular structures | 6 |
| Inorganic ion transport and metabolism | 94 |
| Intracellular trafficking | 217 |
| Lipid transport and metabolism | 127 |
| Nuclear structure | 29 |
| Nucleotide transport and metabolism | 71 |
| Posttranslational modification | 331 |
| Replication | 137 |
| RNA processing and modification | 196 |
| Secondary metabolites biosynthesis | 60 |
| Signal transduction mechanisms | 251 |
| Transcription | 205 |
| Translation | 285 |
| Function unknown | 263 |
| General function prediction only | 431 |
| no hit | 1367 |

**Table S2** Unique genes in *K. marxianus*

**Table S3** KOG categories of genes specific for *K. marxianus*

| KOG category | Number |
| --- | --- |
| Carbohydrate transport and metabolism, Posttranslational modification, protein turnover, chaperones | 1 |
| Cell cycle control, cell division, chromosome partitioning | 1 |
| Cell cycle control, cell division, chromosome partitioning, Posttranslational modification, protein turnover, chaperones | 1 |
| Cell wall/membrane/envelope biogenesis | 1 |
| Chromatin structure and dynamics, Transcription | 1 |
| Cytoskeleton | 2 |
| Energy production and conversion | 3 |
| Function unknown | 5 |
| General function prediction only | 4 |
| Intracellular trafficking, secretion, and vesicular transport | 2 |
| Nuclear structure | 1 |
| Posttranslational modification, protein turnover, chaperones | 2 |
| RNA processing and modification | 3 |
| Signal transduction mechanisms | 11 |
| Signal transduction mechanisms, Carbohydrate transport and metabolism | 1 |
| Signal transduction mechanisms, Cytoskeleton | 2 |
| Signal transduction mechanisms, Lipid transport and metabolism | 1 |
| Transcription | 13 |
| Translation, ribosomal structure and biogenesis | 4 |
| non-categorized gene (KOG) | 134 |
| Total | 193 |

**Table S4** Genes shared only between *K. marxianus* and *K. lactis*

**Table S5** Ortholog genes shared between *K. marxianus* and *O. parapolymorpha*, which are absent from *K. lactis*

| *K. marxianus* | *O. parapolymorpha* | product |
| --- | --- | --- |
| KLMA_10011 | HPODL_1713 | probable transporter SEO1 |
| KLMA_10012 | HPODL_1714 | uncharacterized protein C11D3.14c |
| KLMA_10060 | HPODL_2230 | selR super family |
| KLMA_10319 | HPODL_2009 | serine/threonine-protein kinase SKY1 |
| KLMA_10342 | HPODL_4082 | dihydrosphingosine 1-phosphate phosphatase LCB3 |
| KLMA_10592 | HPODL_3133 | enoate reductase 1 |
| KLMA_10631 | HPODL_3986 | 26S proteasome regulatory subunit RPN13 |
| KLMA_10824 | HPODL_1198 | Sit1p |
| KLMA_10834 | HPODL_0821 | repressible acid phosphatase |
| KLMA_30012 | HPODL_0089 | siderophore iron transporter mirA |
| KLMA_30276 | HPODL_2565 | siderophore iron transporter 1 |
| KLMA_40279 | HPODL_1232 | hypothetical protein |
| KLMA_40364 | HPODL_2244 | uncharacterized oxidoreductase YIR035C |
| KLMA_40424 | HPODL_0230 | uncharacterized MFS-type transporter C530.15c |
| KLMA_40491 | HPODL_3179 | homoserine dehydrogenase |
| KLMA_50087 | HPODL_2310 | sec sixty-one protein homolog |
| KLMA_50190 | HPODL_3676 | acyl-CoA-binding protein, ACBP |
| KLMA_50243 | HPODL_2732 | DNA replication complex GINS protein PSF1 |
| KLMA_50379 | HPODL_1677 | high affinity potassium transporter |
| KLMA_50391 | HPODL_2886 | prefoldin subunit 2 |
| KLMA_50447 | HPODL_2932 | vacuolar ATPase assembly integral membrane protein VMA21 |
| KLMA_60004 | HPODL_1024 | arylsulfotrans |
| KLMA_60156 | HPODL_2503 | actin-related protein 2/3 complex subunit 4 |
| KLMA_60402 | HPODL_3431 | pisatin demethylase |
| KLMA_60497 | HPODL_3764 | v-type proton ATPase catalytic subunit A |
| KLMA_60558 | HPODL_1717 | aminotriazole resistance protein |
| KLMA_70012 | HPODL_4148 | 1-aminocyclopropane-1-carboxylate oxidase |
| KLMA_70013 | HPODL_1025 | vacuolar basic amino acid transporter 2 |
| KLMA_70310 | HPODL_0880 | mitochondrial respiratory chain complexes assembly protein AFG3 |
| KLMA_80201 | HPODL_3639 | ubiquitin carboxyl-terminal hydrolase 15 |

**Table S6** Sugar transporters predicted in *K. marxianus*

| Locus_tag | Product | UniProt number | UniProt gene | KEGG Orthology |
| --- | --- | --- | --- | --- |
| KLMA_10546 | high-affinity glucose transporter | P49374 | HGT1 |  |
| KLMA_10547 | high-affinity glucose transporter | P49374 | HGT1 |  |
| KLMA_20258 | putative sialic acid transporter | P36035 | JEN1 | K08178 |
| KLMA_20402 | probable metabolite transport protein YBR241C | P38142 |  |  |
| KLMA_20580 | probable metabolite transport protein YDR387C | Q04162 |  |  |
| KLMA_20593 | uncharacterized mitochondrial outer membrane protein YDR381C-A | Q3E6R5 |  |  |
| KLMA_20638 | putative polyol transporter 2 | Q8VZ80 | PLT5 |  |
| KLMA_20830 | lactose permease | P07921 | LAC12 |  |
| KLMA_30010 | lactose permease | P07921 | LAC12 |  |
| KLMA_30728 | lactose permease | P07921 | LAC12 |  |
| KLMA_50032 | high-affinity glucose transporter | P49374 | HGT1 |  |
| KLMA_50360 | hexose transporter 2 | P53387 | KHT2 | K08139 |
| KLMA_50361 | hexose transporter 2 | P53387 | KHT2 | K08139 |
| KLMA_50362 | hexose transporter | P53387 | KHT2 |  |
| KLMA_50363 | low-affinity glucose transporter | P18631 | RAG1 | K08139 |
| KLMA_50364 | low-affinity glucose transporter | P18631 | RAG1 | K08139 |
| KLMA_60073 | carboxylic acid transporter protein homolog | P36035 | JEN1 | K08178 |
| KLMA_60180 | sugar transporter STL1 | P39932 | STL1 |  |
| KLMA_60440 | uncharacterized membrane protein YJR124C | P47159 |  |  |
| KLMA_60507 | high-affinity glucose transporter SNF3 | P10870 | SNF3 | K08139 |
| KLMA_70003 | hexose transporter HXT9 | P54854 | HXT15 |  |
| KLMA_70050 | probable metabolite transport protein YFL040W | P43562 |  |  |
| KLMA_70145 | conserved hypothetical membrane protein | C0SPB2 | ywtG |  |
| KLMA_80005 | high-affinity glucose transporter | P07921 | LAC12 |  |
| KLMA_80101 | conserved hypothetical protein containing the Major Facilitator Superfamily (MFS) domain | C0SPB2 | ywtG | K06609 |
| KLMA_80273 | myo-inositol transporter 2 | P30606 | ITR2 | K08150 |
| KLMA_80389 | hexose transporter HXT14 | P42833 | HXT14 |  |

**Table S7** rDNA copy number analysis of several *K. marxianus* strains

| Strain | rDNA copy number | Spot test | |
| --- | --- | --- | --- |
|  | (per genome) | 45°C | 48°C |
| DMKU 3-1042 | 205 | + + + + + | + + + + + |
| NBRC 0219 | 31 | + + + + + | + + + + + |
| NBRC 0272 | 56 | + + + | + |
| NBRC 0482 | 50 | + + + + + | + + + + |
| NBRC 0541 | 90 | + + | - |
| NBRC 0690 | 80 | + + + | - |
| NBRC 1735 | 88 | + | - |
| NBRC 1777 | 89 | + + + + + | + + + + + |
| NBRC 1963 | 276 | - | - |
| NBRC 10005 | 149 | + + | + |

+, the level of growth (see Figure S4)

-, no growth

**Table** **S8** Numbers of genes significantly changed in expression under different conditions (FDR < 0.05).

| Condition | 30DS/30D | 45D/30D | 30X/30D |
| --- | --- | --- | --- |
| Total gene number (4,839) | 313 | 707 | 168 |
| Up-regulated | 159 | 199 | 89 |
| Down-regulated | 154 | 508 | 79 |

**Table S9** GO terms enriched in significantly up-regulated genes under 30DS condition

^a^The number of GO term annotated genes in the *K. marxianus* genome.

^b^The number of GO term annotated genes, which were significantly (FDR < 0.05) expressed under the condition.

^c^The expected value of Fisher's exact test.

^d^The P-value of Fisher's exact test.

**Table S10** Summary of significantly up-regulated genes under the 30DS condition

^a^Gene expression was significantly (FDR < 0.05) altered under the following conditions: S, 30DS-specific up-regulation; C, commonly up-regulated under 30DS, 45D and 30X conditions; 45D, up-regulated under 45D and 30DS conditions; 30X, up-regulated under 30X and 30DS conditions.

**Table S11** GO terms enriched in significantly down-regulated genes under 30DS condition

^a^The number of GO term annotated genes in the *K. marxianus* genome.

^b^The number of GO term annotated genes, which were significantly (FDR < 0.05) expressed under the condition.

^c^The expected value of Fisher's exact test.

^d^The P-value of Fisher's exact test.

**Table S12** Summary of significantly down-regulated genes under the 30DS conditions

^a^Gene expression was significantly (FDR < 0.05) altered under the following conditions: S, 30DS-specific down-regulation; C, commonly down-regulated under 30DS, 45D and 30X conditions; 45D, down-regulated under 45D and 30DS conditions; 30X, down-regulated under 30X and 30DS conditions.

**Table S13** GO terms enriched in significantly down-regulated genes under 45D condition

| GO.ID | Term | Annotated  gene^a^ | Significant^b^ | Expected^c^ | P-value^d^ | Genes |
| --- | --- | --- | --- | --- | --- | --- |
| GO:0005975 | carbohydrate metabolic process | 247 | 44 | 25.86 | 0.0002 | ACN9, ALG3, ARDH, BUD32, BUD7, CAT5, CIT3, CRH1, DFG5, DOG2, ENO, EOS1, GAC1, GAL1, GAP1, GAP3, GAS5, GID8, GLC7, GLO4, GPD1, INU1, KLMA_20548, KLMA_30562, KLMA_40105, KLMA_60382, KTR1, KTR5, MDH1, MIOX5, OCH1, PCK1, PCM1, PGK, PKP2, RAG2, RAG5, RER2, RKI1, RMD5, SOR1, STT3, SVP26, XYL1 |
| GO:0009097 | isoleucine biosynthetic process | 9 | 5 | 0.94 | 0.0011 | BAT1, ILV1, ILV2, ILV6, MMF1 |
| GO:0044281 | small molecule metabolic process | 645 | 90 | 67.52 | 0.0012 | ACP1, ADI1, ALA1, APA2, ARDH, ARO7, ATF1, ATP3, BAT1, BDH1, BIO4, CAB1, CAT2, CAT5, CIT3, COQ1, COQ5, CYB5, DTD1, DUG3, EFT1, FAA2, FMN1, FOL2, FUM1, FUR1, GAD1, GCV1, GDI1, GID8, GLO4, GRS1, HAM1, HIS1, HIS7, IDI1, ILS1, ILV1, ILV2, ILV6, IOC2, IOC4, ISN1, IZH2, KLMA_10627, KLMA_10805, KLMA_30357, KLMA_40483, KLMA_40623, KLMA_60382, LEU4, LYS12, LYS9, MDH1, MEF1, MET17, MET22, MIOX5, MMF1, MRS6, MST1, OCA5, PCD1, PCM1, PDH1, PDR17, PDX3, PHA2, POT1, PRO2, PRS3, RDI1, RER2, RIB4, RKI1, RMD5, SAM4, SER2, SNZ3, TEF, THI20, TRP3, TYR1, URA1, URE2, YFH1, YRB2, gabD, gcp |
| GO:0005996 | monosaccharide metabolic process | 81 | 18 | 8.48 | 0.0014 | ACN9, CAT5, DOG2, ENO, GAL1, GAP1, GAP3, GID8, MIOX5, PCK1, PGK, PKP2, RAG2, RAG5, RKI1, RMD5, SOR1, XYL1 |
| GO:0009082 | branched-chain amino acid biosynthetic process | 14 | 6 | 1.47 | 0.0018 | BAT1, ILV1, ILV2, ILV6, LEU4, MMF1 |
| GO:0006549 | isoleucine metabolic process | 11 | 5 | 1.15 | 0.0033 | BAT1, ILV1, ILV2, ILV6, MMF1 |
| GO:0019318 | hexose metabolic process | 74 | 16 | 7.75 | 0.0034 | ACN9, CAT5, DOG2, ENO, GAL1, GAP1, GAP3, GID8, PCK1, PGK, PKP2, RAG2, RAG5, RKI1, RMD5, SOR1 |
| GO:0042822 | pyridoxal phosphate metabolic process | 4 | 3 | 0.42 | 0.0042 | BUD17, KLMA_70278, SNZ3 |
| GO:0042823 | pyridoxal phosphate biosynthetic process | 4 | 3 | 0.42 | 0.0042 | BUD17, KLMA_70278, SNZ3 |
| GO:0046184 | aldehyde biosynthetic process | 4 | 3 | 0.42 | 0.0042 | BUD17, KLMA_70278, SNZ3 |
| GO:0019752 | carboxylic acid metabolic process | 345 | 51 | 36.12 | 0.0053 | ACP1, ADI1, ALA1, ARO7, BAT1, BIO4, CAT2, CIT3, DTD1, DUG3, FAA2, FOL2, FUM1, GAD1, GCV1, GLO4, GRS1, HIS1, HIS7, ILS1, ILV1, ILV2, ILV6, IZH2, KLMA_10627, KLMA_10805, KLMA_30357, KLMA_40623, KLMA_60382, LEU4, LYS12, LYS9, MDH1, MET17, MET22, MIOX5, MMF1, MST1, PDH1, PDR17, PDX3, PHA2, POT1, PRO2, SAM4, SER2, TRP3, TYR1, YFH1, gabD |
| GO:0006006 | glucose metabolic process | 64 | 14 | 6.7 | 0.0053 | ACN9, CAT5, DOG2, ENO, GAP1, GAP3, GID8, PCK1, PGK, PKP2, RAG2, RAG5, RKI1, RMD5 |
| GO:0044723 | single-organism carbohydrate metabolic process | 202 | 33 | 21.15 | 0.0054 | ACN9, ALG3, ARDH, BUD32, BUD7, CAT5, DOG2, ENO, EOS1, GAC1, GAL1, GAP1, GAP3, GID8, GLC7, KLMA_60382, KTR1, KTR5, MIOX5, OCH1, PCK1, PCM1, PGK, PKP2, RAG2, RAG5, RER2, RKI1, RMD5, SOR1, STT3, SVP26, XYL1 |
| GO:0043436 | oxoacid metabolic process | 354 | 52 | 37.06 | 0.0055 | ACP1, ADI1, ALA1, ARO7, BAT1, BIO4, CAT2, CIT3, DTD1, DUG3, FAA2, FOL2, FUM1, GAD1, GCV1, GLO4, GRS1, HIS1, HIS7, ILS1, ILV1, ILV2, ILV6, IZH2, KLMA_10627, KLMA_10805, KLMA_30357, KLMA_40623, KLMA_60382, LEU4, LYS12, LYS9, MDH1, MET17, MET22, MIOX5, MMF1, MST1, PDH1, PDR17, PDX3, PHA2, POT1, PRO2, SAM4, SER2, TRP3, TYR1, URE2, YFH1, gabD |
| GO:0006082 | organic acid metabolic process | 356 | 52 | 37.27 | 0.0062 | ACP1, ADI1, ALA1, ARO7, BAT1, BIO4, CAT2, CIT3, DTD1, DUG3, FAA2, FOL2, FUM1, GAD1, GCV1, GLO4, GRS1, HIS1, HIS7, ILS1, ILV1, ILV2, ILV6, IZH2, KLMA_10627, KLMA_10805, KLMA_30357, KLMA_40623, KLMA_60382, LEU4, LYS12, LYS9, MDH1, MET17, MET22, MIOX5, MMF1, MST1, PDH1, PDR17, PDX3, PHA2, POT1, PRO2, SAM4, SER2, TRP3, TYR1, URE2, YFH1, gabD |
| GO:0051188 | cofactor biosynthetic process | 80 | 16 | 8.37 | 0.0075 | ACP1, BUD17, CAB1, CAT5, COQ1, COQ5, COX10, COX15, FMN1, FOL2, HEM12, HEM4, KLMA_70278, SNZ3, THI20, YFH1 |
| GO:0044283 | small molecule biosynthetic process | 263 | 40 | 27.53 | 0.0082 | ACP1, ADI1, ARO7, BAT1, BDH1, BIO4, CAT5, COQ1, COQ5, CYB5, FMN1, FOL2, GLO4, HIS1, HIS7, IDI1, ILV1, ILV2, ILV6, KLMA_30357, KLMA_40623, LEU4, LYS12, LYS9, MET17, MET22, MIOX5, MMF1, PDR17, PDX3, PHA2, PRO2, RER2, RIB4, SAM4, SER2, SNZ3, THI20, TRP3, TYR1 |
| GO:0009095 | aromatic amino acid family biosynthetic process, prephenate pathway | 5 | 3 | 0.52 | 0.0097 | ARO7, PHA2, TYR1 |
| GO:0009099 | valine biosynthetic process | 5 | 3 | 0.52 | 0.0097 | BAT1, ILV2, ILV6 |

^a^The number of GO term annotated genes in the *K. marxianus* genome.

^b^The number of GO term annotated genes, which were significantly (FDR < 0.05) expressed under the condition.

^c^The expected value of Fisher's exact test.

^d^The P-value of Fisher's exact test.

**Table S14** Summary of significantly down-regulated genes under the 45D condition

^a^Gene expression was significantly (FDR < 0.05) altered under the following conditions: S, 45D-specific down-regulation; C, commonly down-regulated under 30DS, 45D and 30X conditions; 30DS, down-regulated under 45D and 30DS conditions; 30X, down-regulated under 45D and 30X conditions.

**Table S15** GO terms enriched in significantly up-regulated genes under 45D condition

| GO.ID | Term | Annotated  gene^a^ | Significant^b^ | Expected^c^ | P-value^d^ | Genes |
| --- | --- | --- | --- | --- | --- | --- |
| GO:0034470 | ncRNA processing | 259 | 23 | 7.56 | 8.4e-07 | BUD23, CGR1, CSL4, DBP10, DBP9, DHR2, GRC3, IMP4, LCP5, LSM2, PUS4, RPF2, RRP42, RRP5, RRS1, RTT10, SLX9, SPB1, THG1, TRM9, TUM1, UTP25, UTP6 |
| GO:0042254 | ribosome biogenesis | 270 | 23 | 7.88 | 1.8e-06 | BRX1, BUD23, CAM1, CGR1, CSL4, DBP10, DBP9, DHR2, GRC3, IMP4, LCP5, LSM2, NMD3, RPF2, RPL8B, RPS26A, RRP42, RRP5, RRS1, SLX9, SPB1, UTP25, UTP6 |
| GO:0006364 | rRNA processing | 191 | 18 | 5.58 | 6.9e-06 | BUD23, CGR1, CSL4, DBP10, DBP9, DHR2, GRC3, IMP4, LCP5, LSM2, RPF2, RRP42, RRP5, RRS1, SLX9, SPB1, UTP25, UTP6 |
| GO:0022613 | ribonucleoprotein complex biogenesis | 317 | 24 | 9.26 | 8.3e-06 | BRX1, BUD23, CAM1, CGR1, CSL4, DBP10, DBP9, DHR2, GRC3, IMP4, LCP5, LSM2, NMD3, PKH1, RPF2, RPL8B, RPS26A, RRP42, RRP5, RRS1, SLX9, SPB1, UTP25, UTP6 |
| GO:0016072 | rRNA metabolic process | 196 | 18 | 5.72 | 1.0e-05 | BUD23, CGR1, CSL4, DBP10, DBP9, DHR2, GRC3, IMP4, LCP5, LSM2, RPF2, RRP42, RRP5, RRS1, SLX9, SPB1, UTP25, UTP6 |
| GO:0034660 | ncRNA metabolic process | 305 | 23 | 8.91 | 1.4e-05 | BUD23, CGR1, CSL4, DBP10, DBP9, DHR2, GRC3, IMP4, LCP5, LSM2, PUS4, RPF2, RRP42, RRP5, RRS1, RTT10, SLX9, SPB1, THG1, TRM9, TUM1, UTP25, UTP6 |
| GO:0006396 | RNA processing | 405 | 26 | 11.83 | 6.3e-05 | BUD23, CGR1, CSL4, DBP10, DBP9, DHR2, GRC3, IMP4, LCP5, LSM2, PKH1, PUS4, RPF2, RRP42, RRP5, RRS1, RTT10, SLX9, SPB1, SPP2, SYF2, THG1, TRM9, TUM1, UTP25, UTP6 |
| GO:0000466 | maturation of 5.8S rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA) | 46 | 7 | 1.34 | 0.00031 | BUD23, CSL4, RPF2, RRP42, RRP5, RRS1, UTP6 |
| GO:0000460 | maturation of 5.8S rRNA | 47 | 7 | 1.37 | 0.00036 | BUD23, CSL4, RPF2, RRP42, RRP5, RRS1, UTP6 |
| GO:0009451 | RNA modification | 53 | 7 | 1.55 | 0.00076 | BUD23, LCP5, PUS4, SPB1, THG1, TRM9, TUM1 |
| GO:0000469 | cleavage involved in rRNA processing | 39 | 6 | 1.14 | 0.00080 | BUD23, CSL4, RRP42, RRP5, RRS1, UTP6 |
| GO:0006231 | dTMP biosynthetic process | 2 | 2 | 0.06 | 0.00084 | CDC21, DCD1 |
| GO:0046073 | dTMP metabolic process | 2 | 2 | 0.06 | 0.00084 | CDC21, DCD1 |
| GO:0034641 | cellular nitrogen compound metabolic process | 1463 | 59 | 42.72 | 0.00085 | ARG82, ASN1, BUD23, CAM1, CAR1, CDC13, CDC21, CDC9, CDD1, CGR1, CSL4, CTF8, DAL1, DAS2, DBP10, DBP9, DCD1, DFR1, DHR2, DNA2, FMP30, GRC3, HIS5, IMP4, KLMA_20616, LCP5, LSM2, MCM4, MEC3, NMD4, OAF3, PCC1, PHR1, PKH1, POL4, PSD1, PUS4, RKR1, RPC19, RPF2, RRN10, RRP42, RRP5, RRS1, RTT10, SLN1, SLX9, SPB1, SPP2, SPT6, SYF2, TAH11, TEL1, THG1, TRM9, TUM1, UNG1, UTP25, UTP6 |
| GO:0090501 | RNA phosphodiester bond hydrolysis | 40 | 6 | 1.17 | 0.00092 | BUD23, CSL4, RRP42, RRP5, RRS1, UTP6 |
| GO:0006139 | nucleobase-containing compound metabolic process | 1330 | 54 | 38.84 | 0.00158 | ARG82, BUD23, CAM1, CDC13, CDC21, CDC9, CDD1, CGR1, CSL4, CTF8, DAL1, DAS2, DBP10, DBP9, DCD1, DFR1, DHR2, DNA2, GRC3, IMP4, KLMA_20616, LCP5, LSM2, MCM4, MEC3, NMD4, OAF3, PCC1, PHR1, PKH1, POL4, PUS4, RKR1, RPC19, RPF2, RRN10, RRP42, RRP5, RRS1, RTT10, SLN1, SLX9, SPB1, SPP2, SPT6, SYF2, TAH11, TEL1, THG1, TRM9, TUM1, UNG1, UTP25, UTP6 |
| GO:0090304 | nucleic acid metabolic process | 1152 | 48 | 33.64 | 0.00209 | ARG82, BUD23, CAM1, CDC13, CDC9, CGR1, CSL4, CTF8, DBP10, DBP9, DHR2, DNA2, GRC3, IMP4, KLMA_20616, LCP5, LSM2, MCM4, MEC3, NMD4, OAF3, PCC1, PHR1, PKH1, POL4, PUS4, RKR1, RPC19, RPF2, RRN10, RRP42, RRP5, RRS1, RTT10, SLN1, SLX9, SPB1, SPP2, SPT6, SYF2, TAH11, TEL1, THG1, TRM9, TUM1, UNG1, UTP25, UTP6 |
| GO:0046483 | heterocycle metabolic process | 1414 | 56 | 41.29 | 0.00227 | ARG82, BUD23, CAM1, CDC13, CDC21, CDC9, CDD1, CGR1, CSL4, CTF8, DAL1, DAS2, DBP10, DBP9, DCD1, DFR1, DHR2, DNA2, GRC3, HIS5, IMP4, KLMA_20616, LCP5, LIPB, LSM2, MCM4, MEC3, NMD4, OAF3, PCC1, PHR1, PKH1, POL4, PUS4, RKR1, RPC19, RPF2, RRN10, RRP42, RRP5, RRS1, RTT10, SLN1, SLX9, SPB1, SPP2, SPT6, SYF2, TAH11, TEL1, THG1, TRM9, TUM1, UNG1, UTP25, UTP6 |
| GO:0009157 | deoxyribonucleoside monophosphate biosynthetic process | 3 | 2 | 0.09 | 0.00249 | CDC21, DCD1 |
| GO:0009162 | deoxyribonucleoside monophosphate metabolic process | 3 | 2 | 0.09 | 0.00249 | CDC21, DCD1 |
| GO:0009176 | pyrimidine deoxyribonucleoside monophosphate metabolic process | 3 | 2 | 0.09 | 0.00249 | CDC21, DCD1 |
| GO:0009177 | pyrimidine deoxyribonucleoside monophosphate biosynthetic process | 3 | 2 | 0.09 | 0.00249 | CDC21, DCD1 |
| GO:0006807 | nitrogen compound metabolic process | 1621 | 62 | 47.33 | 0.00255 | ARG82, ASN1, BUD23, CAM1, CAR1, CDC13, CDC21, CDC9, CDD1, CGR1, CSL4, CTF8, DAL1, DAS2, DBP10, DBP9, DCD1, DFR1, DHR2, DNA2, FMP30, GRC3, HIS5, IMP4, KEI1, KLMA_20616, LCP5, LSM2, LYS21, MCM4, MEC3, NIT3, NMD4, OAF3, PCC1, PHR1, PKH1, POL4, PSD1, PUS4, RKR1, RPC19, RPF2, RRN10, RRP42, RRP5, RRS1, RTT10, SLN1, SLX9, SPB1, SPP2, SPT6, SYF2, TAH11, TEL1, THG1, TRM9, TUM1, UNG1, UTP25, UTP6 |
| GO:1901360 | organic cyclic compound metabolic process | 1454 | 57 | 42.46 | 0.00258 | ARG82, BUD23, CAM1, CDC13, CDC21, CDC9, CDD1, CGR1, CSL4, CTF8, DAL1, DAS2, DBP10, DBP9, DCD1, DFR1, DHR2, DNA2, GRC3, HIS5, IMP4, KLMA_20616, LCP5, LIPB, LSM2, MCM4, MEC3, NCP1, NMD4, OAF3, PCC1, PHR1, PKH1, POL4, PUS4, RKR1, RPC19, RPF2, RRN10, RRP42, RRP5, RRS1, RTT10, SLN1, SLX9, SPB1, SPP2, SPT6, SYF2, TAH11, TEL1, THG1, TRM9, TUM1, UNG1, UTP25, UTP6 |
| GO:0006725 | cellular aromatic compound metabolic process | 1395 | 55 | 40.74 | 0.00294 | ARG82, BUD23, CAM1, CDC13, CDC21, CDC9, CDD1, CGR1, CSL4, CTF8, DAL1, DAS2, DBP10, DBP9, DCD1, DFR1, DHR2, DNA2, GRC3, HIS5, IMP4, KLMA_20616, LCP5, LSM2, MCM4, MEC3, NMD4, OAF3, PCC1, PHR1, PKH1, POL4, PUS4, RKR1, RPC19, RPF2, RRN10, RRP42, RRP5, RRS1, RTT10, SLN1, SLX9, SPB1, SPP2, SPT6, SYF2, TAH11, TEL1, THG1, TRM9, TUM1, UNG1, UTP25, UTP6 |
| GO:0000447 | endonucleolytic cleavage in ITS1 to separate SSU-rRNA from 5.8S rRNA and LSU-rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA) | 23 | 4 | 0.67 | 0.00396 | BUD23, RRP5, RRS1, UTP6 |
| GO:0000478 | endonucleolytic cleavage involved in rRNA processing | 23 | 4 | 0.67 | 0.00396 | BUD23, RRP5, RRS1, UTP6 |
| GO:0000479 | endonucleolytic cleavage of tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA) | 23 | 4 | 0.67 | 0.00396 | BUD23, RRP5, RRS1, UTP6 |
| GO:0090502 | RNA phosphodiester bond hydrolysis, endonucleolytic | 24 | 4 | 0.7 | 0.00465 | BUD23, RRP5, RRS1, UTP6 |
| GO:0000301 | retrograde transport, vesicle recycling within Golgi | 4 | 2 | 0.12 | 0.00488 | COG3, RUD3 |
| GO:0009219 | pyrimidine deoxyribonucleotide metabolic process | 4 | 2 | 0.12 | 0.00488 | CDC21, DCD1 |
| GO:0009221 | pyrimidine deoxyribonucleotide biosynthetic process | 4 | 2 | 0.12 | 0.00488 | CDC21, DCD1 |
| GO:0009265 | 2'-deoxyribonucleotide biosynthetic process | 4 | 2 | 0.12 | 0.00488 | CDC21, DCD1 |
| GO:0009394 | 2'-deoxyribonucleotide metabolic process | 4 | 2 | 0.12 | 0.00488 | CDC21, DCD1 |
| GO:0019692 | deoxyribose phosphate metabolic process | 4 | 2 | 0.12 | 0.00488 | CDC21, DCD1 |
| GO:0046385 | deoxyribose phosphate biosynthetic process | 4 | 2 | 0.12 | 0.00488 | CDC21, DCD1 |
| GO:0009129 | pyrimidine nucleoside monophosphate metabolic process | 13 | 3 | 0.38 | 0.00559 | CDC21, DAS2, DCD1 |
| GO:0009130 | pyrimidine nucleoside monophosphate biosynthetic process | 13 | 3 | 0.38 | 0.00559 | CDC21, DAS2, DCD1 |
| GO:0006284 | base-excision repair | 14 | 3 | 0.41 | 0.00697 | CDC9, POL4, UNG1 |
| GO:0000462 | maturation of SSU-rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA) | 44 | 5 | 1.28 | 0.00848 | BUD23, DHR2, RRP5, RRS1, UTP6 |
| GO:0000956 | nuclear-transcribed mRNA catabolic process | 63 | 6 | 1.84 | 0.00948 | CSL4, KLMA_20616, LSM2, NMD4, PKH1, RRP42 |
| GO:0006402 | mRNA catabolic process | 63 | 6 | 1.84 | 0.00948 | CSL4, KLMA_20616, LSM2, NMD4, PKH1, RRP42 |

^a^The number of GO term annotated genes in the *K. marxianus* genome.

^b^The number of GO term annotated genes, which were significantly (FDR < 0.05) expressed under the condition.

^c^The expected value of Fisher's exact test.

^d^The P-value of Fisher's exact test.

**Table S16** Summary of significantly up-regulated genes under the 45D condition

^a^Gene expression was significantly (FDR < 0.05) altered under the following conditions: S, 45D-specific up-regulation; C, commonly up-regulated under 30DS, 45D and 30X conditions; 30DS, up-regulated under 45D and 30DS conditions; 30X, up-regulated under 45D and 30X conditions.

**Table S17** Subcellular localization of products of significantly expressed genes

| Description | 30DS_up | | 30DS_down | | 45D_up | | 45D_down | | 30X_up | | 30X_down | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Nucleus | 64 | 40.3% | 12 | 7.8% | 33 | 16.6% | 55 | 10.8% | 11 | 12.4% | 3 | 3.8% |
| Cytoplasm, nucleus | 23 | 14.5% | 14 | 9.1% | 15 | 7.5% | 47 | 9.3% | 6 | 6.7% | 11 | 13.9% |
| Membrane | 3 | 1.9% | 26 | 16.9% | 9 | 4.5% | 53 | 10.4% | 10 | 11.2% | 8 | 10.1% |
| Cytoplasm | 15 | 9.4% | 13 | 8.4% | 8 | 4.0% | 66 | 13.0% | 7 | 7.9% | 6 | 7.6% |
| Mitochondrion | 7 | 4.4% | 8 | 5.2% | 7 | 3.5% | 39 | 7.7% | 4 | 4.5% | 9 | 11.4% |
| Peroxisome, ER, golgi (membrane) | 1 | 0.6% | 3 | 1.9% | 7 | 3.5% | 30 | 5.9% | 1 | 1.1% | 3 | 3.8% |
| Mitochondrion (membrane) | 9 | 5.7% | 8 | 5.2% | 6 | 3.0% | 25 | 4.9% | 4 | 4.5% | 2 | 2.5% |
| Mitochondrion, nucleus | 2 | 1.3% |  | 0.0% | 3 | 1.5% | 1 | 0.2% | 2 | 2.2% |  | 0.0% |
| Peroxisome, ER, golgi |  | 0.0% | 3 | 1.9% | 2 | 1.0% | 6 | 1.2% | 4 | 4.5% |  | 0.0% |
| Cytoplasm (membrane) |  | 0.0% | 3 | 1.9% | 1 | 0.5% | 7 | 1.4% | 1 | 1.1% | 1 | 1.3% |
| Cytoplasm, mitochondrion |  | 0.0% | 2 | 1.3% | 1 | 0.5% | 6 | 1.2% |  | 0.0% | 1 | 1.3% |
| Cytoplasm, mitochondrion, nucleus | 1 | 0.6% |  | 0.0% | 1 | 0.5% |  | 0.0% |  | 0.0% |  | 0.0% |
| Cytoplasm, nucleus (membrane) | 1 | 0.6% |  | 0.0% | 1 | 0.5% | 3 | 0.6% | 1 | 1.1% |  | 0.0% |
| Cytoplasm, peroxisome, ER, golgi (membrane) |  | 0.0% | 1 | 0.6% | 1 | 0.5% | 9 | 1.8% |  | 0.0% |  | 0.0% |
| Mitochondrion, peroxisome, ER, golgi (membrane) | 1 | 0.6% | 2 | 1.3% | 1 | 0.5% | 2 | 0.4% | 1 | 1.1% | 1 | 1.3% |
| Cytoplasm, mitochondrion (membrane) |  | 0.0% |  | 0.0% |  | 0.0% | 1 | 0.2% |  | 0.0% |  | 0.0% |
| Cytoplasm, mitochondrion, nucleus (membrane) |  | 0.0% |  | 0.0% |  | 0.0% | 1 | 0.2% |  | 0.0% |  | 0.0% |
| Cytoplasm, mitochondrion, peroxisome, ER, golgi (membrane) | 1 | 0.6% |  | 0.0% |  | 0.0% | 1 | 0.2% |  | 0.0% |  | 0.0% |
| Cytoplasm, nucleus, peroxisome, ER, golgi |  | 0.0% |  | 0.0% |  | 0.0% | 1 | 0.2% |  | 0.0% |  | 0.0% |
| Cytoplasm, nucleus, peroxisome, ER, golgi (membrane) |  | 0.0% |  | 0.0% |  | 0.0% | 1 | 0.2% |  | 0.0% |  | 0.0% |
| Cytoplasm, peroxisome, ER, golgi |  | 0.0% |  | 0.0% |  | 0.0% | 1 | 0.2% |  | 0.0% |  | 0.0% |
| Nucleus (membrane) |  | 0.0% |  | 0.0% |  | 0.0% | 1 | 0.2% |  | 0.0% |  | 0.0% |
| Nucleus, peroxisome, ER, golgi (membrane) | 1 | 0.6% |  | 0.0% |  | 0.0% | 1 | 0.2% |  | 0.0% |  | 0.0% |
| tRNA | 7 | 4.4% | 5 | 3.2% | 57 | 28.6% | 4 | 0.8% | 7 | 7.9% | 2 | 2.5% |
| Not annotated | 23 | 14.5% | 54 | 35.1% | 46 | 23.1% | 147 | 28.9% | 30 | 33.7% | 32 | 40.5% |
| Total | 159 |  | 154 |  | 199 |  | 508 |  | 89 |  | 79 |  |

**Table S18** HSP and oxidative stress response genes

**Table S19** GO terms enriched in significantly up-regulated genes under 30X condition

| GO.ID | Term | Annotated  gene^a^ | Significant^b^ | Expected^c^ | P-value^d^ | Genes |
| --- | --- | --- | --- | --- | --- | --- |
| GO:0009062 | fatty acid catabolic process | 21 | 7 | 0.32 | 1.4e-08 | CIT3, FOX2, ICL2, POT1, POX1, PXA1, SOU1 |
| GO:0072329 | monocarboxylic acid catabolic process | 29 | 7 | 0.45 | 1.7e-07 | CIT3, FOX2, ICL2, POT1, POX1, PXA1, SOU1 |
| GO:0044242 | cellular lipid catabolic process | 38 | 7 | 0.59 | 1.2e-06 | CIT3, FOX2, ICL2, POT1, POX1, PXA1, SOU1 |
| GO:0006635 | fatty acid beta-oxidation | 16 | 5 | 0.25 | 2.8e-06 | FOX2, POT1, POX1, PXA1, SOU1 |
| GO:0019395 | fatty acid oxidation | 17 | 5 | 0.26 | 3.9e-06 | FOX2, POT1, POX1, PXA1, SOU1 |
| GO:0034440 | lipid oxidation | 17 | 5 | 0.26 | 3.9e-06 | FOX2, POT1, POX1, PXA1, SOU1 |
| GO:0006631 | fatty acid metabolic process | 64 | 8 | 0.99 | 4.4e-06 | CAT2, CIT3, FOX2, ICL2, POT1, POX1, PXA1, SOU1 |
| GO:0032787 | monocarboxylic acid metabolic process | 111 | 10 | 1.71 | 5.2e-06 | ACS1, ALD4, CAT2, CIT3, FOX2, ICL2, POT1, POX1, PXA1, SOU1 |
| GO:0016042 | lipid catabolic process | 51 | 7 | 0.79 | 9.7e-06 | CIT3, FOX2, ICL2, POT1, POX1, PXA1, SOU1 |
| GO:0044282 | small molecule catabolic process | 89 | 8 | 1.37 | 5.2e-05 | CIT3, DAK1, FOX2, ICL2, POT1, POX1, PXA1, SOU1 |
| GO:0030258 | lipid modification | 29 | 5 | 0.45 | 6.5e-05 | FOX2, POT1, POX1, PXA1, SOU1 |
| GO:0016054 | organic acid catabolic process | 68 | 7 | 1.05 | 6.6e-05 | CIT3, FOX2, ICL2, POT1, POX1, PXA1, SOU1 |
| GO:0046395 | carboxylic acid catabolic process | 68 | 7 | 1.05 | 6.6e-05 | CIT3, FOX2, ICL2, POT1, POX1, PXA1, SOU1 |
| GO:0055114 | oxidation-reduction process | 160 | 10 | 2.47 | 0.00013 | ALD4, CIT3, DAK1, FOX2, MDH2, POT1, POX1, PXA1, SOL3, SOU1 |
| GO:0019541 | propionate metabolic process | 3 | 2 | 0.05 | 0.00069 | CIT3, ICL2 |
| GO:0019543 | propionate catabolic process | 3 | 2 | 0.05 | 0.00069 | CIT3, ICL2 |
| GO:0019626 | short-chain fatty acid catabolic process | 3 | 2 | 0.05 | 0.00069 | CIT3, ICL2 |
| GO:0019629 | propionate catabolic process, 2-methylcitrate cycle | 3 | 2 | 0.05 | 0.00069 | CIT3, ICL2 |
| GO:0046459 | short-chain fatty acid metabolic process | 4 | 2 | 0.06 | 0.00138 | CIT3, ICL2 |
| GO:0019752 | carboxylic acid metabolic process | 345 | 13 | 5.32 | 0.00177 | ACS1, ALD4, ARG1, CAT2, CIT3, FOX2, ICL2, LYS21, MDH2, POT1, POX1, PXA1, SOU1 |
| GO:0043436 | oxoacid metabolic process | 354 | 13 | 5.46 | 0.00223 | ACS1, ALD4, ARG1, CAT2, CIT3, FOX2, ICL2, LYS21, MDH2, POT1, POX1, PXA1, SOU1 |
| GO:0019405 | alditol catabolic process | 5 | 2 | 0.08 | 0.00227 | DAK1, SOU1 |
| GO:0006082 | organic acid metabolic process | 356 | 13 | 5.49 | 0.00235 | ACS1, ALD4, ARG1, CAT2, CIT3, FOX2, ICL2, LYS21, MDH2, POT1, POX1, PXA1, SOU1 |
| GO:0016052 | carbohydrate catabolic process | 63 | 5 | 0.97 | 0.00259 | DAK1, GLK1, PGU1, SOL3, SOU1 |
| GO:0006083 | acetate metabolic process | 6 | 2 | 0.09 | 0.00337 | ACS1, ALD4 |
| GO:0016233 | telomere capping | 6 | 2 | 0.09 | 0.00337 | CDC13, POL12 |
| GO:0046174 | polyol catabolic process | 7 | 2 | 0.11 | 0.00467 | DAK1, SOU1 |
| GO:0007155 | cell adhesion | 8 | 2 | 0.12 | 0.00617 | FLO5, HSP12 |
| GO:0022610 | biological adhesion | 8 | 2 | 0.12 | 0.00617 | FLO5, HSP12 |
| GO:0019321 | pentose metabolic process | 10 | 2 | 0.15 | 0.00972 | SOL3, SOU1 |
| GO:0044712 | single-organism catabolic process | 282 | 10 | 4.35 | 0.00983 | CIT3, DAK1, FOX2, GLK1, ICL2, POT1, POX1, PXA1, SOL3, SOU1 |

^a^The number of GO term annotated genes in the *K. marxianus* genome.

^b^The number of GO term annotated genes, which were significantly (FDR < 0.05) expressed under the condition.

^c^The expected value of Fisher's exact test.

^d^The P-value of Fisher's exact test.

**Table S20** Summary of significantly up-regulated genes under the 30X condition

^a^Gene expression was significantly (FDR < 0.05) altered under the following conditions: S, 30X-specific up-regulation; C, commonly up-regulated under 30DS, 45D and 30X conditions; 30DS, up-regulated under 30X and 30DS conditions; 45D, up-regulated under 30X and 45D conditions.

**Table S21** GO terms enriched in significantly down-regulated genes under 30X condition

| GO.ID | Term | Annotated  gene^a^ | Significant^b^ | Expected^c^ | P-value^d^ | Genes |
| --- | --- | --- | --- | --- | --- | --- |
| GO:1901605 | alpha-amino acid metabolic process | 154 | 9 | 2.12 | 0.00020 | ARO10, ARO8, BAT1, FOL2, GAD1, HIS2, HOM2, LYS12, ppr1 |
| GO:0019752 | carboxylic acid metabolic process | 345 | 13 | 4.75 | 0.00056 | ALD5, ARO10, ARO8, BAT1, BIO3, FOL2, GAD1, HIS2, HOM2, LYS12, PDH1, PDX3, ppr1 |
| GO:0009085 | lysine biosynthetic process | 13 | 3 | 0.18 | 0.00064 | ARO8, HOM2, LYS12 |
| GO:0044283 | small molecule biosynthetic process | 263 | 11 | 3.62 | 0.00069 | ALD5, ARO10, ARO8, BAT1, BIO3, FOL2, HIS2, HOM2, LYS12, PDX3, ppr1 |
| GO:0043436 | oxoacid metabolic process | 354 | 13 | 4.88 | 0.00072 | ALD5, ARO10, ARO8, BAT1, BIO3, FOL2, GAD1, HIS2, HOM2, LYS12, PDH1, PDX3, ppr1 |
| GO:0006082 | organic acid metabolic process | 356 | 13 | 4.9 | 0.00076 | ALD5, ARO10, ARO8, BAT1, BIO3, FOL2, GAD1, HIS2, HOM2, LYS12, PDH1, PDX3, ppr1 |
| GO:0016053 | organic acid biosynthetic process | 191 | 9 | 2.63 | 0.00098 | ALD5, ARO8, BAT1, BIO3, FOL2, HIS2, HOM2, LYS12, ppr1 |
| GO:0046394 | carboxylic acid biosynthetic process | 191 | 9 | 2.63 | 0.00098 | ALD5, ARO8, BAT1, BIO3, FOL2, HIS2, HOM2, LYS12, ppr1 |
| GO:0006553 | lysine metabolic process | 15 | 3 | 0.21 | 0.00100 | ARO8, HOM2, LYS12 |
| GO:1901607 | alpha-amino acid biosynthetic process | 119 | 7 | 1.64 | 0.00106 | ARO8, BAT1, FOL2, HIS2, HOM2, LYS12, ppr1 |
| GO:0044282 | small molecule catabolic process | 89 | 6 | 1.23 | 0.00122 | ALD5, ARO10, BAT1, GAD1, PDH1, ppr1 |
| GO:0009066 | aspartate family amino acid metabolic process | 60 | 5 | 0.83 | 0.00125 | ARO10, ARO8, BAT1, HOM2, LYS12 |
| GO:0044281 | small molecule metabolic process | 645 | 18 | 8.88 | 0.00153 | ALD5, APA2, ARO10, ARO8, BAT1, BIO3, CAB1, FOL2, FPS1, GAD1, HIS2, HOM2, KLMA_40628, LYS12, PDH1, PDX3, gcp, ppr1 |
| GO:0006555 | methionine metabolic process | 38 | 4 | 0.52 | 0.00167 | ARO10, ARO8, BAT1, HOM2 |
| GO:0016054 | organic acid catabolic process | 68 | 5 | 0.94 | 0.00219 | ARO10, BAT1, GAD1, PDH1, ppr1 |
| GO:0046395 | carboxylic acid catabolic process | 68 | 5 | 0.94 | 0.00219 | ARO10, BAT1, GAD1, PDH1, ppr1 |
| GO:0044272 | sulfur compound biosynthetic process | 69 | 5 | 0.95 | 0.00234 | ARO10, ARO8, BAT1, BIO3, HOM2 |
| GO:0009081 | branched-chain amino acid metabolic process | 20 | 3 | 0.28 | 0.00238 | ARO10, BAT1, HOM2 |
| GO:0009063 | cellular amino acid catabolic process | 43 | 4 | 0.59 | 0.00265 | ARO10, BAT1, GAD1, ppr1 |
| GO:0006558 | L-phenylalanine metabolic process | 6 | 2 | 0.08 | 0.00269 | ARO10, ARO8 |
| GO:0006570 | tyrosine metabolic process | 6 | 2 | 0.08 | 0.00269 | ARO10, ARO8 |
| GO:0009083 | branched-chain amino acid catabolic process | 6 | 2 | 0.08 | 0.00269 | ARO10, BAT1 |
| GO:1902221 | erythrose 4-phosphate/phosphoenolpyruvate family amino acid metabolic process | 6 | 2 | 0.08 | 0.00269 | ARO10, ARO8 |
| GO:0008652 | cellular amino acid biosynthetic process | 142 | 7 | 1.96 | 0.00294 | ARO8, BAT1, FOL2, HIS2, HOM2, LYS12, ppr1 |
| GO:0000096 | sulfur amino acid metabolic process | 45 | 4 | 0.62 | 0.00313 | ARO10, ARO8, BAT1, HOM2 |
| GO:0009067 | aspartate family amino acid biosynthetic process | 49 | 4 | 0.67 | 0.00428 | ARO8, BAT1, HOM2, LYS12 |
| GO:0006520 | cellular amino acid metabolic process | 241 | 9 | 3.32 | 0.00489 | ARO10, ARO8, BAT1, FOL2, GAD1, HIS2, HOM2, LYS12, ppr1 |
| GO:0006551 | leucine metabolic process | 8 | 2 | 0.11 | 0.00494 | ARO10, BAT1 |
| GO:0034599 | cellular response to oxidative stress | 52 | 4 | 0.72 | 0.00530 | GAD1, KLMA_40301, SCH9, ppr1 |
| GO:1901566 | organonitrogen compound biosynthetic process | 292 | 10 | 4.02 | 0.00551 | ARO8, BAT1, BIO3, CAB1, FOL2, HIS2, HOM2, LYS12, PDX3, ppr1 |
| GO:0009097 | isoleucine biosynthetic process | 9 | 2 | 0.12 | 0.00629 | BAT1, HOM2 |
| GO:0019509 | L-methionine salvage from methylthioadenosine | 9 | 2 | 0.12 | 0.00629 | ARO8, BAT1 |
| GO:0043102 | amino acid salvage | 9 | 2 | 0.12 | 0.00629 | ARO8, BAT1 |
| GO:1901606 | alpha-amino acid catabolic process | 29 | 3 | 0.4 | 0.00698 | ARO10, GAD1, ppr1 |
| GO:0006895 | Golgi to endosome transport | 10 | 2 | 0.14 | 0.00780 | ENT5, SFT2 |
| GO:0071267 | L-methionine salvage | 10 | 2 | 0.14 | 0.00780 | ARO8, BAT1 |
| GO:0006979 | response to oxidative stress | 59 | 4 | 0.81 | 0.00831 | GAD1, KLMA_40301, SCH9, ppr1 |
| GO:0006549 | isoleucine metabolic process | 11 | 2 | 0.15 | 0.00945 | BAT1, HOM2 |
| GO:0019878 | lysine biosynthetic process via aminoadipic acid | 11 | 2 | 0.15 | 0.00945 | ARO8, LYS12 |

^a^The number of GO term annotated genes in the *K. marxianus* genome.

^b^The number of GO term annotated genes, which were significantly (FDR < 0.05) expressed under the condition.

^c^The expected value of Fisher's exact test.

^d^The P-value of Fisher's exact test.

**Table S22** Summary of significantly down-regulated genes under the 30X condition

^a^Gene expression was significantly (FDR < 0.05) altered under the following conditions: S, 30X-specific down-regulation; C, commonly down-regulated under 30DS, 45D and 30X conditions; 30DS, down-regulated under 30X and 30DS conditions; 45D, down-regulated under 30X and 45D conditions.

How the deposited data were processed for this re-analysis (not part of the article)

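Transcripts of the sequenced strain of K. marxianus were measured by TSS Seq in 12 libraries, 3 for each of 4 growth conditions. Cells from an 18-h preculture grew for 6 h in YPD at 30°C with shaking at 160 rpm (30D), in YPD at 30°C without shaking (30DS), in YPD at 45°C with shaking (45D) or in YPX at 30°C with shaking (30X), with 20 g/l sugar. 30D is the control. Libraries were assigned to conditions by the sample titles. The paper states that the cultures of each condition and their TSS Seq were done in triplicate. Replicate 1 of 30D, 30DS and 45D came from a run in April, and in June the libraries of 30D were sequenced on another day than all others. Run and condition are thus partly mixed for 30DS and 45D against 30D. They are fully mixed for 30X against 30D, which share no run. The June libraries of 30D and 45D carry 1 instrument code and those of 30DS and 30X another. Instrument and condition are thus mixed, at least in part, in comparisons of 30DS or 30X with 30D or 45D.

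The authors mapped the TSS tags uniquely and perfectly to their own genome sequence of this strain, and deposited the number of tags per gene and library as raw counts. They also deposited each count as RPM (which they write ppm), relative to all TSS tags of the library that mapped uniquely and perfectly. The aligner and its version are not given in the sources used here. Counts were checked to be whole numbers, and each RPM value to be its count over 1 total per library, larger than the sum over the genes held. Their table has 5012 genes with values (4822 protein-coding, 182 tRNA and 8 rRNA genes), and 113 of them had no tag in any library. A further 314 lines hold no values and were not analysed, and a few genes are not reported here.

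Gene names were taken from the RefSeq table (4798 loci matched, 4079 with a name) and from the paper's tables (1882 loci), with the 1999 annotation lines held of Additional file 2. 64 lists of genes by function were drawn up from the paper's classes and from common gene symbols. The paper found some of these classes enriched among changed genes of the same libraries. Among them are ribosome biogenesis, sporulation, branched-chain amino acid and lysine biosynthesis and fatty acid oxidation. Set tests of such lists are thus no independent evidence. 18 members were added or removed later because their product differs from that of the symbol.

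Counts were analysed in R 4.3.3 with edgeR 4.0.16, scaled by TMM, with genes kept by filterByExpr (4603 tested, 409 not). A model with 1 coefficient per condition was fitted to all 12 libraries (estimateDisp, glmQLFit), with a common biological coefficient of variation of 1.12 and a median prior of 1.74 degrees of freedom. Each of the 6 comparisons was tested by edgeR's quasi-likelihood test (glmQLFTest) with Benjamini-Hochberg adjustment at 0.05 and a prior count of 2 for log2 fold changes. Standard errors are the size of the log2 fold change over the square root of F. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 189 pairs of list and comparison, and again with the correlation estimated. DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 were also used.

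Whether libraries of equal replicate number are paired was checked by the correlation of their departures from the condition mean over 2535 genes. In 30DS and 30D all 3 pairs of equal number were over 0.1 (r from 0.115 to 0.288, and up to 0.262 for unequal numbers), which held in no other comparison. By the labels, the libraries numbered 1 of 30D, 30DS and 45D share the run of April, while those numbered 2 and 3 of 30D share no run with the other conditions. The departures of a condition sum to 0, so a difference shared by the April libraries alone makes numbers 2 and 3 correlate in any order. For 30DS number 2, r was 0.262 with 30D number 3 and 0.115 with 30D number 2. The values thus do not show pairing by number beyond the shared April run. For 30DS against 30D a value with the replicate number as a block is still given where it changes a call.

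The libraries hold 4909246 to 21800187 tags over these genes, of 5188270 to 23270489 mapped by the authors. Where a group had 0 tags in its 3 libraries, a fold change is given as a lower bound with a floor of 3 tags over the group. The test was tried on simulated counts with 50 genes changed at each of 4 sizes. At a 16-fold change it called 17, 9 and 15 of 50 genes for 30DS, 45D and 30X, at 64-fold 25, 23 and 20 and at 256-fold 26, 25 and 30, and 0, 1.67% and 4.41% of its calls were false. False calls made up 20.9% to 26.4% for edgeR's likelihood ratio test, 20.3% to 23.9% for its exact test and 37.8% to 41.9% for DESeq2. All these tests ran on 1 set of counts drawn from edgeR's estimates of spread, so the shares may not hold for the real libraries. Camera found the 1 list that held changed genes and called 0 of the other simulated lists. The simulated genes were drawn independently of each other, so this does not show how camera behaves where the genes of a list are correlated.

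Genes named in the text follow a rule. It takes every gene the paper names in a statement on expression, and the 5 largest rises and 5 largest falls among called genes with a gene symbol, libraries that do not overlap, a mean of at least 20 ppm in a group and tags in 2 or more libraries of each group. It also takes the 3 genes of highest ppm among those at 0 tags in 1 group, up to 4 called members of a list with the largest fold changes or, where none passed, the 2 members of highest mean ppm, and every gene drawn in Fig. 3 and Table S6. Fold changes in the paper's tables had been seen when the rule was written. Other genes are marked as chosen after their values were seen.

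The tests, the lists, the rule for named genes and the alternatives were set before the data were examined, apart from the corrections to the lists, of which those of FEN1 and RPP1 were made after results had been seen, and 2 alternatives added later (KLMA_10040 left out, and called genes with an opposite neighbour on the same strand left out). Also chosen after results had been seen were the tests of exchange of tags between neighbours on the same strand and within a condition, of sparser April libraries and of the share of KLMA_10040, and the use of the range of random sets to weigh the genes for ribosomes, proteasome, RNA polymerases and translation factors at 0 tags. The alternatives were DESeq2, edgeR's exact and likelihood ratio tests, robust estimation, limma on log2 ppm with 3 pseudocounts, 3 other scalings, 3 other filters, fits of the 6 libraries compared, each library left out in turn, a term for the replicate number or for the April run, the June libraries alone, tRNA genes or genes at 0 tags left out, divergent neighbours summed, a limit on the fold change, other set tests and other limits for genes at 0 tags. Unchanged groups were simulated from the spread of the data to weigh overlaps between comparisons with shared controls. Genome assembly, phylogeny and growth measurements of the paper were not analysed here.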

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

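The count of same-strand neighbours in this part was chosen after the result was seen.

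Transfer RNA genes that changed at 45°C are counted in the paper's Table S17 and not discussed in its text. TSS Seq reads capped 5′ ends, and whether the tags on these genes come from the transfer RNAs themselves was not tested. Among the 100 tested genes for transfer RNA, edgeR's quasi-likelihood test called 28 higher and 2 lower in 45D than in 30D, and 50 and 3 when adjusted over the list alone. Transfer RNA had a median log2 fold change of 3.37, or 3.63 relative to all genes tested. Camera ranked transfer RNA higher than the other genes (adjusted p = 1.16e-15, and adjusted p = 0.113 with an estimated correlation). 119 of 182 genes for transfer RNA had a higher mean ppm in 45D and 21 a lower one, with all 3 libraries above those of 30D for 61 and below for 4, where chance separates 10% and 39.8% of all genes tested were separated. KLMA_R701 (at least 1238-fold lower) and KLMA_R706 (at least 31.4-fold lower) were lower. KLMA_R406 (8.46) and KLMA_R521 (7.33) had the largest log2 fold changes among the others. KLMA_R701 and KLMA_R706 were chosen after their values were seen. KLMA_R521 has a neighbour on the same strand with a fold change of the other sign. KLMA_R706 lost its call without 30D replicates 1 (0.0519), 2 (0.0625) or 3 (0.0643), 45D replicates 2 (0.0510) or 3 (0.0645) or 30X replicates 1 (0.0552), 2 (0.0541) or 3 (0.0548), with the adjusted p from the same test in parentheses. Transfer RNA had 15 higher genes without 30D replicate 3, 16 without 30D replicate 2 and 53 without 45D replicate 1. Scaled by library totals only, 60 were higher and 2 lower, and DESeq2 called 69 and 6. 12 of the 28 have a neighbour on the same strand with a fold change of the other sign, beside 23.3% of all genes tested and 21.3% of those called. The genes of the table took 80.9 to 89.2% of the mapped tags in 45D, 93.7 to 97.8% in 30D, 93.6 to 95.6% in 30DS and 97.5 to 97.8% in 30X. For transfer RNA, 5 of 100 genes were higher and 7 lower in 30DS by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for transfer RNA numbered 7 higher and 2 lower on library totals and 5 and 3 by edgeR's exact test. Transfer RNA had a median log2 fold change of -0.06, or -0.20 relative to all genes tested, but of 1.02 (-0.12 relative to all genes) scaled by library totals only, and a mean of the other sign (0.12). Transfer RNA had 3 higher genes and 4 lower genes with the replicate number as a block. Transfer RNA had 2 lower genes without 30D replicate 3 or 30DS replicate 2, 3 without 30D replicate 2 or 30DS replicate 3, 4 without 30X replicates 1, 2 or 3 and 12 without 45D replicate 1. In 30X, 4 of the 100 genes for transfer RNA were higher and 1 lower than in 30D by edgeR's quasi-likelihood test, and 3 and 1 when adjusted over the list alone. Transfer RNA had a median log2 fold change of 0.26, or 0.24 relative to all genes tested. Transfer RNA had 0 lower genes without 30D replicates 2 or 3, 30DS replicates 2 or 3 or 30X replicates 1, 2 or 3 and 3 without 30D replicate 1 or 45D replicate 1. Camera did not compare this list between 45D and the conditions other than 30D. Single genes were tested there. Of the 880 genes called between 45D and 30DS, 841 were not tRNA genes, and of the 710 between 30X and 45D, 682. The direction of the tRNA genes among these calls is not given here.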

How the results depend on the processing

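The settings that leave out KLMA_10040, or called genes with an opposite neighbour on the same strand, were chosen after the data had been seen, and all other settings in this part before.

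Genes changed at an adjusted p under 0.05 from edgeR's quasi-likelihood test numbered 561 for 30DS against 30D, 781 for 45D against 30D, 347 for 30X against 30D, 880 for 45D against 30DS, 333 for 30X against 30DS and 710 for 30X against 45D. Genes called in the same direction in a pair of comparisons with 30D numbered 240 for 30DS and 45D, 178 for 30DS and 30X and 154 for 45D and 30X. 17 gene results named by the paper, 58 lists by camera and 2 sugar transporters specific to 30X were called, and 240 genes had 0 tags throughout 1 condition and at least 20 ppm in another.

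Counts that moved by over 1.5 times were these. The DESeq2 Wald test gave 1089 for 30DS against 30D, 1495 for 45D against 30D, 816 for 30X against 30D, 1563 for 45D against 30DS, 915 for 30X against 30DS, 1431 for 30X against 45D, 491 for the overlap of 30DS and 45D, 445 for the overlap of 30DS and 30X and 399 for the overlap of 45D and 30X. edgeR's exact test on all genes with a tag gave 220 for 30DS against 30D, 116 for 30X against 30D, 123 for 30X against 30DS, 83 for the overlap of 30DS and 45D, 41 for the overlap of 30DS and 30X, 50 for the overlap of 45D and 30X and 1 sugar transporter specific to 30X. With limma on log2(ppm + 1) there were 1078 for 30DS against 30D, 1454 for 45D against 30D, 951 for 30X against 30DS, 1617 for 30X against 45D, 560 for the overlap of 30DS and 45D and 1 sugar transporter specific to 30X. A pseudocount of 0.1 ppm in limma gave 923 for 30DS against 30D, 1394 for 45D against 30D, 803 for 30X against 30DS, 1525 for 30X against 45D, 529 for the overlap of 30DS and 45D and 1 sugar transporter specific to 30X. A pseudocount of 10 ppm gave 1198 for 30DS against 30D, 1472 for 45D against 30D, 1451 for 45D against 30DS, 1.1e+03 for 30X against 30DS, 1635 for 30X against 45D and 536 for the overlap of 30DS and 45D. Scaling by library totals only gave 1305 for 45D against 30D, 205 for 30X against 30D, 675 for 30X against 30DS, 1547 for 30X against 45D, 420 for the overlap of 30DS and 45D, 102 for the overlap of 30DS and 30X, 93 for the overlap of 45D and 30X and 1 sugar transporter specific to 30X. Fits of only the 6 libraries compared gave 396 for 45D against 30D, 775 for 30X against 30D, 357 for 45D against 30DS, 902 for 30X against 30DS and 94 for the overlap of 30DS and 45D. The June libraries alone gave 1215 for 30DS against 30D, 1496 for 45D against 30D, 850 for 30X against 30D, 1710 for 45D against 30DS, 1146 for 30X against 30DS, 1540 for 30X against 45D, 534 for the overlap of 30DS and 45D, 489 for the overlap of 30DS and 30X, 423 for the overlap of 45D and 30X and 28 gene results named by the paper. With the correlation within lists estimated, camera called 6 lists, and fry called 105. A minimum of 100 ppm gave 83 genes at 0 tags, one of 5 ppm gave 424, and 0 or 1 tag per library in place of 0 gave 249. The cause was not tested. In the June libraries, 30D was sequenced on another day than the other conditions, so those counts against 30D also hold any difference between runs. The June counts of 30DS and 30X against 30D and 45D also hold any difference between instruments, since the instrument codes differ. Simulated data gave more false calls by DESeq2 (37.8% to 41.9%) than by the quasi-likelihood test (0 to 4.41%). They were drawn from edgeR's estimates of spread, so these shares may not hold for the real libraries.

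Of the counts given above, those recomputed stayed within 1.5 times their value with edgeR's likelihood ratio test, the quasi-likelihood test with robust estimation, DESeq2 size factors in edgeR, upper-quartile scaling, no filter on low counts, a filter of 1 ppm in 3 libraries, a filter of 10 ppm in 3 libraries, the April run as a term, genes at 0 tags throughout a group left out, tRNA genes left out, divergent neighbours summed, calls held to an absolute log2 fold change above 1, KLMA_10040 left out and called genes with an opposite neighbour on the same strand left out. Over these settings the genes changed numbered 462 to 741 for 30DS against 30D, 615 to 1038 for 45D against 30D, 260 to 445 for 30X against 30D, 683 to 1155 for 45D against 30DS, 291 to 459 for 30X against 30DS and 559 to 959 for 30X against 45D.

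The balance of higher and lower genes moved by over 10 points with the scaling. After TMM, higher and lower genes numbered 269 and 292 for 30DS against 30D, 318 and 463 for 45D against 30D, 372 and 508 for 45D against 30DS, 210 and 123 for 30X against 30DS and 452 and 258 for 30X against 45D. They numbered on library totals 564 and 109 for 30DS against 30D, 1084 and 221 for 45D against 30D, 498 and 287 for 45D against 30DS, 87 and 588 for 30X against 30DS and 250 and 1297 for 30X against 45D, and with upper-quartile scaling 409 and 379 for 45D against 30D, 176 and 187 for 30X against 30DS and 352 and 385 for 30X against 45D. DESeq2 size factors moved no share by over 10 points.

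Leaving out each library in turn gave these lowest and highest counts, with each library that moved a count by over 1.5 times in parentheses. 30DS against 30D had 337 to 868 genes changed (344 without 30D replicate 2, 353 without 30D replicate 3, 369 without 30DS replicate 2, 337 without 30DS replicate 3 and 868 without 45D replicate 1). 45D against 30D had 402 to 985 genes changed (402 without 30D replicate 2 and 482 without 30D replicate 3). 30X against 30D had 130 to 537 genes changed (167 without 30D replicate 2, 197 without 30D replicate 3, 537 without 45D replicate 1, 130 without 30X replicate 1, 137 without 30X replicate 2 and 133 without 30X replicate 3). 45D against 30DS had 522 to 1143 genes changed (561 without 30DS replicate 2 and 522 without 30DS replicate 3). 30X against 30DS had 133 to 636 genes changed (182 without 30DS replicate 2, 153 without 30DS replicate 3, 636 without 45D replicate 1, 177 without 30X replicate 1, 133 without 30X replicate 2 and 162 without 30X replicate 3). 30X against 45D had 391 to 946 genes changed (391 without 30X replicate 1, 398 without 30X replicate 2 and 422 without 30X replicate 3).

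The overlap of 30DS and 45D ran from 116 to 304 (116 without 30D replicate 2, 136 without 30D replicate 3, 158 without 30DS replicate 2 and 146 without 30DS replicate 3). The overlap of 30DS and 30X ran from 74 to 294 (88 without 30D replicate 2, 105 without 30D replicate 3, 118 without 30DS replicate 3, 294 without 45D replicate 1, 74 without 30X replicate 1, 77 without 30X replicate 2 and 80 without 30X replicate 3). The overlap of 45D and 30X ran from 69 to 219 (73 without 30D replicate 2, 85 without 30D replicate 3, 69 without 30X replicate 1, 75 without 30X replicate 2 and 70 without 30X replicate 3). Sugar transporters specific to 30X ran from 1 to 2, with 1 without 30D replicates 1, 2 or 3, 45D replicates 2 or 3 or 30X replicates 1, 2 or 3. Gene results named by the paper ran from 12 to 22 and lists from 53 to 58. A condition with 1 library left out keeps 2, and their spread is estimated together with that of the other conditions. The cause of the changes was not tested.

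Single genes changed sign in 45D on scales without TMM, given as log2 fold changes. Scaled by library totals only, they were 1.33 for KGD2, 0.0278 for ERG12, 0.0289 for GND1, 0.71 for RPE1, 0.25 for ECM10, 0.42 for SEC18, 1.19 for SDH4, 0.53 for QCR2, 0.12 for UGP1, 0.21 for DPB11, 0.13 for RAD4, 1.68 for PIR1 and 1.45 for HSP31. On log2(ppm + 1) in limma they were 1.14 for KGD2, 0.53 for RPE1, 0.0920 for ECM10, 0.24 for SEC18, 0.97 for SDH4, 0.43 for QCR2, 0.0816 for DPB11, 0.18 for RAD4, 1.47 for PIR1 and 1.26 for HSP31. With a pseudocount of 0.1 they were 1.15 for KGD2, 0.54 for RPE1, 0.0922 for ECM10, 0.24 for SEC18, 0.97 for SDH4, 0.44 for QCR2, 0.0841 for DPB11, 0.19 for RAD4, 1.47 for PIR1 and 1.28 for HSP31, and with one of 10 they were 1.05 for KGD2, 0.53 for RPE1, 0.0901 for ECM10, 0.23 for SEC18, 0.90 for SDH4, 0.39 for QCR2, 0.0622 for DPB11, 0.15 for RAD4, 1.43 for PIR1 and 1.11 for HSP31. These scales move the median of all genes in 45D by 1.64 on library totals, and the cause was not tested further.

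With the June libraries only, the sign changed to 5.10 for CTA1 in 30DS, 7.88 for CTA1 in 45D and -8.12 for GLR1 in 45D, and without 45D replicate 1 to -7.75 for GLR1. Leaving out each library in turn gave -7.75 to 0.55 for GLR1 in 45D, where replicates 2 and 3 have 0 tags, so the values without replicate 1 are no bounds. Summing divergent neighbours counts a pair of genes as 1, and gave 0.31 for YML6 in 45D and -0.85 for YAT1 in 30X. The cause was not tested.

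Over all settings, 10849 of 12615 values of the 363 gene results named in the text kept their direction and their side of the threshold, 1311 kept the direction and lost the call, 203 gained one and 203 changed sign without a call in either fit. A further 49 changed sign with a call in the main fit, the alternative or both, which is not always a call in the other direction. For the 84 results of lists, 2485 of 2682 values kept both, 87 lost the call, 48 gained one and 62 changed sign without one. Set tests were not recomputed with the likelihood ratio test, robust estimation, genes at 0 tags left out or the limit on the fold change.

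A single tag is worth 0.0430 to 0.193 ppm, and 518 to 1994 genes had 0 tags in a library. On simulated data with 50 genes changed at each size, a 4-fold change was called for 0 to 2 of 50 genes and a 16-fold change for 9 to 17, so a gene that was not called may have changed by that much (1089 genes were called for 30DS against 30D by the DESeq2 Wald test).

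The replicate block, with the replicate number as a term, called 435 genes for 30DS against 30D, 575 genes for 45D against 30D and 248 genes for 30X against 30D, and the overlap of 30DS and 30X fell to 118. Of the 363 gene results, 54 lost their call and 1 gained one. For 30DS against 30D, where all 3 pairs of equal number correlated, the calls that the block changed are given beside the results named in the text, and it changed no other call among them. In 45D and 30D the libraries numbered 1 share the run of April. Those numbered 2 and 3 share an instrument code and a lane number, but not a day. In 30X and 30D no libraries of equal number share a run. There, departures from the condition mean correlated between libraries of equal number with r from 0.0638 to 0.194 in 45D and 30D, and -0.138 to -0.0196 in 30X and 30D, beside up to 0.188 and 0.185 for unequal numbers.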

Differences from the paper's values

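In this part, the setting that leaves out called genes with an opposite neighbour was chosen after the results were seen, and the genes and lists compared below the counts are those of the paper's statements. Several of these statements cite figures of TSS-tag ppm, a scale without TMM. The calls set beside them here are after TMM, so the measures differ, and mean ppm is given beside them.

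The paper states edgeR and a false discovery rate under 0.05 on the tag counts, and does not state which test of edgeR or which filter was used. Its tables hold 4839 genes (the paper's), and 4603 passed the filter here. The counts below are at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and a count within 1.5 times the paper's is taken as near it. The alternatives set before the data were examined were the DESeq2 Wald test, edgeR's exact test on all genes with a tag, edgeR's likelihood ratio test, the quasi-likelihood test with robust estimation, scaling by library totals only, DESeq2 size factors in edgeR, upper-quartile scaling, no filter on low counts, a filter of 1 ppm in 3 libraries, a filter of 10 ppm in 3 libraries, a fit of only the 6 libraries compared, the replicate block, the April run as a term, the June libraries only, genes at 0 tags throughout a group left out, tRNA genes left out, divergent neighbours summed, calls held to an absolute log2 fold change above 1 and limma on log2 ppm with each pseudocount, and the fits without each of the 12 libraries in turn.

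For 30DS, 269 genes were higher here, against the paper's 159. The count came near the paper's with edgeR's exact test on all genes with a tag (108), the replicate block, divergent neighbours summed (218) and each fit without 30D replicates 1 (236), 2 (152) or 3 (152), 30DS replicates 2 (177) or 3 (165) or 30X replicates 1 (214), 2 (214) or 3 (207), and not with the other alternatives. For 30DS, 292 genes were lower here, against the paper's 154. The count came near the paper's with edgeR's exact test on all genes with a tag (112), limma on log2(ppm + 1) (167), limma on log2(ppm + 0.1) (150), limma on log2(ppm + 10) (173), scaling by library totals only (109) and each fit without 30D replicates 2 (192) or 3 (201) or 30DS replicates 2 (192) or 3 (172), and not with the other alternatives. For 45D, 318 genes were higher here, against the paper's 199. The count came near the paper's with edgeR's exact test on all genes with a tag (158), no filter on low counts (288), a fit of only the 6 libraries compared (150), the replicate block, tRNA genes left out (295), divergent neighbours summed (249) and each fit without 30D replicates 1 (277), 2 (148) or 3 (178), 30DS replicates 2 (275) or 3 (273), 45D replicates 2 (268) or 3 (216) or 30X replicates 1 (245), 2 (243) or 3 (244), and not with the other alternatives.

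For 30X, 194 genes were higher here, against the paper's 89. The count came near the paper's with edgeR's exact test on all genes with a tag (61), scaling by library totals only (98) and each fit without 30D replicates 2 (79) or 3 (102) or 30X replicates 1 (76), 2 (85) or 3 (79), and not with the other alternatives. For 30X, 153 genes were lower here, against the paper's 79. The count came near the paper's with edgeR's exact test on all genes with a tag (55), scaling by library totals only (107), the replicate block, divergent neighbours summed (118) and each fit without 30D replicates 2 (88) or 3 (95), 30DS replicate 3 (117) or 30X replicates 1 (54) or 3 (54), and not with the other alternatives. For the genes lower in 45D, the counts were near (463, and the paper's 508). With called genes left out that have an opposite neighbour on the same strand, a setting chosen after seeing the values, 222 genes were higher in 30DS and 252 in 45D, both near the paper's, and this setting drops 25 of the 94 and 45 of the 116 genes that the paper lists and that were called here. The genes lower in 45D numbered 363 under that setting and stayed near the paper's. The remaining counts stayed apart from the paper's, with 240 lower in 30DS, and 150 higher and 120 lower in 30X.

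Transfer RNA genes higher in 45D numbered 28 here and 57 in the paper's tables, and were near that number with the DESeq2 Wald test (69), edgeR's exact test on all genes with a tag (49), edgeR's likelihood ratio test (55), limma on log2(ppm + 1) (63), limma on log2(ppm + 0.1) (57), limma on log2(ppm + 10) (65), scaling by library totals only (60), the June libraries only (56) and the fit without 45D replicate 1 (53) but not with the others. Transfer RNA genes lower in 45D numbered 2 here and 4 in the paper's tables, and were near that number with the DESeq2 Wald test (6), edgeR's exact test on all genes with a tag (3), edgeR's likelihood ratio test (3), the April run as a term (3), the June libraries only (3) and the fit without 30DS replicate 1 (3) but not with the others. Transfer RNA genes higher in 30X numbered 4 here and 7 in the paper's tables, and were near that number with edgeR's likelihood ratio test (8), limma on log2(ppm + 0.1) (5), a fit of only the 6 libraries compared (10), the June libraries only (9) and each fit without 30D replicate 1 (5), 30DS replicates 2 (5) or 3 (5) or 45D replicate 1 (6) but not with the others. Transfer RNA genes lower in 30X numbered 1 here and 2 in the paper's tables, and were near that number with the DESeq2 Wald test (3), edgeR's likelihood ratio test (2) and each fit without 30D replicate 1 (3) or 45D replicate 1 (3) but not with the others. The alternative without tRNA genes gives no such count.

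Of the genes that the paper's tables list as higher and lower in 30DS, in 45D and in 30X, 94 of 137, 115 of 147, 116 of 175, 280 of 475, 55 of 80 and 41 of 77 tested here were called in the same direction by edgeR's quasi-likelihood test, and all of the tested ones had the same sign. In that order, edgeR's likelihood ratio test called 130 of 137, 143 of 147, 167 of 175, 429 of 475, 75 of 80 and 65 of 77, DESeq2 128 of 137, 143 of 145, 177 of 181, 447 of 458, 75 of 79 and 71 of 74, and the June libraries alone 112 of 145, 126 of 150, 143 of 186, 338 of 483, 62 of 82 and 58 of 77. More of them were called in each of these tables also with the April run as a term. In some of the tables, more were called with edgeR's exact test on all genes with a tag, scaling by library totals only, upper-quartile scaling, no filter on low counts, a fit of only the 6 libraries compared, limma on log2 ppm with each pseudocount and each fit without 30D replicate 1, 30DS replicate 1 or 45D replicates 1 or 2. On simulated data, 20.9% to 26.4% of the calls of the likelihood ratio test and 37.8% to 41.9% of those of DESeq2 were false. The simulated counts were drawn from edgeR's estimates of spread, so these shares may not hold for the real libraries.

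The paper has NPT1, CYC7, AAC and HAP1 higher in 30DS. NPT1 (KLMA_20811, log2 fold change -0.14, adjusted p = 0.903 from edgeR's quasi-likelihood test, and 0.171 to 1.00 over the alternatives) was called higher under none of the 35 alternatives. CYCK (KLMA_30284, log2 fold change -2.17, adjusted p = 0.00191 from edgeR's quasi-likelihood test, and 2.34e-21 to 0.141 over the alternatives) was called higher under none of the 35 alternatives. CYCK was assumed to be CYC7 because it is annotated as cytochrome c, so this difference holds only if it is the gene meant. CYCK was called lower in 30 of the alternatives. AAC (KLMA_70354, at least 1961-fold higher, adjusted p = 0.173 from edgeR's quasi-likelihood test, and 0.000966 to 0.306 over the alternatives) was called higher with the DESeq2 Wald test, edgeR's exact test on all genes with a tag, edgeR's likelihood ratio test, the replicate block, the April run as a term and the June libraries only. HAP1 (KLMA_40297, log2 fold change 1.65, adjusted p = 0.244 from edgeR's quasi-likelihood test, and 0.00113 to 0.906 over the alternatives) was called higher with scaling by library totals only and limma on log2 ppm with each pseudocount. Mean ppm in 30DS and in 30D was 91.7 and 56.5 for NPT1, 179.6 and 435 for CYCK, 218 and 0 for AAC and 74.2 and 9.80 for HAP1. The values of RAG5 and GAP1, which the paper has as lower, are called lower here too.

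The paper has LYS21, ZWF and SOL1 higher in 45D. LYS21 (KLMA_60493, at least 70.9-fold higher, adjusted p = 0.238 from edgeR's quasi-likelihood test, and 6.50e-06 to 1.00 over the alternatives) was called higher with the DESeq2 Wald test. ZWF1 (KLMA_50631, log2 fold change 1.40, adjusted p = 0.0542 from edgeR's quasi-likelihood test, and 0.000914 to 0.389 over the alternatives) was called higher with the DESeq2 Wald test, scaling by library totals only, upper-quartile scaling, a filter of 10 ppm in 3 libraries, the April run as a term, the June libraries only, divergent neighbours summed, limma on log2 ppm with each pseudocount and the fit without 45D replicate 1. SOL1 (KLMA_70192, log2 fold change 0.04, adjusted p = 0.963 from edgeR's quasi-likelihood test, and 0.0197 to 1.00 over the alternatives) was called higher with scaling by library totals only and limma on log2 ppm with each pseudocount. Mean ppm in 45D and in 30D was 11.4 and 0 for LYS21, 189.6 and 24.6 for ZWF1 and 258 and 98.2 for SOL1. GLK1 is called higher here, as in the paper, and UNG1 too. CIT1 and LSC2 are lower in the paper. CIT1 (KLMA_20105, log2 fold change -3.84, adjusted p = 0.440 from edgeR's quasi-likelihood test, and 0.258 to 0.605 over the alternatives) was called lower under none of the 35 alternatives. LSC2 (KLMA_10336, log2 fold change -3.31, adjusted p = 0.167 from edgeR's quasi-likelihood test, and 0.00400 to 0.483 over the alternatives) was called lower with the DESeq2 Wald test, limma on log2(ppm + 10), the June libraries only and the fit without 45D replicate 1. FUM1, MDH1 and ATP3, also lower in the paper, are called lower here.

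For IDH1, IDH2, KGD1 and KGD2, higher in 45D in the paper, the log2 fold change is negative after TMM and positive on library totals. IDH1 (KLMA_80139, log2 fold change -0.28, adjusted p = 0.949 from edgeR's quasi-likelihood test, and 0.357 to 1.00 over the alternatives) was called higher under none of the 35 alternatives. IDH2 (KLMA_20575, log2 fold change -0.75, adjusted p = 0.804 from edgeR's quasi-likelihood test, and 0.170 to 1.00 over the alternatives) was called higher under none of the 35 alternatives. KGD1 (KLMA_60541, log2 fold change -0.41, adjusted p = 0.928 from edgeR's quasi-likelihood test, and 0.638 to 1.00 over the alternatives) was called higher under none of the 35 alternatives. KGD2 (KLMA_50493, log2 fold change -0.44, adjusted p = 0.442 from edgeR's quasi-likelihood test, and 0.0176 to 1.00 over the alternatives) was called higher with scaling by library totals only and limma on log2 ppm with each pseudocount. Mean ppm in 45D and in 30D was 14.4 and 4.71 for IDH1, 39.5 and 19.8 for IDH2, 87.9 and 40.6 for KGD1 and 163 and 73.2 for KGD2.

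The heat shock genes HSP26, HSP60, HSP78, HSP82, SSA3 and CPR6 are higher in 45D in the paper, and their mean ppm is higher here. HSP26 (KLMA_40128, log2 fold change -0.42, adjusted p = 0.484 from edgeR's quasi-likelihood test, and 0.0937 to 1.00 over the alternatives) was called higher under none of the 35 alternatives. HSP60 (KLMA_20282, log2 fold change 0.77, adjusted p = 0.621 from edgeR's quasi-likelihood test, and 0.0704 to 1.00 over the alternatives) was called higher under none of the 35 alternatives. HSP78 (KLMA_60101, log2 fold change 0.81, adjusted p = 0.403 from edgeR's quasi-likelihood test, and 0.0213 to 1.00 over the alternatives) was called higher with scaling by library totals only and limma on log2 ppm with each pseudocount. HSP82 (KLMA_50344, log2 fold change 1.45, adjusted p = 0.0641 from edgeR's quasi-likelihood test, and 0.00228 to 0.336 over the alternatives) was called higher with the DESeq2 Wald test, scaling by library totals only, upper-quartile scaling, the June libraries only, limma on log2 ppm with each pseudocount and each fit without 30D replicate 1 or 45D replicate 1. SSA3 (KLMA_80367, log2 fold change 0.64, adjusted p = 0.864 from edgeR's quasi-likelihood test, and 0.0884 to 1.00 over the alternatives) was called higher under none of the 35 alternatives. CPR6 (KLMA_60511, log2 fold change 0.51, adjusted p = 0.882 from edgeR's quasi-likelihood test, and 0.0881 to 1.00 over the alternatives) was called higher under none of the 35 alternatives. Mean ppm in 45D and in 30D was 3258 and 1607 for HSP26, 6854 and 1888 for HSP60, 2329 and 459 for HSP78, 1185 and 166 for HSP82, 9103 and 1800.3 for SSA3 and 1596 and 410.0 for CPR6.

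In 30X, the paper proposes specific induction of 3 transporters and has the genes for xylose entry higher. ywtG (KLMA_80101, log2 fold change 1.996, adjusted p = 0.297 from edgeR's quasi-likelihood test, and 0.00177 to 0.582 over the alternatives) was called higher with the April run as a term and the June libraries only. XYL1 (KLMA_10683, log2 fold change 1.47, adjusted p = 0.792 from edgeR's quasi-likelihood test, and 0.0379 to 0.952 over the alternatives) was called higher with a fit of only the 6 libraries compared. XKS1 (KLMA_80066, 0 tags in 30X and 12 in 30D, adjusted p = 0.583 from edgeR's quasi-likelihood test, and 0.291 to 1.00 over the alternatives) was called higher under none of the 32 alternatives. Mean ppm in 30X and in 30D was 97.5 and 35.2 for ywtG, 250.0 and 106 for XYL1 and 0 and 0.271 for XKS1. JEN1 (KLMA_60073), ywtG (KLMA_70145) and XYL2 are called higher here. ADH2, GUT1 and GUT2 are lower in the paper. ADH2 (KLMA_40220, log2 fold change -6.79, adjusted p = 0.0880 from edgeR's quasi-likelihood test, and 0.000162 to 0.280 over the alternatives) was called lower with the DESeq2 Wald test, edgeR's exact test on all genes with a tag, edgeR's likelihood ratio test, a fit of only the 6 libraries compared, the April run as a term, the June libraries only, limma on log2 ppm with pseudocounts 1 and 10 and the fit without 45D replicate 1. GUT1 (KLMA_80412, log2 fold change -5.78, adjusted p = 0.414 from edgeR's quasi-likelihood test, and 0.0816 to 0.640 over the alternatives) was called lower under none of the 35 alternatives. GUT2 (KLMA_30722, log2 fold change -2.73, adjusted p = 0.450 from edgeR's quasi-likelihood test, and 0.00453 to 0.715 over the alternatives) was called lower with a fit of only the 6 libraries compared, the June libraries only and the fit without 45D replicate 1. Mean ppm in 30X and in 30D was 31.2 and 3314 for ADH2, 54.6 and 3709 for GUT1 and 24.6 and 168 for GUT2. ADH4b is called lower and DAK1 higher here, as in the paper.

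The paper has most genes of the pathways for sterols, unsaturated fatty acids, pyrimidines and deoxyribonucleotides higher in 30DS and in 45D. Over all genes with tags, the mean ppm was higher than in 30D for 74.0% in 30DS and 72.5% in 45D. In 30DS, the mean ppm was higher than in 30D for 23 of 25 for ergosterol biosynthesis (3 called higher and 1 lower after TMM, 4 and 1 by DESeq2, 4 and 0 on library totals), 10 of 10 for fatty acid synthesis and desaturation (1 called higher and 0 lower after TMM, 2 and 0 by DESeq2, 3 and 0 on library totals), 8 of 10 for pyrimidine synthesis (1 called higher and 0 lower after TMM, 2 and 2 by DESeq2, 2 and 0 on library totals) and 8 of 8 for ribonucleotide reductase and dNTP synthesis (4 called higher and 0 lower after TMM, 6 and 0 by DESeq2, 5 and 0 on library totals). In 45D it was higher for 8 of 10 for pyrimidine synthesis (2 called higher and 2 lower after TMM, 3 and 1 by DESeq2, 5 and 2 on library totals), 7 of 8 for ribonucleotide reductase and dNTP synthesis (3 called higher and 0 lower after TMM, 4 and 0 by DESeq2, 6 and 0 on library totals), 16 of 25 for ergosterol biosynthesis (1 called higher and 3 lower after TMM, 2 and 6 by DESeq2, 3 and 0 on library totals) and 5 of 10 for fatty acid synthesis and desaturation (0 called higher and 2 lower after TMM, 0 and 4 by DESeq2, 0 and 0 on library totals). In 45D, the shares for ergosterol biosynthesis and for fatty acid synthesis and desaturation lie below that of all genes.

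The paper has the steps from phosphoenolpyruvate to ethanol and from acetaldehyde to acetyl-CoA higher in 30X. The mean ppm was higher for 7 of 16 for the steps from pyruvate to acetyl-CoA and ethanol (2 called higher and 2 lower after TMM, 2 and 3 by DESeq2, 2 and 2 on library totals), a list wider than the paper's steps, and lower for 9.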

Other observations

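Among the tests in this part, those of exchanges between neighbours on the same strand, of the share of KLMA_10040 and of genes at 0 tags in the April libraries were chosen after the result was seen.

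Other conditions and classes of genes that the paper's statements are not about are given here. Of 39 genes for the proteasome tested, 7 were higher and 0 lower in 30DS than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 10 and 0 when adjusted over the list alone. Calls for the proteasome numbered 14 higher and 0 lower on library totals, and 0 by edgeR's exact test. 14 of the 39 had an unadjusted p under 0.05, and DESeq2 called 13 higher and 0 lower. The proteasome had a median log2 fold change of 0.94, or 0.81 relative to all genes tested. Camera ranked the proteasome higher than the other genes (adjusted p = 0.00670, and adjusted p = 0.0716 with an estimated correlation). IRC25 (KLMA_30220, 1.94) and RPN13 (KLMA_10631, 1.94) had the largest log2 fold changes among those that passed and had tags in 2 or more libraries of each group. IRC25 lost its call without 30D replicates 1 (0.0852), 2 (0.0977) or 3 (0.0849), 30DS replicates 1 (0.0753), 2 (0.103) or 3 (0.133), 45D replicate 3 (0.0776) or 30X replicates 1 (0.0785), 2 (0.0800) or 3 (0.0794), with the adjusted p from the same test in parentheses. The proteasome had 4 higher genes with the replicate number as a block. The proteasome had 3 higher genes without 30D replicates 2 or 3, 30DS replicate 3, 45D replicate 3 or 30X replicates 1, 2 or 3, 4 without 30DS replicate 2 or 45D replicate 2 and 11 without 45D replicate 1. Among the 39 tested genes for the proteasome, edgeR's quasi-likelihood test called 5 higher and 0 lower in 30X than in 30D, and 6 and 0 when adjusted over the list alone. Calls for the proteasome numbered 0 on library totals and by edgeR's exact test. 10 of the 39 had an unadjusted p under 0.05, and DESeq2 called 7 higher and 0 lower. The proteasome had a median log2 fold change of 0.72, or 0.70 relative to all genes tested. Camera ranked the proteasome higher than the other genes (adjusted p = 0.0248, and adjusted p = 0.0845 with an estimated correlation). SCL1 (KLMA_50157, log2 fold change 1.77), RPN13 (KLMA_10631, log2 fold change 1.64), PRE2 (KLMA_20340, log2 fold change 1.46), RPN1 (KLMA_20084, log2 fold change 1.40) and PUP1 (KLMA_30649, log2 fold change 1.28) were higher. PUP1 was chosen after its values were seen. SCL1 lost its call without 30D replicates 2 (0.0646) or 3 (0.0796) or 30X replicates 1 (0.0515), 2 (0.107) or 3 (0.0775), and RPN13 without 30D replicates 2 (0.0841) or 3 (0.0921) or 30X replicates 1 (0.0533), 2 (0.103) or 3 (0.0792), with the adjusted p from the same test in parentheses. PRE2 lost its call without 30D replicates 1 (0.0582), 2 (0.0784) or 3 (0.0584) or 30X replicates 2 (0.0958) or 3 (0.0862), and RPN1 without 30D replicates 1 (0.0940), 2 (0.133) or 3 (0.176), 30DS replicate 3 (0.0772), 45D replicates 2 (0.0731) or 3 (0.0938) or 30X replicates 1 (0.0996), 2 (0.173) or 3 (0.156), with the adjusted p from the same test in parentheses. PUP1 lost its call without 30D replicates 2 (0.0665) or 3 (0.0921), 45D replicate 3 (0.0544) or 30X replicates 1 (0.0644), 2 (0.106) or 3 (0.0775), with the adjusted p from the same test in parentheses.

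Trehalose and glycogen are reserve carbohydrates, and the list holds genes for making them and for breaking them down. The trehalases NTH1 and ATH1 break trehalose down, UGP1 makes UDP-glucose, and GAC1 is a phosphatase subunit that acts on glycogen synthase. For trehalose and glycogen, 0 of 12 genes were higher and 4 lower in 30DS by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for trehalose and glycogen numbered 0 higher and 2 lower on library totals. 4 of the 12 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 4 lower. Trehalose and glycogen had a median log2 fold change of -1.42, or -1.55 relative to all genes tested. Camera ranked trehalose and glycogen lower than the other genes (adjusted p = 0.00760, and adjusted p = 0.113 with an estimated correlation). GAC1 (KLMA_20704, log2 fold change -3.67), NTH1 (KLMA_60117, log2 fold change -2.25), ATH1 (KLMA_70139, log2 fold change -2.08) and UGP1 (KLMA_60317, log2 fold change -1.56) were lower. In 45D, 0 of the 12 genes for trehalose and glycogen were higher and 2 lower than in 30D by edgeR's quasi-likelihood test, and the same numbers when adjusted over the list alone. Calls for trehalose and glycogen numbered 1 higher and 1 lower on library totals. 5 of the 12 had an unadjusted p under 0.05, and DESeq2 called 0 higher and 6 lower. Trehalose and glycogen had a median log2 fold change of -2.46, or -2.20 relative to all genes tested. Camera ranked trehalose and glycogen lower than the other genes (adjusted p = 0.0404, and adjusted p = 0.199 with an estimated correlation). GAC1 (KLMA_20704, log2 fold change -4.05) and UGP1 (KLMA_60317, log2 fold change -1.60) were lower. Trehalose and glycogen had 4 lower genes without 45D replicate 1.

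Histone genes package DNA. Of 9 genes for histones tested, 0 were higher and 4 lower in 45D than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 1 and 6 when adjusted over the list alone. Calls for histones numbered 1 higher and 3 lower on library totals. 7 of the 9 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 6 lower. Histones had a median log2 fold change of -2.89, or -2.64 relative to all genes tested. Camera ranked histones lower than the other genes (adjusted p = 0.00677, and adjusted p = 0.240 with an estimated correlation). HHT1 (KLMA_80119, log2 fold change -5.69), HHF1 (KLMA_80118, log2 fold change -3.72), HHT1 (KLMA_60129, log2 fold change -3.38) and HHF1 (KLMA_60128, log2 fold change -3.37) were lower. Among the 9 tested genes for histones, edgeR's quasi-likelihood test called 2 higher and 0 lower in 30X than in 30D, and the same numbers when adjusted over the list alone. Calls for histones numbered 1 higher and 0 lower on library totals, and 0 by edgeR's exact test. 2 of the 9 had an unadjusted p under 0.05, and DESeq2 called 2 higher and 0 lower. Histones had a median log2 fold change of 0.58, or 0.56 relative to all genes tested. HTZ1 (KLMA_10259, log2 fold change 2.66) and HTA1 (KLMA_20168, log2 fold change 2.47) were higher. HTZ1 lost its call without 30D replicates 2 (0.0641) or 3 (0.0612) or 30X replicates 2 (0.0553) or 3 (0.0626), and HTA1 without 30D replicates 1 (0.0803) or 3 (0.129), 30DS replicates 1 (0.0592), 2 (0.0605) or 3 (0.0617), 45D replicates 2 (0.0603) or 3 (0.0605) or 30X replicates 1 (0.0871), 2 (0.116) or 3 (0.103), with the adjusted p from the same test in parentheses.

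Growth on xylose was also compared for ribosome assembly and protein folding. For ribosome biogenesis, 24 of 135 genes were higher and 0 lower in 30X by edgeR's quasi-likelihood test, and 25 and 0 when adjusted over the list alone. Calls for ribosome biogenesis numbered 10 higher and 0 lower on library totals. 46 of the 135 had an unadjusted p under 0.05, and DESeq2 called 44 higher and 0 lower. Ribosome biogenesis had a median log2 fold change of 1.28, or 1.26 relative to all genes tested. Camera ranked ribosome biogenesis higher than the other genes (adjusted p = 3.36e-09, and adjusted p = 0.0651 with an estimated correlation). RRP17 (KLMA_30656, 4.96) and RRP8 (KLMA_60204, 4.38) had the largest log2 fold changes among those that passed and had tags in 2 or more libraries of each group. RRP8 has a neighbour on the same strand with a fold change of the other sign. Ribosome biogenesis had 7 higher genes without 30X replicate 1, 9 without 30D replicate 2 or 30X replicate 3, 10 without 30X replicate 2, 13 without 30D replicate 3 and 15 without 30DS replicate 3. Ribosome biogenesis had 1 lower gene without 30X replicate 1. In 30X, 1 of the 34 genes for the heat shock genes was higher and 7 lower than in 30D by edgeR's quasi-likelihood test, and 2 and 9 when adjusted over the list alone. Calls for the heat shock genes numbered 0 higher and 5 lower on library totals. The heat shock genes had a median log2 fold change of -1.23, or -1.25 relative to all genes tested. Camera ranked the heat shock genes lower than the other genes (adjusted p = 0.00440, and adjusted p = 0.0758 with an estimated correlation). HSP12 (KLMA_20771, log2 fold change 6.81) was higher. HSP60 (KLMA_20282, -3.68) had the largest log2 fold change among the others. HSP12 has a neighbour on the same strand with a fold change of the other sign. HSP12 lost its call without 30D replicates 1 (0.1251), 2 (0.132) or 3 (0.158), 30DS replicates 1 (0.0543), 2 (0.0678) or 3 (0.0584), 45D replicates 2 (0.0533) or 3 (0.0619) or 30X replicates 1 (0.0943), 2 (0.0978) or 3 (0.106), and HSP60 without 30D replicates 1 (0.124) or 2 (0.0621), 30DS replicates 1 (0.0519), 2 (0.0689) or 3 (0.0685), 45D replicate 3 (0.0544) or 30X replicates 1 (0.166), 2 (0.166) or 3 (0.145), with the adjusted p from the same test in parentheses. The heat shock genes had 2 higher genes without 45D replicate 1. The heat shock genes had 2 lower genes without 30X replicates 1 or 3, 4 without 30X replicate 2 and 11 without 45D replicate 1. Of 19 genes for folding and degradation in the ER tested, 0 were higher and 4 lower in 30X than in 30D at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 1 and 5 when adjusted over the list alone. 6 of the 19 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 6 lower. Folding and degradation in the ER had a median log2 fold change of -1.19, or -1.21 relative to all genes tested. Camera ranked folding and degradation in the ER lower than the other genes (adjusted p = 0.00138, and adjusted p = 0.0651 with an estimated correlation). HRD1 (KLMA_10257), JEM1 (KLMA_20822, log2 fold change -2.87), LHS1 (KLMA_60191, log2 fold change -2.65) and GRP78 (KLMA_20691, log2 fold change -2.22) were lower. JEM1 lost its call without 30X replicates 1 (0.0572), 2 (0.0623) or 3 (0.0598), and LHS1 without 30X replicates 1 (0.0747), 2 (0.0839) or 3 (0.0566), with the adjusted p from the same test in parentheses. Folding and degradation in the ER had 1 higher gene without 30DS replicate 1. Folding and degradation in the ER had 1 lower gene without 30X replicate 3 and 2 without 30X replicates 1 or 2.

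Mitochondrial ribosomes were also compared in static culture. Among the 76 tested genes for mitochondrial ribosomal proteins, edgeR's quasi-likelihood test called 5 higher and 0 lower in 30DS than in 30D, and the same numbers when adjusted over the list alone. Calls for mitochondrial ribosomal proteins numbered 15 higher and 0 lower on library totals, and 0 by edgeR's exact test. 17 of the 76 had an unadjusted p under 0.05, and DESeq2 called 15 higher and 0 lower. Mitochondrial ribosomal proteins had a median log2 fold change of 0.91, or 0.78 relative to all genes tested. Camera ranked mitochondrial ribosomal proteins higher than the other genes (adjusted p = 0.00516, and adjusted p = 0.0734 with an estimated correlation). RSM22 (KLMA_20092, log2 fold change 3.46), MRPL35 (KLMA_50350, log2 fold change 2.56), MRPL15 (KLMA_30308, log2 fold change 2.11), MRP13 (KLMA_20337, log2 fold change 1.93) and SWS2 (KLMA_30391, log2 fold change 1.73) were higher. SWS2 was chosen after its values were seen. RSM22 lost its call without 30D replicates 2 (0.0713) or 3 (0.0817) or 30DS replicates 2 (0.0625) or 3 (0.0551), and MRPL35 without 30D replicates 1 (0.0727) or 3 (0.0948) or 30DS replicates 1 (0.0559) or 3 (0.0570), with the adjusted p from the same test in parentheses. MRPL15 lost its call without 30D replicate 2 (0.0538), and MRP13 without 30D replicates 2 (0.126) or 3 (0.115), 30DS replicates 1 (0.0795) or 3 (0.0806) or 30X replicates 1 (0.0552), 2 (0.0586) or 3 (0.0548), with the adjusted p from the same test in parentheses. SWS2 lost its call without 30D replicates 1 (0.0857), 2 (0.0793) or 3 (0.113), 30DS replicates 2 (0.123) or 3 (0.0822) or 30X replicates 1 (0.0569) or 3 (0.0569), with the adjusted p from the same test in parentheses. Mitochondrial ribosomal proteins had 11 higher genes without 45D replicate 1.

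Conditions were also compared with each other by edgeR's quasi-likelihood test. 45D had 372 genes higher and 508 lower than 30DS, 30X had 210 genes higher and 123 lower than 30DS and 30X had 452 genes higher and 258 lower than 45D. For each comparison, the 6 libraries were also divided in every other way into 3 and 3, and the real split was 1 of the 10. Genes called in the real split and in the highest other split were 561 and 3 for 30DS against 30D, 781 and 50 for 45D against 30D, 347 and 1 for 30X against 30D, 880 and 34 for 45D against 30DS, 333 and 4 for 30X against 30DS and 710 and 5 for 30X against 45D. With 10 splits, the share of splits with as many calls (1 of 10 in each comparison) cannot fall under 0.05.

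Overlaps of calls between comparisons share the libraries of 30D. For 30DS and 30X, 178 genes were called in the same direction, 87 higher and 91 lower, and 14 in opposite directions, beside 11.3 and 9.71 for independent lists. Unchanged groups had 0 calls in 20 simulations, so these do not show what shared controls add to the overlap. The overlap was 88 without 30D replicate 2, 105 without 30D replicate 3, 118 without 30DS replicate 3, 294 without 45D replicate 1, 74 without 30X replicate 1, 77 without 30X replicate 2 and 80 without 30X replicate 3. It was 118 with the replicate number as a block. Values over all genes and in the simulation were 0.530 and 0.500 for the r of the fold changes, 68.0% and 66.9% for the share of equal sign and 2.06 and 1.31 for the covariance. For 45D and 30X, 154 genes were called in the same direction, 89 higher and 65 lower, and 23 in opposite directions, beside 13.4 and 15.4 for independent lists. Unchanged groups had 0 calls in 20 simulations, so these do not show what shared controls add to the overlap. The overlap was 73 without 30D replicate 2, 85 without 30D replicate 3, 69 without 30X replicate 1, 75 without 30X replicate 2 and 70 without 30X replicate 3. Values over all genes and in the simulation were 0.346 and 0.500 for the r of the fold changes, 62.0% and 66.4% for the share of equal sign and 1.80 and 1.32 for the covariance.

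Among genes at 0 tags in 1 group, those with the highest level in the other were taken by the rule for named genes, with the adjusted p from edgeR's quasi-likelihood test. In the comparison of 30DS with 30D they were RPL8B (KLMA_80413, 0 tags in 30D and 1481 ppm in 30DS, adjusted p = 0.0246), ARG1 (KLMA_10180, 0 tags in 30D and 638 ppm in 30DS, adjusted p = 0.231) and EFG1 (KLMA_10496, 0 tags in 30D and 312 ppm in 30DS, not tested). In the comparison of 45D with 30D they were KLMA_R308 (0 tags in 30D and 2909 ppm in 45D, adjusted p = 0.0530), RPL8B (KLMA_80413, 0 tags in 30D and 1361 ppm in 45D, adjusted p = 0.0236) and KLMA_R519 (0 tags in 30D and 1088 ppm in 45D, adjusted p = 0.0548). In the comparison of 30X with 30D they were HOM2 (KLMA_50503, 0 tags in 30X and 672 ppm in 30D, adjusted p = 0.0341), KLMA_30482 (0 tags in 30D and 537 ppm in 30X, adjusted p = 0.0379) and RPL8B (KLMA_80413, 0 tags in 30D and 534 ppm in 30X, adjusted p = 0.0396). KLMA_R308 and KLMA_R519 in 45D and KLMA_30482 in 30X each exchanged tags with a neighbour on the same strand, which had 0 tags where they had tags. For 30DS, RPL8B lost its call without 30D replicates 1 (0.0632), 2 (0.0729) or 3 (0.0738) or 30DS replicates 2 (0.0567) or 3 (0.0567), with the adjusted p from the same test in parentheses. There, RPL8B (adjusted p = 0.0717) lost its call in the same test with the replicate number as a block. For 45D, RPL8B lost its call without 30D replicates 1 (0.0540), 2 (0.0626) or 3 (0.0610), with the adjusted p from the same test in parentheses. There, KLMA_R308 gained a call without 30DS replicates 1 (0.0332) or 3 (0.00439), and KLMA_R519 without 30DS replicates 1 (0.0372) or 2 (0.00408), with the adjusted p from the same test in parentheses. For 30X, HOM2 lost its call without 30D replicates 1 (0.0638), 2 (0.0769) or 3 (0.0774), 30DS replicates 2 (0.0605) or 3 (0.0552), 45D replicates 2 (0.0503) or 3 (0.0544) or 30X replicates 1 (0.0956), 2 (0.106) or 3 (0.0979), and KLMA_30482 without 30D replicates 1 (0.0836), 2 (0.0930) or 3 (0.0922), 30DS replicates 1 (0.0522) or 3 (0.0782) or 30X replicates 1 (0.103), 2 (0.110) or 3 (0.104), with the adjusted p from the same test in parentheses. There, RPL8B lost its call without 30D replicates 1 (0.0983), 2 (0.103) or 3 (0.105), 30DS replicates 1 (0.0576), 2 (0.0683) or 3 (0.0687), 45D replicate 2 (0.0611) or 30X replicates 1 (0.0943), 2 (0.103) or 3 (0.0900), with the adjusted p from the same test in parentheses.

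168 genes with at least 20 ppm in another condition had 0 tags in all 3 libraries of 45D, of 240 genes that were at 0 tags throughout some condition. From each library's own share of zeros, sparse sampling predicts 1.82% of that number at the mean level of the other conditions and 4.92% at the lowest, where 39 of the genes lie below the levels that could be weighed. The prediction takes zeros as independent between the 3 libraries, which was not checked. It argues against sparse sampling as the whole cause only if that holds. 7 genes for ribosomes, proteasome, RNA polymerases and translation factors were among them, 1.28 times the 5.47 of random sets (range 2 to 10), too few to weigh regulation that would spare such genes, which stays open. 54.2% had a neighbour that changed the opposite way, against a median of 36.9% in random sets of genes of like level, so tags counted for a neighbouring gene may explain part of them, and in 21 cases, 18 of them with 45D and 6 with a tRNA gene, neighbours exchanged 0 tags and at least 20 ppm between conditions, and 100% of these cases lay on the same strand, where 44.1% of all neighbouring pairs lie. Within 1 condition, 115 same-strand pairs (5.21%) and 24 opposite-strand pairs (0.859%) did so between single libraries, a ratio of 6.07, which argues against the growth condition as the whole cause of such exchange on the same strand. Whether the pairs that exchanged between conditions are among these was not checked, so the growth condition is not excluded for them. For the other genes it stays open, as untested.

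On library totals the median log2 fold change of all genes was 1.14 in 30DS and 1.39 in 45D, and KLMA_10040, which took a smaller share of the tags there, is a candidate cause. With KLMA_10040 out of the totals it was 0.62 and 0.72, which leaves 54.7% and 51.7%, and with the 10 genes of highest share out it was 0.71 and 0.59. The gene is out of those totals, so its share does not produce the part that is left. Whether the other transcripts rose with the growth condition cannot be told for either part, since no RNA was added as a standard.

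Replicate 1 of 30D, 30DS and 45D came from a run in April, and in June replicates 2 and 3 of 30D were sequenced on another day than all other libraries, so without the April libraries each comparison with 30D is also one between runs. For 30X against 30D this holds with all libraries too, since they share no run. Without these 3 libraries, 1215, 1496 and 850 genes were called in 30DS, 45D and 30X by edgeR's quasi-likelihood test, against 561, 781 and 347 with all libraries, and the comparisons of 45D with 30DS, 30X with 30DS and 30X with 45D, then within 1 day of sequencing, rose as well (1710 from 880, 1146 from 333 and 1540 from 710). By the run labels, the June libraries of 30D and 45D carry 1 instrument code and those of 30DS and 30X another. Comparisons of 30D or 45D with 30DS or 30X thus also hold any difference between instruments. As many calls came from 1 of the 27 choices of 1 library of each of these conditions (3561 calls in all, and at most 2467 for any other choice), so a difference between the runs may add to the spread. Of genes at 20 ppm or more in both sister libraries, replicates 1, 2 and 3 had 6.83, 0.403 and 0.224% at 0 tags in 30D, 10.4, 0.408 and 0.462% in 30DS, 17.3, 1.69 and 4.33% in 45D and 0.459, 2.22 and 1.37% in 30X, so the April library was the sparsest in 3 of 3 conditions, and sparser April libraries stay open as an explanation. No biological explanation was tested, since each April library has the condition of its sisters.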
